# Unified single-cell analysis of testis gene regulation and pathology in five mouse strains

**DOI:** 10.7554/eLife.43966

**Published:** 2019-06-25

**Authors:** Min Jung, Daniel Wells, Jannette Rusch, Suhaira Ahmad, Jonathan Marchini, Simon R Myers, Donald F Conrad

**Keywords:** meiosis, testis, single-cell, gene regulation, infertility, factor analysis, Mouse

## Abstract

To fully exploit the potential of single-cell functional genomics in the study of development and disease, robust methods are needed to simplify the analysis of data across samples, time-points and individuals. Here we introduce a model-based factor analysis method, SDA, to analyze a novel 57,600 cell dataset from the testes of wild-type mice and mice with gonadal defects due to disruption of the genes *Mlh3*, *Hormad1*, *Cul4a* or *Cnp*. By jointly analyzing mutant and wild-type cells we decomposed our data into 46 components that identify novel meiotic gene-regulatory programs, mutant-specific pathological processes, and technical effects, and provide a framework for imputation. We identify, de novo, DNA sequence motifs associated with individual components that define temporally varying modes of gene expression control. Analysis of SDA components also led us to identify a rare population of macrophages within the seminiferous tubules of *Mlh3^-/-^* and *Hormad1^-/-^* mice, an area typically associated with immune privilege.

## Introduction

The testis is an amalgamation of somatic cells and germ cells that coordinate a complex set of cellular interactions within the gonad, and between the gonad and the rest of the organism (Figure 1A). The key function of the testis is to execute spermatogenesis, a developmental process that operates continually in all male adult mammals in order to generate genetically diverse gametes through recombination and independent assortment of homologous chromosomes. The mechanisms of this process are important for the evolution, fertility and speciation of all sexually reproducing organisms.

**Figure 1.**
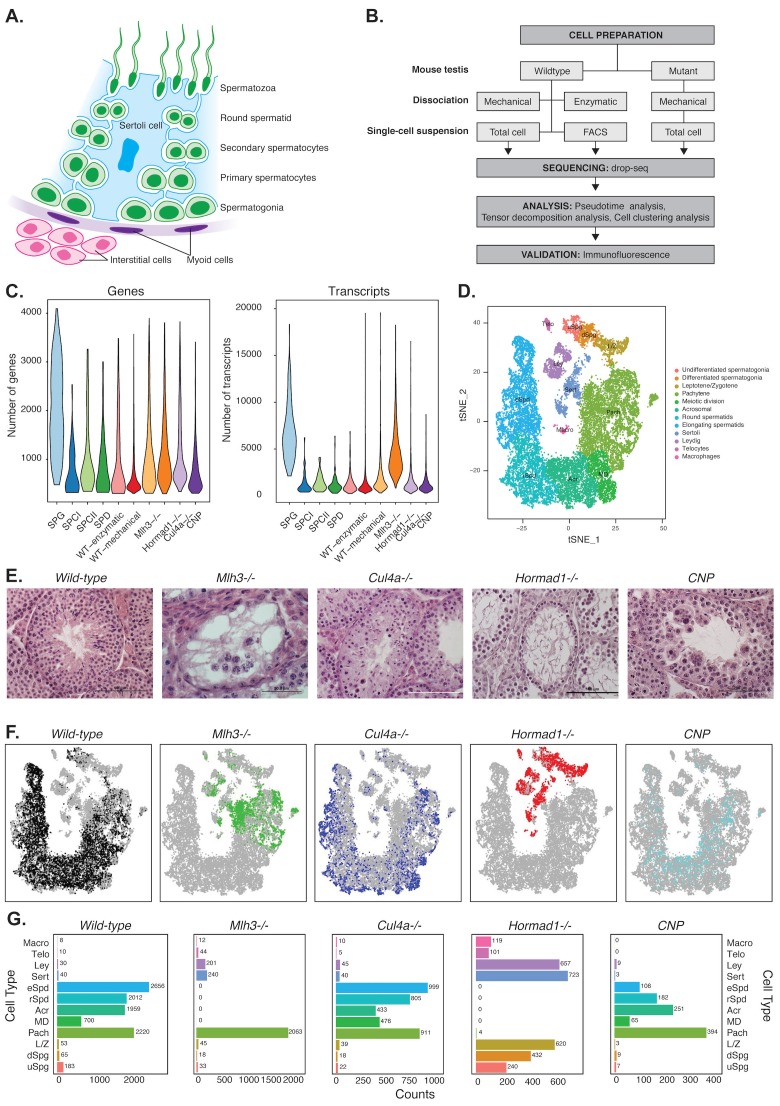
Mapping cellular diversity in the adult testis using single-cell expression profiling. (**A**) Anatomy of the testis. Adult testis are comprised of germ cells (spermatogonia, primary spermatocytes, secondary spermatocytes, spermatids and spermatozoa) and somatic cells. Within the seminiferous tubules, there is a population of somatic cells (Sertoli). The tubules are wrapped by muscle-like ‘myoid’ cells. Outside the tubules are a heterogeneous, poorly defined population of ‘interstitial’ somatic cells including Leydig cells and telocytes. (**B**) Overview of the experiments. To establish the utility of single-cell profiling for testis phenotyping, we performed a series of experiments (i) comparing the quality of traditional enzymatic dissociation and more rapid mechanical dissociation, (ii) comparing the expression profiles of cells from total testis dissociation to testicular cells of known identity purified by FACS, (iii) comparing expression profiles of wild-type animals to cells isolated from four mutant strains with testis phenotypes (Figure 1—figure supplement 1). (**C**) We used Drop-seq to profile 26,200 cells from wild-type animals and 31,400 cells from mutant animals, with an average of 1155 transcripts/cell and 725 genes/cell (wild-type) and 2223 transcripts/cell and 1133 genes/cell (mutants). (**D**) We applied SDA and used t-SNE to visualize cells colored by k-means clustering of 20,322 cells, derived from our full dataset of wild-type and mutant animals, into 32 clusters (Materials and methods, Figure 1—figure supplements 1–5). Label assignment clearly indicates a spatial organization of testis cells in t-SNE space, with somatic cell populations flanking the germ cells in small pockets. The full set of 32 clusters has been simplified into 12 major classes for ease of interpretation; the full clustering is shown in Figure 1—figure supplement 2. (**E**) Histology sections from wild-type and mutant testis, illustrating the phenotypes observed in wild-type and the four mutant strains characterized by Drop-seq. Three of the strains, *Mlh3^-/^*^-^, *Hormad1^-/-^* and *Cul4^-/-^* have known pathology, while strain *CNP* represents an unpublished transgenic line with spontaneous male infertility. (**F**) Mapping of cells from each mouse strain into t-SNE space (colored points) compared to the background of all other strains (gray points). Mutant strains occupy distinct locations within t-SNE space, reflecting the absence of certain cell types in some strains (e.g. *Mlh3^-/-^* and *Hormad1^-/-^)*, and alteration of expression in remaining cells (e.g. *Hormad1^-/-^*). (**G**) Counting individual cell types provides a quantitative phenotype of cellular heterogeneity in each strain.

**Figure 1—figure supplement 1.**
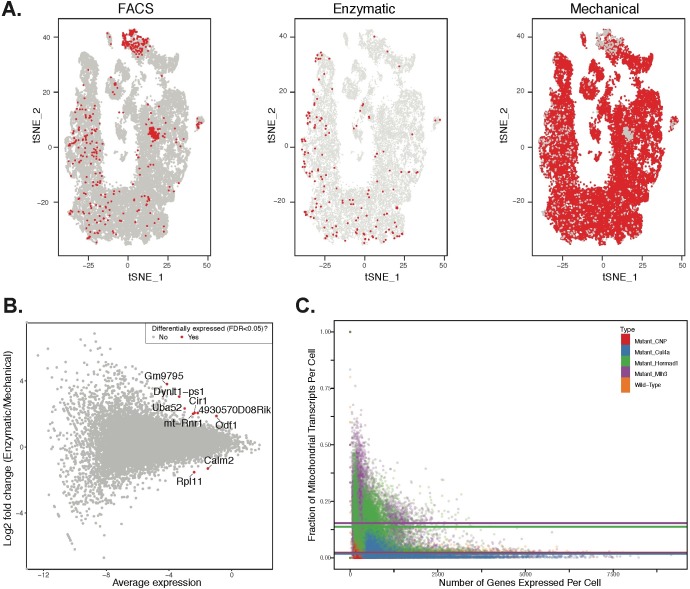
Comparison of effects of dissociation protocols and mutation status on cell ascertainment and single-cell gene expression. We compared the effects of enzymatic dissociation (SPG, WT1, WT2) and mechanical dissociation protocols (all other batches) on both the ascertainment of cell types (by visualization in t-SNE space) and on single gene expression levels. (**A**) No obvious batch effects were detected when comparing the t-SNE clustering location of cells isolated by FACS, or either of the two total testis dissociation protocols. (**B**) We performed differential expression analysis to compare the two dissociation protocols, using all available WT datasets. We compared single gene expression levels for all genes detected by both protocols, summarized here as an M + A plot. The expression profiles from enzymatic and mechanical dissociation showed excellent concordance (R = 0.95). Genes that were detected as differentially expressed by edgeR are plotted in red. (**C**) When compared to wild-type, cells from mutant strains exhibit significantly higher fractions of transcripts derived from mitochondrial genes, indicative of elevated rates of apoptosis.

**Figure 1—figure supplement 2.**
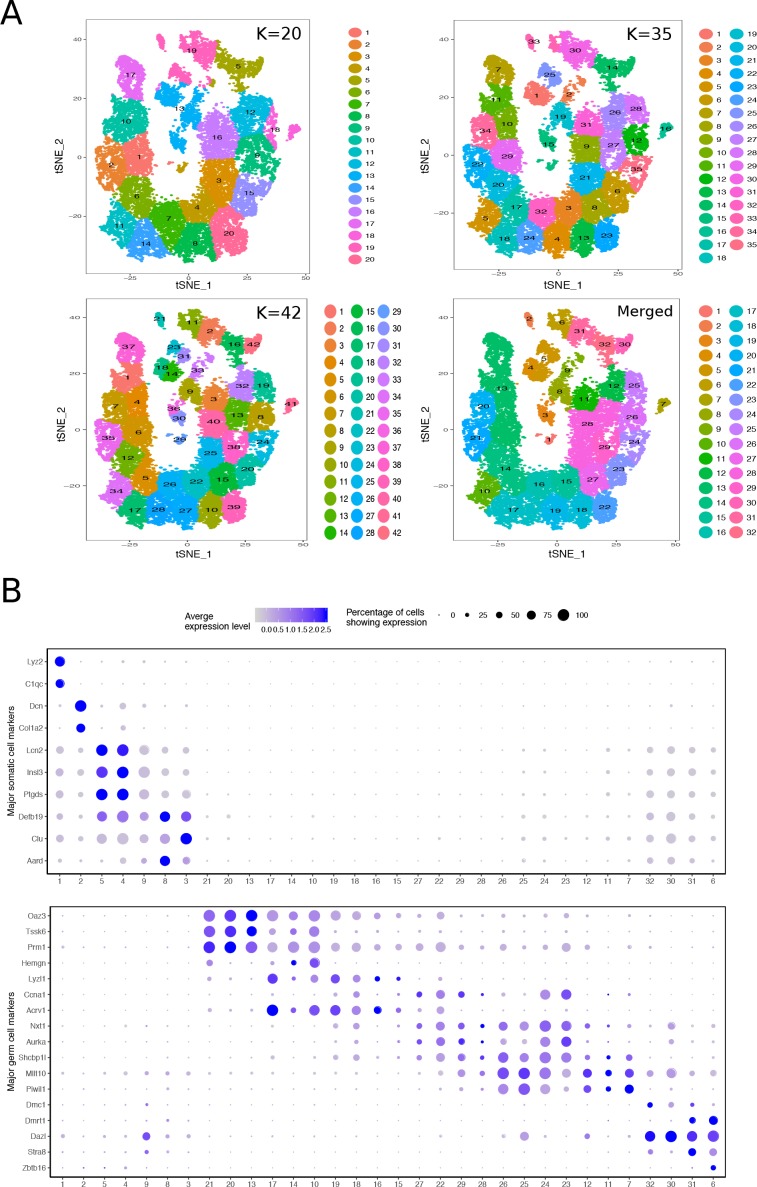
Mapping the Cellular Diversity of the Testis. (**A**) We performed k-means clustering analysis of total joint wild-type and mutant cells with several levels of ‘k’ to determine the appropriate level of clustering for cell type identification. Clusters with similar expression profiles were merged using out-of-bag-error (OOBE) method implemented in Seurat, ultimately leading to a final analysis with 32 clusters. (**B**) Expression of known somatic and germ cell--type specific markers in total joint wild-type and mutant cell clusters.

**Figure 1—figure supplement 3.**
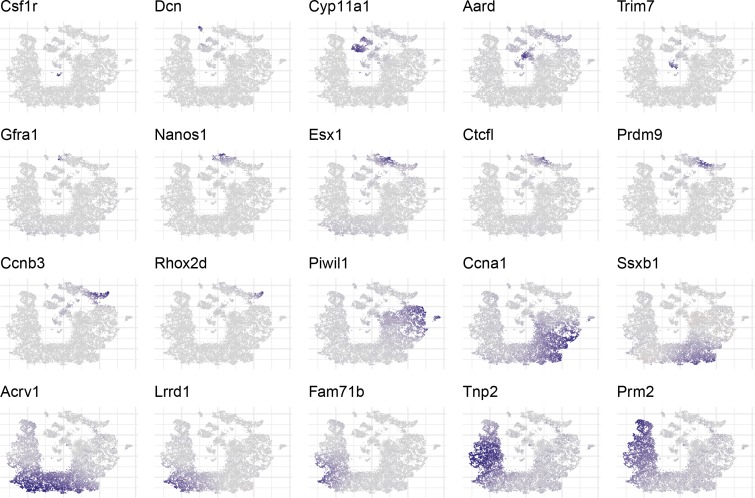
Overview of expression patterns for some well known testis cell markers in t-SNE space.

**Figure 1—figure supplement 4.**
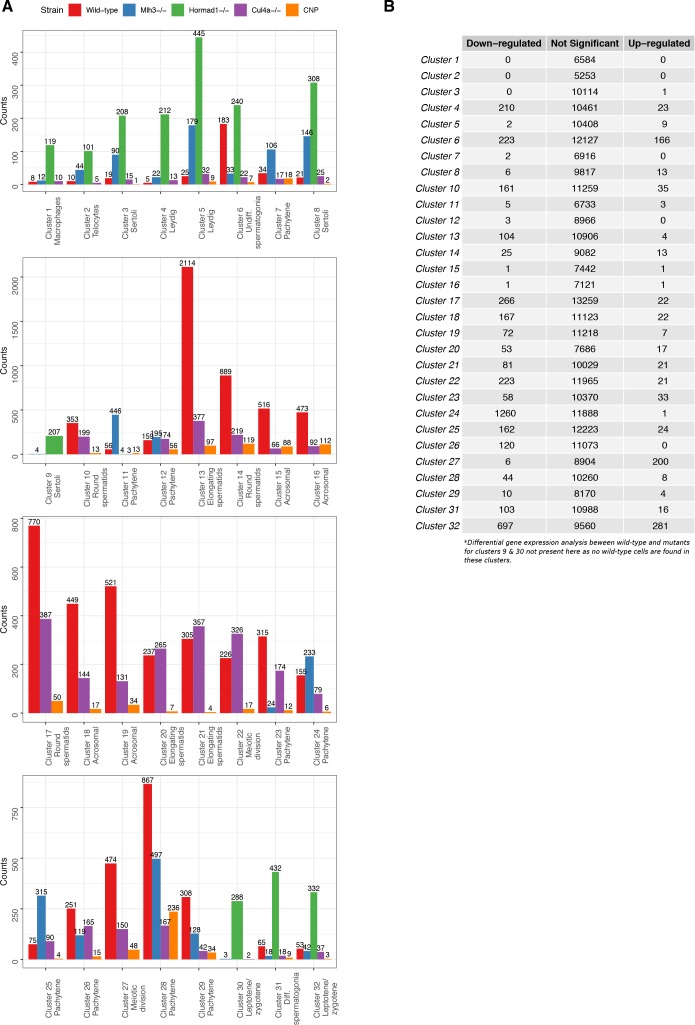
Tabulation of cluster counts by mouse strain and differential expression analysis within clusters. (**A**) Count distribution of cells from each mouse strain for 32 clusters in Figure 1—figure supplement 2A (‘Merged’). (**B**) To explore any clustering bias between wild-type and mutant cells, we performed differential gene expression analysis using edgeR for each cluster between wild-type and mutant cells. Genes that did not express at least five transcripts were filtered. The cut-offs for significant differentially expressed genes were log-fold change of 1 and false discovery rate (FDR) adjusted p-value<0.05.

**Figure 1—figure supplement 5.**
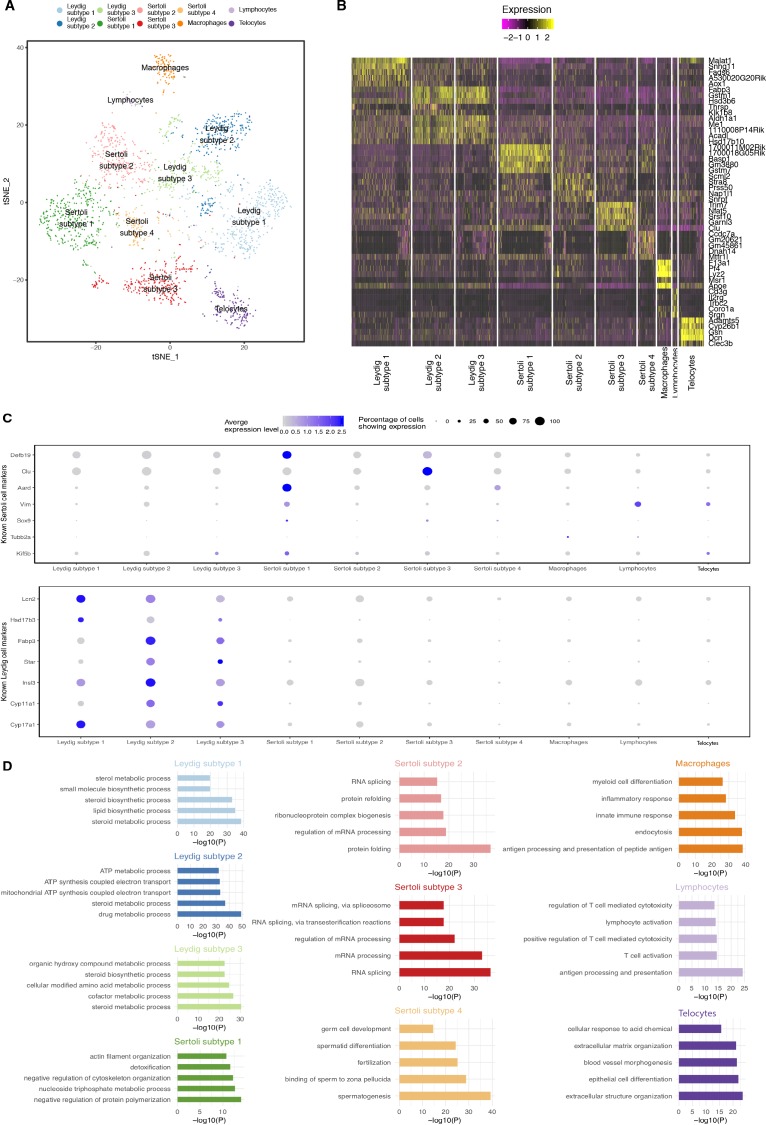
Dissection of Somatic Cell Population Heterogeneity. (**A**) Visualization of somatic clusters on t-SNE. We extracted somatic cell clusters (clusters 1, 2, 3, 4, 5, 8 and nine from Figure 1—figure supplement 2A (‘Merged’) and performed additional k-means clustering analysis. Clustering analysis identified 4 Sertoli cell subtypes, 3 Leydig cell subtypes, one macrophage population, one lymphocyte population and one telocyte cell population. (**B**) Then we performed differential expression analysis using Seurat’s built-in function ‘FindAllMarkers()’ between different somatic cell clusters to identify differentially expressed genes and visualization of top five differentially expressed genes is shown in the heatmap. (**C**) Expression of known Sertoli and Leydig cell markers across all somatic cell clusters. (**D**) We performed gene ontology (GO) enrichment analysis on the lists of differentially expressed genes identified for each somatic cluster. P-values are adjusted with Benjamini-Hochberg method.

A deeper understanding of the transcriptional program of spermatogenesis has potential applications in contraception (Schultz et al., 2003), in vitro sperm production for research and the treatment of infertility (Zhou et al., 2016), and the diagnosis of infertility, among others. Prior to the advent of single-cell genomics, studies of the highly dynamic transcriptional programs underlying sperm production were limited by the cellular complexity of the testis - comprised of at least seven somatic cell types, and at least 26 morphologically distinct germ cell classes (Hess and de Franca, 2009).

The testis has a number of unique features: its transcriptome has by far the largest number of tissue specific genes (over twice as many as the 2^nd^ ranked tissue the cerebral cortex – with which the testis shares an unusual similarity) (Djureinovic et al., 2014; Guo et al., 2005; Uhlén et al., 2015); it contains the only cells in the male body with sex chromosome inactivation (Yan and McCarrey, 2009); meiotic cells undergo programed double strand break formation, homologous chromosome pairing, and recombination; cells undergoing meiosis share transcripts through cytoplasmic bridges (Braun et al., 1989); and it features dramatic chromatin remodeling, when the majority of histones are stripped away during spermiogenesis and replaced with small, highly basic proteins known as protamines (Hammoud et al., 2009).

Use of genetic tools has enabled the dissection of the homeostatic mechanisms that regulate spermatogenesis, revealing both cell autonomous and non-autonomous mechanisms. However, most perturbations that disrupt spermatogenesis also change the cellular composition of the testis, frustrating the use of high throughput genomic technologies in the study of gonadal defects. By removing heterogeneity as a confounding factor, single cell RNA sequencing (scRNA-seq) promises to revolutionize the study of testis biology. Likewise, it will completely change the way that human testis defects are diagnosed clinically, where testis biopsy is the standard of care for severe cases of male infertility (Dohle et al., 2012).

Here, we performed scRNA-seq on 57,600 cells from the mouse testis, using wild-type animals and four mutant lines with defects in sperm production (Figure 1B). We set out to develop an analysis approach that would allow us to extract mechanistic insights from joint interrogation of these multiple mouse strains; to gain insights into spermatogenesis and its regulation, using the precise resolution of single-cell analysis; and to establish the utility of scRNA-sequencing for dissecting testis gene regulation in both normal and pathological states.

To do this, we leverage a recently developed factor analysis method, called sparse decomposition of arrays (SDA), which has not previously been applied to single-cell RNA-seq data, and demonstrate how it can be used on scRNA-seq data for cleanup and imputation, identification of co-regulated genes, and to create a dictionary of disease from a joint analysis of mutant and wild-type animals. We show that, unlike standard clustering, we are able to decompose expression patterns into temporally overlapping yet distinct components, which each possesses specific regulatory mechanisms and functions, providing new insights relative to recent reports of scRNA-seq from mouse testis (Chen et al., 2018; Ernst et al., 2019; Green et al., 2018; Hermann et al., 2018; Lukassen et al., 2018). Moreover, we retain the ability of other existing scRNA-seq analysis methods to order cells from early to late meiosis, and to identify distinct groups of non-meiotic cells.

## Results

### Mapping the cellular diversity of the testis with single-cell RNA-seq

To isolate individual cells for data generation, we initially tested two methods for testis dissociation: enzymatic dissociation, a slow 2 hour protocol, vs. a rapid 30 minute protocol based on mechanical disruption (Lima et al., 2017). 

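Both protocols were tested on whole testes of wild-type mice, and the cells were profiled by Drop-seq, in which a cell shares a droplet with a barcoded bead and each transcript captured at its 3′ end is counted once by its unique molecular identifier (UMI). WT1 and WT2 were dissociated with enzymes, and WT3 to WT11 mechanically. The authors aligned the reads to the mouse genome (mm10) with STAR inside the Drop-seq pipeline and deposited the UMI counts per gene and barcode of each library without normalization. WT1 held 102 barcodes and 357,235 UMIs, and WT2 held 598 barcodes and 1,118,711 UMIs. The 9 mechanical libraries together held 25,423 barcodes and 24,793,445 UMIs, between 1,288,257 and 3,829,176 per library. WT1 and WT3 were sequenced on a MiSeq and the other wild-type libraries on a HiSeq. The UMIs of every deposited barcode were summed per protocol for the correlation, so that WT2 gave most of the enzymatic UMIs, and UMIs scaled to a common total (CPM) were compared as log2(CPM + 1). For the test of differential expression, counts were summed per library, and edgeR's quasi-likelihood test was run over the 19,584 genes with at least 5 counts in the 11 libraries.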

Single cell expression profiles from the two methods showed excellent agreement (r = 0.95), with no important differences in cell quality or ascertainment (Figure 1, Figure 1—figure supplement 1), so we applied the mechanical dissociation approach for further experiments (Supplementary file 1). 

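Across the 18,445 genes detected under both protocols, the summed enzymatic and mechanical profiles had a Pearson r of 0.948 and a Spearman rho of 0.920. These are correlations across genes, which are not independent replicates. Between single libraries, r ranged from 0.958 to 0.989 (median 0.981) over the 36 pairs of mechanical libraries and from 0.868 to 0.935 (median 0.910) over the 18 pairs of an enzymatic with a mechanical library, and WT1 and WT2 had an r of 0.905. Of 6 alternatives, adding the FACS-purified spermatogonia, also dissociated with enzymes, moved the summed r most, to 0.877. Without WT1 it was 0.939, and without WT2 it was 0.893. The median barcode had 512.5 UMIs after enzymatic dissociation (1795 in WT1, 451 in WT2) and 582 after mechanical dissociation. Mitochondrial transcripts made up 3.71% of UMIs per enzymatic barcode on average (1.37% in WT1, 4.11% in WT2) and 1.88% per mechanical barcode. The cell filters kept 84% of enzymatic and 96.2% of mechanical barcodes, and removed 2.94% of the barcodes of WT1 and 18.2% of those of WT2. Most enzymatic barcodes (598) were from WT2, and with WT1 alone each of these 3 comparisons turned around.
In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3020 genes passed an adjusted p of 0.05, of which 1454 were higher and 1566 lower after enzymatic dissociation; 5498 genes had an unadjusted p under 0.05. DESeq2 called 1483 genes higher and 992 lower. The calls rested on both enzymatic libraries, since 1955 genes passed without WT1 and 1696 without WT2. The smallest adjusted p belonged to Gm12346, at 174 CPM after enzymatic dissociation (mean of 2 libraries) and 22.6 ± 4.66 CPM after mechanical dissociation (SD, n = 9), a log2 fold change of 2.88 (standard error 0.20, adjusted p = 1.07e-08 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Calm2 moved the other way, from 734 ± 70.7 CPM (SD, n = 9) after mechanical to 146 CPM after enzymatic dissociation, a log2 fold change of -2.31 (standard error 0.19, adjusted p = 1.39e-07 from that test). Gm12346 and the other pseudogenes among the leading genes, Ccdc50-ps (log2 fold change 4.04) and Tes3-ps (3.17), can share reads with the genes they derive from, so their counts are uncertain. The mitochondrial rRNA mt-Rnr1 had a log2 fold change of 2.04 and the spermatid gene Odf1 one of 1.97. Because counts were summed over whole libraries, these differences may also reflect the mix of cells. Among germ cells named by type as described below, 91.1% were spermatid-like in WT1 and 84.3% in WT2. In the mechanical libraries the share was 84.0% in WT3 and from 57.9% (WT4) to 69.4% (WT7) in the others. Gm9795 and Dynlt1-ps1 were raised in WT2 (195 and 328 CPM) but not in WT1 (5.27 and 10.5 CPM). Rpl11 was lower in WT2 (12.1 CPM) than in WT1 (205 CPM), and its adjusted p of 0.0132 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ranged from 1.49e-05 with the sequencing platform in the model to 0.0967 in DESeq2. From the correlation and the comparable cell quality, the paper went on to use mechanical dissociation for its further experiments.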

We performed scRNA-seq to generate 25,423 cell profiles isolated from total testis dissociations of 11 wild-type animals (WT1-WT11). 

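The wild-type libraries were made from dissociated whole testes of 11 mice and held 26,123 barcodes with 26,269,391 UMIs, from 357,235 to 3,829,176 per library (median 2,576,385). Their gene rows carried symbols only. Of the 29,244 symbols, 26,843 (95.3% of all UMIs) matched the GENCODE vM21 annotation of GRCm38, the build of mm10, directly. A further 44 matched a RefSeq symbol and 912 an older synonym, and 1,445, with 1.10% of the UMIs, matched neither. The cell filters were those stated in the Materials and methods, applied to all 25 libraries analysed here together. At least 200 UMIs and 50 genes left 44,404 of 48,642 barcodes, the removal of cells more than 1 SD below the mean of their library left 44,346, and a limit of 2 on the scaled level of the mitochondrial rRNA mt-Rnr2 left 36,622 (75.3%), of which 25,053 were wild-type. The paper's further removal of an amorphous group of cells in a t-SNE plot was not repeated, and the paper's final matrix held 20,322 cells. Cells of one testis are not independent replicates, so shares of cell types and summed counts were computed per library, and the libraries served as replicates in every test. Where a test concerned a cell type, a library entered it with at least 10 cells of that type.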

We compared these to reference data for 296 spermatogonia, 199 primary spermatocytes, 398 secondary spermatocytes, and 299 spermatids, purified by FACS (Materials and methods). 

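The spermatogonia were sorted as EGFP-positive cells from the pooled testes of 7-day-old Pou5f1-EGFP mice, in which a fluorescent reporter marks early germ cells, and the spermatocytes and spermatids were sorted from testes of mature C57BL/6J mice by their DNA content after Hoechst staining. Each sorted population gave 1 library, so these values have no replicate error. The spermatogonia held 296 barcodes and 1,168,498 UMIs, the primary spermatocytes 199 barcodes and 107,117 UMIs, the secondary spermatocytes 398 barcodes and 262,054 UMIs, and the spermatids 299 barcodes and 237,167 UMIs. The spermatogonia were sequenced on a HiSeq and the other 3 populations on a MiSeq. The cell filters kept 225 spermatogonia with a median of 3771 UMIs, 188 primary spermatocytes with 307.5, 154 secondary spermatocytes with 353.5 and 291 spermatids with 352, so that the last 3 populations were an order of magnitude shallower than the first.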

Transcript yield per wild-type cell (Figure 1C, Supplementary file 2) were consistent with previous studies using DropSeq on testicular cells (Green et al., 2018) or different cell types.

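Over every deposited barcode, the 11 wild-type libraries averaged 1006 UMIs and 648 detected genes per barcode, against the 1155 transcripts and 725 genes per cell that the paper reports in Figure 1C. The average per library was 1281 ± 801 UMIs and 719 ± 248 genes (SD, n = 11), or 969 ± 178 UMIs and 637 ± 91.6 genes without the enzymatic WT1 and WT2 (SD, n = 9). The median wild-type barcode held 581 UMIs. The 10 libraries of the 3 mutant strains analysed here averaged 1736 UMIs and 787 genes per barcode, or 1807 ± 1078 UMIs and 889 ± 462 genes per library (SD, n = 10). The paper's values of 2223 transcripts and 1133 genes for mutants include a strain that was not analysed here.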

We added to this an additional 31,400 single cell profiles from four different mutant mouse strains exhibiting spermatogenesis defects: three mutants with known molecular mechanisms (knockouts of *Mlh3*, *Hormad1*, and *Cul4a*) as well as one knockin of a transgene (*Cnp*) that led to idiopathic infertility. 

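Whole-testis libraries of 3 of the mutant strains were analysed here. MLH3 is a mismatch repair protein needed for crossovers in meiosis, CUL4A is the scaffold of a ubiquitin ligase, and the CNP line carries a CNP-EGFP BAC transgene. The 6 Mlh3 libraries held 11,210 barcodes, with 450,745 to 6,340,116 UMIs per library (median 2,491,880). The Cul4a libraries were the deepest, with 9,691,555 and 9,745,302 UMIs in 5,736 barcodes, and the CNP libraries had 775,386 and 1,054,964 UMIs in 4,381 barcodes. All were dissociated mechanically, and all but Mlh3 replicates 1 and 2 were sequenced on a HiSeq. The median barcode had 483 UMIs in Mlh3, 1432.5 in Cul4a and 223 in CNP. The filters kept 2,787 Mlh3, 5,462 Cul4a and 2,462 CNP cells, and the 8,423 Mlh3 barcodes removed were mostly above the limit on mt-Rnr2. The paper's sample list gives the Cul4a mice an age of 2 months and 14 or 16 days and the CNP mice 1 month and 18 or 21 days, whereas the sample labels give the ages of the 2 strains the other way round. Mlh3 replicates 2 and 3 share an age and were kept as separate libraries, with their merger as an alternative.
The disrupted genes were still counted. Over whole libraries, Mlh3 was at 49.8 ± 22.7 CPM in Mlh3 mutants (SD, n = 6) and 44.7 ± 18.4 in wild-type (SD, n = 11; p = 0.624 in a two-sided exact permutation test). Cul4a was at 51.8 ± 3.84 CPM in Cul4a mutants (SD, n = 2) and 30.7 ± 12.5 in wild-type (SD, n = 11), with p = 0.0385 in the same exact test, whose smallest possible p is 0.0128. Cnp was at 5.29 ± 3.46 CPM in CNP mice (SD, n = 2) and 1.89 ± 1.73 in wild-type (SD, n = 11; exact permutation p = 0.0385). Drop-seq counts transcripts at their 3′ ends, and a tag outside the deleted or altered part is counted whether or not a protein is made, so these levels check no label.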

We performed histological confirmation of testis defects in each animal prior to sequencing (Figure 1E). Seminiferous tubules in *Mlh3^-/-^* and *Hormad1^-/-^* mice exhibited complete early meiotic arrest and absence of spermatozoa. *Cul4a^-/-^* sections showed partial impairment of spermatogenesis, with a significant decrease in number of post-meiotic cells and abnormal spermatids. Sections from both *Cul4a^-/-^* and *Cnp* mice presented giant multinucleated cells, but this type of cell was much more prevalent in *Cnp* seminiferous tubules. *Cnp* mice displayed a clear defect in spermatogenesis; the number of elongating spermatids was grossly reduced to compared to wild-type, and the few elongating spermatids seen in the histology sections featured misshapen nuclear morphology and odd orientation within the disorganized tubules. Sperm tails were occasionally seen in the lumen. Further molecular analysis is required to firmly characterize which stage(s) of spermatogenesis are affected.

### Application of SDA, and comparison to classical clustering analysis

One specific challenge of analyzing a developmental system is that cluster-based cell type classification might artificially define hard thresholds in a more continuous process. Furthermore, a single cell’s transcriptome is a mixture of multiple transcriptional programs, some of which may be shared across cell types. In order to identify these underlying transcriptional programs themselves rather than discrete cell types we applied SDA (Hore et al., 2016). This is a model-based factor analysis method to decompose a (cell by gene expression) matrix into sparse, latent factors, or ‘components’ that identify co-varying sets of genes which, for example, could arise due to transcription factor binding or batch effects (Materials and methods). Each component is composed of two vectors of scores: one reflecting which genes are active in that component, and the other reflecting the relative activity of the component in each cell, which can vary continuously across cells, negating the need for clustering. This framework provides a unified approach to simultaneously soft cluster cells, identify co-expressed marker genes, and impute noisy gene expression (Materials and methods). We inferred 50 components using SDA. Using these components, we visualized the overall results using t-distributed Stochastic Neighborhood Embedding (t-SNE) (Materials and methods, Figure 1D): this t-SNE projection is also used in many subsequent analyses. We estimated the developmental ordering of cells using pseudotime modeling (Materials and methods), based on our t-SNE embedding.

First, to provide a cross-check for our SDA results, we performed k-means (hard) clustering of our single cell libraries into discrete groups. (Materials and methods, Supplementary file 3, Supplementary file 4). We visualized the resulting 32 distinct clusters in t-SNE space (Materials and methods, Figure 1D, Figure 1—figure supplement 2). Next, by inspecting the expression levels of known cell type markers and comparing to the FACS-sorted cells, we could resolve our 32 clusters into 11 distinct subtypes of germ cells and four somatic cell populations – Leydig cells, Sertoli cells, immune cells, and telocytes (Figure 1—figure supplement 2 and Figure 1—figure supplement 3). 

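Cells of all libraries were clustered together on square-root-normalized counts of 19,042 genes, capped at 10 SDs, with 40 principal components, 20 neighbours and the Leiden algorithm at a resolution of 2, which gave 50 clusters. A cluster was named after a cell type only from listed markers, mostly those of Supplementary file 3, if at least 3 of them were 2-fold higher than in the other cells and at least 50 genes led the cluster. Names are written as "-like" for this reason. Among clusters of at least 20 cells, 30 were named and 15 were not. No cluster was named for T lymphocytes, peritubular myoid cells or endothelial cells. Of the 225 sorted spermatogonia, 212 were spermatogonia-like (94.2%, exact 95% interval 90.3 to 96.9) and 10 Sertoli-like (4.44%). Of 188 sorted primary spermatocytes, 19 were pachytene-like (10.1%, 6.20 to 15.3) and 164 (87.2%) lay in unnamed clusters. Of 154 sorted secondary spermatocytes, only 7 were meiotic division-like (4.55%, 1.85 to 9.14), while 41 were round spermatid-like (26.6%, 19.8 to 34.3), 16 elongating spermatid-like (10.4%), 9 Leydig-like (5.84%) and 75 (48.7%) unnamed. Among 291 sorted spermatids, 69 were elongating spermatid-like (23.7%, 18.9 to 29.0), 48 round spermatid-like (16.5%, 12.4 to 21.3) and 169 (58.1%) unnamed. The intervals cover counting error only. Unnamed clusters held 66.8% of wild-type, 23.8% of Mlh3, 37.6% of Cul4a and 63.2% of CNP cells. Most of these lay in clusters that fewer than 50 genes led, with 58.7% of wild-type, 0.108% of Mlh3, 30.9% of Cul4a and 49.5% of CNP cells. The markers were fixed in advance, but the thresholds for using them, the 50 leading genes among them, were set after the clusters had been seen. Scrublet marked 129 cells (0.352%) as doublets, too few for the caller to have worked, so doublets remain in the clusters.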

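Tallied over all 11 wild-type libraries, named cells comprised 29 spermatogonia-like, 104 leptotene/zygotene-like, 616 pachytene-like, 2029 meiotic division-like, 2511 round spermatid-like and 2853 elongating spermatid-like cells. The somatic classes held 109 Sertoli-like, 45 Leydig-like, 22 telocyte-like and 7 macrophage-like cells. In the 2 Cul4a libraries the germ classes held 33, 70, 389, 585, 1066 and 1088 cells in the same order, and the somatic classes 84, 73, 12 and 10. The 2 CNP libraries had 14, 18, 153, 307, 271 and 119 germ cells, with 9 Sertoli-like, 12 Leydig-like, 2 telocyte-like and 0 macrophage-like cells. The same class was often held by different clusters in different strains. Of the wild-type round spermatid-like cells, 35.8%, 31.5% and 27.7% lay in clusters 8, 6 and 13, while 62.0% of those of Cul4a lay in cluster 15, and 57.2% of those of CNP in cluster 6. Meiotic division-like cells of Cul4a lay almost entirely (94.9%) in cluster 24, which held 1 wild-type cell.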

By tallying counts of cells within each cluster, we generated a digital readout of the cellular composition of wild-type and mutant animals (Figure 1G, Figure 1—figure supplement 4), and are able to associate each SDA component to expression activity in particular cell type(s).

Careful examination and quantification of cell-type composition differences in each mutant strain recapitulated the known pathology of mutants (*Mlh3^-/-^*, *Hormad1^-/-^* and *Cul4a^-/-^*) at digital resolution. The location of mutant cells in t-SNE space illustrated the absence of certain cell types within spermatogenesis (Figure 1F). 

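No round or elongating spermatid-like cell was found among the 1,335 named germ cells of the 6 Mlh3 libraries, which allows a share of up to 0.225% from counting error alone. In wild-type, 5,364 of 8,142 germ cells were spermatid-like, or 70.5 ± 10.8% per library (SD, n = 11), ranging from 57.9 to 91.1%. The difference between the strains gave p = 8.08e-05 in a two-sided exact permutation test over the libraries, the smallest p that 6 against 11 libraries allow. The difference lay between -74.4 and -64.5 percentage points under all 7 alternatives, and moved most (to -64.5) when only HiSeq libraries of mechanical dissociation were used. By cluster name, 1148 Mlh3 cells were pachytene-like and 79 meiotic division-like. Of the latter, 55.7% lay in cluster 10 and 41.8% in cluster 20, which also held wild-type cells. The split depends on cluster 22, with 281 of the pachytene-like Mlh3 cells. Its markers had a mean log2 fold of 0.738 for pachytene and 0.714 for meiotic division. With the filter on UMIs and genes only, a cluster of 279 Mlh3 cells with nearly the same leading genes was named meiotic division-like. These 79 cells do not show that Mlh3 cells reached the divisions, since their X-linked UMIs were 0.0756 ± 0.0285% of autosomal UMIs (SD, n = 3), against 0.524 ± 0.0529% in wild-type meiotic division-like cells (SD, n = 9) and 0.111 ± 0.0342% in wild-type pachytene-like cells (SD, n = 10), and DUF622 genes took 0.00112% of their UMIs against 0.0854% in wild-type meiotic division-like cells. Wild-type meiotic division-like cells also lay in clusters 18 (28.9%) and 28 (16.7%), where Mlh3 had only 2 cells, in cluster 28. The strains were not compared within clusters, so part of these contrasts may come from the mix of clusters. Mlh3 cells numbered 51 spermatogonia-like and 57 leptotene/zygotene-like cells.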

Consistent with the known biology, we observed that both *Mlh3^-/-^* and *Hormad1^-/-^* cells arrest at different stages of meiosis I; mid-pachytene and leptotene/zygotene respectively. Derangement of certain cell types in the developmental trajectory was also observed as leptotene/zygotene *Hormad1^-/-^* cells formed distinct clusters. Both t-SNE and hard clusters indicated strong mixing of mutant and wild-type cells; of the 32 clusters, only two did not contain both wild-type and mutant cells. Both lacked wild-type cells: cluster 9, a Sertoli cell cluster, and cluster 30, containing leptotene spermatocytes primarily from *Hormad1^-/-^*. 

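Of the 45 Leiden clusters with at least 20 cells, 43 held cells of both wild-type and mutant libraries, 1 held no wild-type cell and 1 no mutant cell. A single strain contributed more than 80% of the cells in 24 of the clusters, and a single library did so in 3. The strain not analysed here cannot contribute to these counts, and no batch correction was applied before clustering.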

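Among named somatic cells of the whole-testis libraries, 990 came from the 10 mutant libraries and 183 from wild-type, so that mutants gave 84.4%. Mutants also gave 243 of the spermatogonia-like and leptotene/zygotene-like cells together, or 64.6%. By class, 93.6% of Leydig-like, 70.9% of Sertoli-like, 67.2% of telocyte-like and 72% of macrophage-like cells were from mutants, against 34.7% of round and 29.7% of elongating spermatid-like cells. Of the 577 Leydig-like cells of Mlh3, 386 were from replicate 1. These shares count cells after the mt-Rnr2 filter; with only the filter on UMIs and genes, mutants gave 97.3% of somatic and 72.7% of pre-pachytene cells, but the former share counts 2 clusters of 2892 and 959 cells, nearly all from Mlh3, that were named Sertoli-like although hemoglobin or mitochondrial genes led them. The denominators hold 3 mutant strains, whereas the paper's hold 4.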

As the bulk of our experiments were performed on total testis samples, we do see preferential ascertainment of some cell types from the mutant strains depleted of post-meiotic germ cells: 95% of somatic cells (clusters 1–5,8,9) and 83% of pre-pachytene germ cells (clusters 6, 30–32) are derived from mutants (Figure 1—figure supplement 4A). The majority of these clusters have fewer than 10 genes with differential expression detectable between mutant and wild-type (Figure 1—figure supplement 4B), and we proceeded with a joint analysis of mutant and wild-type cells, with the caveat that conclusions about the biology of these particular clusters are derived largely from mutant strains.

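Differential expression was tested in comparisons chosen beforehand in pachytene-like, round spermatid-like and elongating spermatid-like cells, by summing counts per library and class and fitting all strains in one edgeR quasi-likelihood model. As in the legend of Figure 1—figure supplement 4B, genes with at least 5 counts were tested, and calls needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Here the libraries are the replicates. Of 16,208 genes tested in pachytene-like cells, 1832 differed between Mlh3 (n = 6) and wild-type (n = 10), 2186 between Cul4a (n = 2) and wild-type, and 54 between CNP (n = 2) and wild-type. In round spermatid-like cells, 759 of 17,093 genes differed in Cul4a and 99 in CNP (n = 2 each, against 11 wild-type libraries). In elongating spermatid-like cells, 575 of 14,090 genes differed in Cul4a. The same procedure was run on simulated counts with 200 genes changed by a log2 fold change of 2, and smaller changes were not simulated. It recovered 197 of them with 8 false calls for Mlh3 pachytene-like cells. For Cul4a it recovered 184 with 12 false calls in pachytene-like and 200 with 21 in round spermatid-like cells. For CNP it recovered 128 with 6 false calls in pachytene-like and 143 with 2 in round spermatid-like cells. Of the alternatives to the Mlh3 comparison, edgeR's stricter filter on low counts moved it most, to 437 genes of 5,577 tested. The numbers of differential genes were not tested in the somatic and pre-pachytene classes, to which the paper's statement refers, nor in meiotic division-like cells, although Sertoli-like cells reached 10 cells in 5 wild-type, 4 Mlh3 and 2 Cul4a libraries and leptotene/zygotene-like cells in 4, 3 and 2.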

Following these comparisons, we interpreted our SDA results using published bulk RNA-seq testis data, histology, and GO category analyses.

### New molecular markers of cellular subtypes

Single cell RNA sequencing provides new opportunities to assess important open questions in the field of spermatogenesis. Along with the expected patterns of expression for known markers, we identified numerous novel markers for all populations, some of which we selected for validation using immunohistochemistry (Figure 2). Noteworthy is the identification of KIF5B as a Sertoli cell protein that provides more extensive coverage of the cell body than the conventional markers TUBB and VIM, and the identification of ABHD5 as a marker for the subcellular structure of developing germ cells known as the residual body. 

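In all whole-testis libraries together, Kif5b (chromosome 18, 6201002 to 6242174 in GRCm38) was at 355 CPM in 374 Sertoli-like cells, 314 CPM in 707 Leydig-like cells and 274 CPM in 127 spermatogonia-like cells. Per library the Sertoli-like level was 311 ± 248 CPM (SD, n = 11) and the Leydig-like level 388 ± 135 (SD, n = 8, all mutant libraries). The spread between libraries thus exceeded the difference. A Kif5b UMI was found in 28.3% of Sertoli-like cells (median 866.5 UMIs per cell) and, as a measure of background, in 1.30% of round spermatid-like cells (median 1868). Tubb5, a gene of the TUBB family, was at 257 CPM and Vim at 288 CPM in Sertoli-like cells. Vim reached 469 CPM in telocyte-like cells, and Tubb5 reached 299 CPM in spermatogonia-like cells. These are RNA levels, which do not show where in the cell the protein lies.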

Protein products for predicted markers ACYP1, UNC80, and CCDC62 were not detected, which might be an antibody-related problem or an indication that these RNAs were not translated.

**Figure 2.**
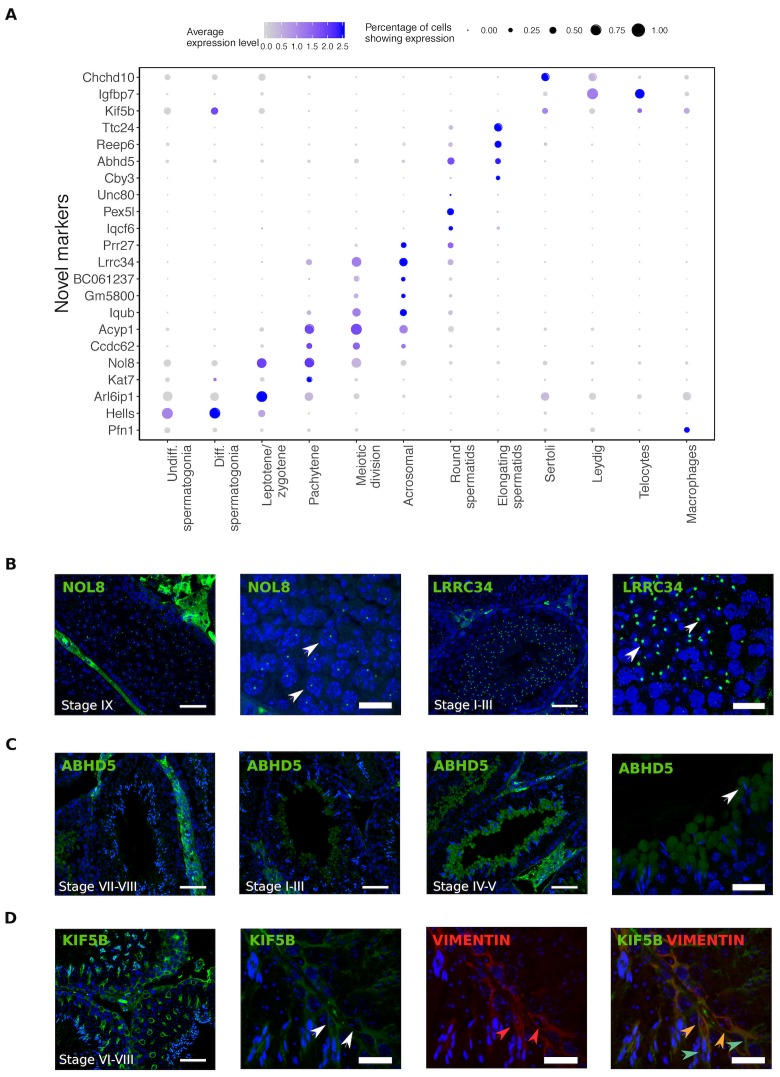
Identification of novel cellular markers from single-cell data. (**A**) Across major cell-type clusters, we identified 22 gene expression markers specific to one cell type or aspect of spermatogenesis and not previously reported. Here we show the expression levels of these genes. Expected protein expression patterns for *Nol8*, *Lrrc34*, *Abhd5*, and *Kif5b* were confirmed, but the antibodies for *Acyp1, Ccdc62*, and *Unc80* did not show positive staining in any testicular cell types,which could be an antibody-related problem or an indication that these RNAs were not translated. (**B–D**) Thin scale bar, 50 µm; thick scale bar, 20 µm. (**B**) *Nol8*, a nucleolar protein, marks primary spermatocytes while *Lrrc34* marks nucleoli in round spermatids (white arrowheads) (**C**) Within the tubules, *Abhd5* marks specific cytoplasmic regions of elongating spermatids destined to form the residual body (white arrow head) and staining intensity peaks during seminiferous tubule stages IV-V. (**D**) *Kif5b* marks Sertoli cells within seminiferous tubules (white arrow head). We co-stained *Kif5b* with a well-known Sertoli cell marker, Vimentin (red arrow head), and indeed both proteins colocalize to Sertoli cells (orange arrow head). Co-staining also reveals that *Kif5b* staining extends further out in the cell body (blue-green arrow head) than Vimentin.

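The 22 genes of Figure 2A were compared between the 10 named classes on the summed counts of the wild-type libraries. Of these, 15 had their highest CPM in the cell type the figure assigns. The tally was 14 with a Leiden resolution of 1, 17 with the minimum filter only and 19 with all whole-testis libraries. The figure's genes were chosen on these samples, so the tally is not independent evidence. Hells was at 1103 CPM in spermatogonia-like cells and 485 CPM in the next class, leptotene/zygotene-like cells. Reep6 was at 517 CPM in elongating spermatid-like cells and 222 CPM in Sertoli-like cells. The leading class of Pfn1 and of Kat7 rested on 3 and 2 UMIs in 7 macrophage-like cells. The 7 genes with another leading class were Igfbp7, Iqcf6, Lrrc34, Iqub, Acyp1, Ccdc62 and Kat7. For all of these but Iqub the figure's class came second.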

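In wild-type libraries, Nol8 (chromosome 13, 49653078 to 49679016 in GRCm38) was at 930 CPM in pachytene-like and 838 CPM in leptotene/zygotene-like cells. Acyp1 was at 1109 CPM in pachytene-like and 924 CPM in meiotic division-like cells, and Ccdc62 at 383 CPM in meiotic division-like and 348 CPM in pachytene-like cells. Unc80 (chromosome 1, 66468367 to 66699148) was among the least abundant genes of the figure, at 17.7 CPM in round spermatid-like and 8.51 CPM in elongating spermatid-like cells. RNA of Acyp1, Ccdc62 and Unc80 was thus counted in germ cells, although the antibodies gave no staining.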

We identified a number of somatic cell populations (hard clusters 1,2,3,4,5, 8 and 9 in Figure 1—figure supplement 2A ‘Merged’). Because our SDA analysis suggested multiple components, varying even within these clusters (see below), we performed additional targeted hard clustering analyses on these cells (Materials and methods), identifying additional complexity: 10 identified somatic cell clusters comprise 4 Sertoli cell sub-clusters, 3 Leydig sub-clusters, two immune cell clusters (macrophages and lymphocytes) and one telocyte cluster (Figure 1—figure supplement 5). Telocytes are a recently reported stromal cell type present in a wide range of tissues, and are little studied in testis (Marini et al., 2018). In addition to the previously reported markers *Cd34* and *Pdgfra*, we find a number of even more highly specific expression markers for telocytes, including *Dcn*, *Gsn*, *Tcf21* (Supplementary file 2).

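Telocytes are interstitial cells with long thin processes. The telocyte-like class was named from collagen genes and other markers, which did not include the genes discussed here, and held 67 cells with a median of 661 UMIs. Only 1 library had at least 10 such cells, so there is no replicate error. Dcn (chromosome 10, 97479609 to 97518143 in GRCm38) had 600 UMIs in these cells, or 10,826 CPM, and was found in 95.5% of them. In 707 Leydig-like cells (median 1105 UMIs) it was at 188 CPM and in 19.4% of cells, and in round spermatid-like cells (median 1868 UMIs) in 0.910%. Gsn (chromosome 2, 35256380 to 35307892) was at 6099 CPM and in 86.6% of telocyte-like cells, against 91.8 CPM in Leydig-like cells. Tcf21 (chromosome 10, 22817281 to 22820174) rested on 17 UMIs, at 307 CPM and in 17.9% of telocyte-like cells, with 15.6 CPM in Leydig-like cells and 0 UMIs in spermatogonia-like cells. Cd34 was at 523 CPM and Pdgfra at 487 CPM, each in 23.9% of telocyte-like cells, and in Leydig-like cells they were at 8.79 and 38.1 CPM. The paper states that these genes are more specific markers of telocytes than Cd34 and Pdgfra.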

Each Sertoli sub-cluster is enriched with differing GO terms (biological processes) including cytoskeleton organization (sub-cluster 1), protein folding (sub-cluster 2), RNA splicing (sub-cluster 2 and 3) and spermatogenesis (sub-cluster 4), while Leydig sub-clusters are enriched for steroid and lipid biosynthetic process (sub-cluster 1), ATP synthesis coupled electron transport and drug metabolic process (sub-cluster 2) and cofactor and steroid metabolic process (sub-cluster 3) (Figure 1—figure supplement 5D).

### SDA-based gene expression modules

Based on the above analyses, it is clear that our 50 SDA components represent all the major different cell types and developmental stages of spermatogenesis, with other specific components capturing batch effects and general processes such as respiration. Encouragingly, most components contained relatively few highly expressed genes (Figure 3B) and, when compared to alternative commonly used methods for matrix factorisation (non-negative matrix factorization, NNMF; principal component analysis, PCA; independent component analysis, ICA), SDA produced the most sparse model (Figure 3C). Although the model used for inference is symmetric for positive/negative gene weightings, many identified components showed strong biases towards positive or negative weights, consistent with expectations for identifying a group of co-activated (or co-repressed) genes (e.g. Figure 3E). Likewise, the cell loadings of each component frequently highlight specific cellular subsets that localize in t-SNE space and pseudotime (Figure 3D&F, Figure 3—figure supplement 1), and often interpretable as particular identifiable cell types in our initial hard clustering. Thus, we label SDA components as ‘expression modules’. We found that most components generated from an SDA analysis of only wild-type data were also observed in the joint analysis of wild-type and mutant data, which we proceed to use for the remaining analyses (Figure 3—figure supplements 2–4).

**Figure 3.**
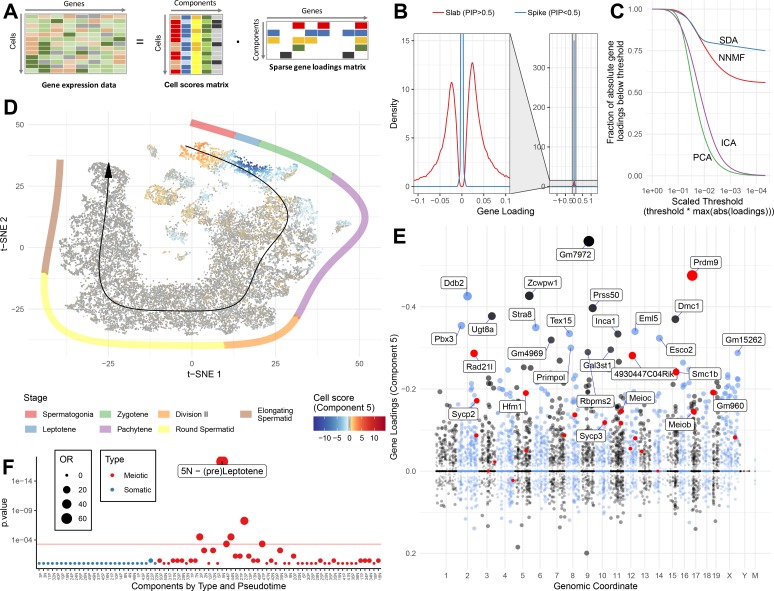
SDA identifies gene modules and maps them to cells. (**A**) We applied sparse decomposition analysis (SDA) to identify latent factors (‘components’) representing gene modules. These components are defined by two vectors – one that indicates the loading of each cell on the component, and one that indicates the loading of each gene on the component. (**B**), SDA uses a spike and slab prior on the gene loadings to induce sparsity (a point mass at 0 and a centered normal distribution respectively). PIP = Posterior Inclusion Probability that a gene loading is not equal to zero (i.e. not in the spike). The figure shows the density of gene loadings over all components with loadings separated into genes with PIPs > 0.5 (20%) versus <0.5, indicating the sparsity of resulting gene loadings. (**C**) SDA produces sparser representation of gene loadings compared to other matrix factorizations: NNMF, ICA and PCA. For each method, the fraction of all absolute gene loadings exceeding a ‘no loading’ sparsity threshold is shown, normalized by the maximum absolute loading across all components for that method. (**D**) We fitted 50 SDA components using 20,322 wild-type and KO cells (see also Figure 3—figure supplements 1–5). We illustrate component 5. The loadings of component 5 in t-SNE space highlight a cluster of cells at the leptotene early meiotic developmental stage. Black arrow: the principle curve fit to the germ cell data, corresponding to the developmental ordering of each cell progressing through spermatogenesis. The colored segmented line shows broad staging of spermatogenesis. (**E**) Genomic location versus loadings for component 5. Most genes have near-zero loadings, but a fraction have non-zero loadings, including the well-known histone methyltransferase *Prdm9*. Red genes: GWAS hits for human recombination rate. (**F**) Component 5 is highly and specifically enriched for GWAS hits of human recombination rate. OR: Odds Ratio. P value by FET (main text). Positive (**P**) and negative (**N**) loadings are tested separately. For one-sided components (cell score range ratio >5) the minor side is omitted. Red horizontal line: p=0.05 after Bonferroni correction for multiple testing.

**Figure 3—figure supplement 1.**
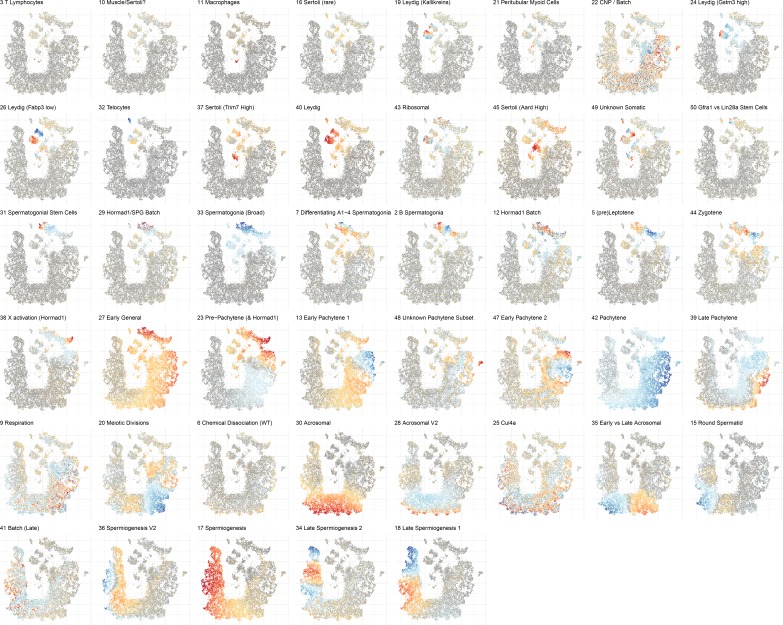
Overview of cell score loadings in t-SNE space for all components produced by SDA except single cell components (1, 4, 8, 14, and 46). The component number and biological interpretation of the component are labeled above each panel.

**Figure 3—figure supplement 2.**
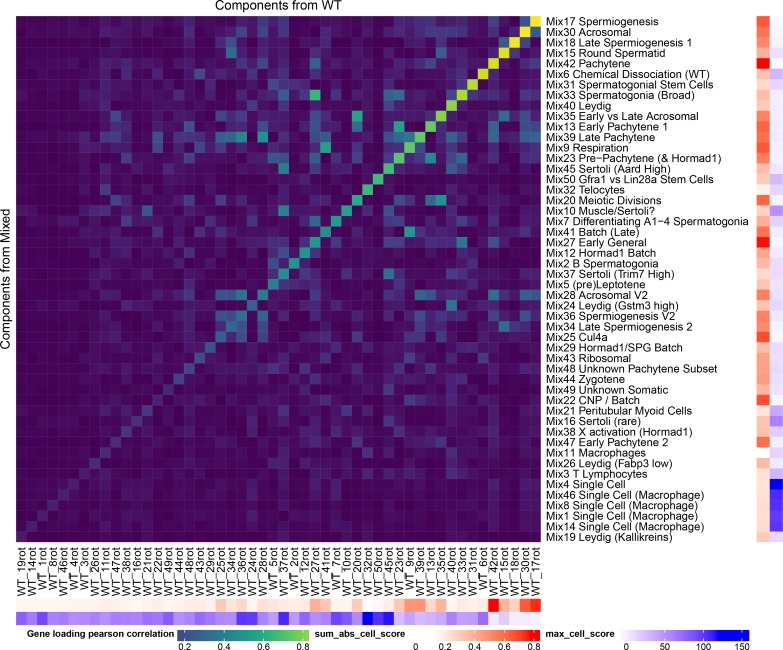
Robustness of SDA Results. All of the SDA results presented in the main text are derived from a combined analysis of all wild-type and mutant cells (the ‘Mixed’ analysis). In order to quantify the robustness of our conclusions to this decision to combine mutant and wild-type strains, we performed a separate SDA analysis using just wild-type cells (the ‘WT’ analysis). Here we show as a heatmap the pearson correlation of component gene loadings between a procrustean rotation of the WT gene loadings and the Mixed SDA gene loadings. The ‘sum abs cell score’ annotation shows the sum of the absolute cell scores for that component (larger number indicates a more important component). The ‘max cell score’ annotation indicates the maximum cell score for each component (a larger maximum indicates overfitting to a single/small number of cells). The most important WT components have high correlations with components in the mixed SDA run. Some components such as Mix38 X activation do not appear in the WT decomposition because they represent mutant-specific processes. Other components such as Mix44 Leptotene-Zygotene do not appear as these cells are enriched in mutant samples due to the lack of later cells.

**Figure 3—figure supplement 3.**
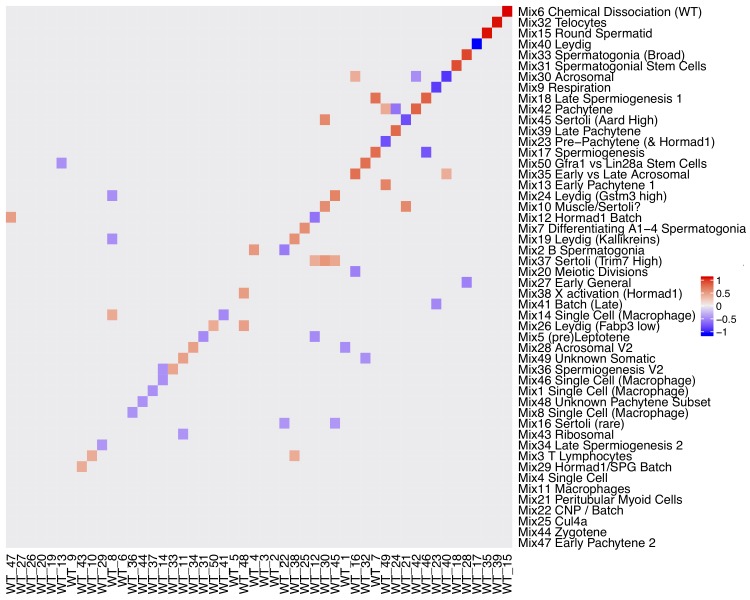
Rotation Matrix. Factor analyses naturally have a degree of unidentifiability, whereas in SDA the sparsity prior helps to make the model identifiable across different seeds for different data the gene loadings matrix may be a rotated version in which components are linearly split or combined. A procrustean rotation can align two matrices (here gene loadings) onto an equivalent set of axes. This heatmap shows the procrustean rotation matrix (with absolute values < 0.35 rounded down to 0). For example Mix component 17 spermiogenesis is a linear combination of WT component 46 and 7.

**Figure 3—figure supplement 4.**
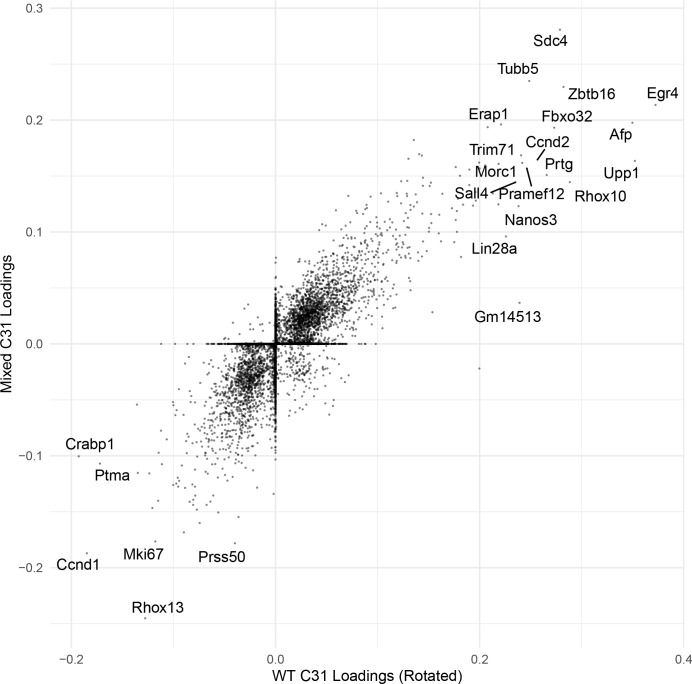
Correlation of C31 gene loadings. An example scatterplot comparing the gene loadings for one cognate SDA component (C31) between WT and Mixed SDA runs. The correlation is high.

**Figure 3—figure supplement 5.**
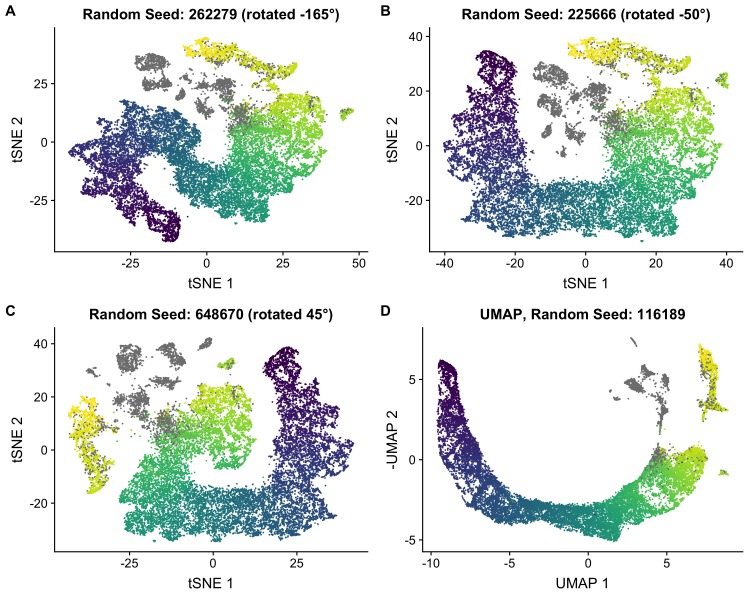
Robustness of t-SNE embedding. (**A–C**) To quantify our uncertainty in the t-SNE embedding, we performed multiple t-SNE analyses with random seeds were used. The cells are colored by the pseudotime used in the main text. Somatic cells are colored gray. t-SNE coordinates are rotated about the origin to aid visualization. (**D**) We also performed dimensionality reduction using UMAP and confirmed that it gave a pseudotime embedding consistent with t-SNE. The cells are colored by the pseudotime used in the main text.

To provide further intuition towards how SDA components summarize transcriptional programs, we selected 14 components that, collectively, load highly on germ cells throughout spermatogenesis. When we visualize the total expression output for each cell, ordered by pseudotime, as a sum of all 14 components, it is clear that expression can be modeled as an overlapping series of components in time, coming on and going off gradually over different timescales (Figure 4A–B). Each component is enriched for specific genes, and, importantly, genes with different identified biological functions (Figure 4C&D). SDA components provide complementary information to hard clustering: a single hard cluster may have significant cell scores from as many as three components, indicating multiple different expression programs jointly active in each cell. Conversely a single SDA component may show significant cell scores across more than three hard clusters (Supplementary file 3), emphasizing that expression changes gradually as cell types and fates evolve (Figure 4—figure supplements 1–2).

**Figure 4.**
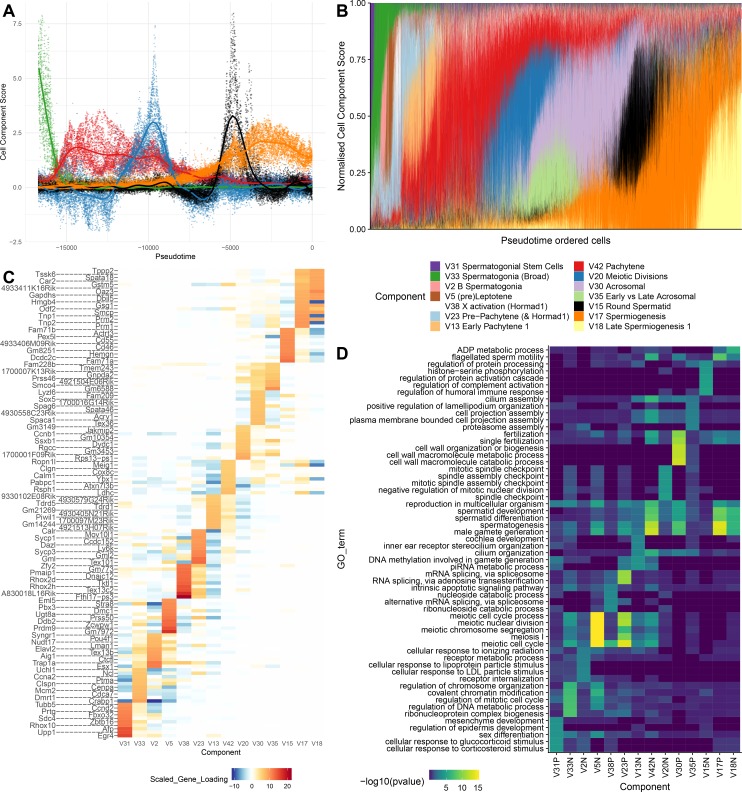
SDA components overlap but represent distinct processes. (**A**) For five example components, the cell scores for each cell are plotted through pseudotime, indicating strongly overlapping dynamically varying component activity. Component signs were chosen to be mainly positive (components have arbitrary sign). Color mappings as in panel B. (**B**) Stacked bar plot of cell component loadings for 14 germ components sorted by cell pseudotime. Each column corresponds to an individual cell and the total positive component loadings for each are normalized to one after flipping components to be mainly positive. Factorization by SDA indicates that transcription during spermatogenesis can be represented as an overlapping series of components in time, coming on and off gradually on different timescales. See also Figure 4—figure supplements 1–2 for alternative visualizations of components in pseudotime. (**C**) Furthermore, these components are comprised of distinct gene sets driving distinct biological processes. Shown are the top 10 gene loadings for each of the components in (**B**) represented as a heatmap. Most genes have strong loading on only one component. (**D**) Likewise, a gene ontology enrichment analysis for biological processes in the top 250 genes for each component indicates largely non-overlapping enrichments across components. More in-depth analysis of GO enrichments and gene loadings for each component allow separation of components into biological and technical effects (Figure 4—figure supplements 3–4).

**Figure 4—figure supplement 1.**
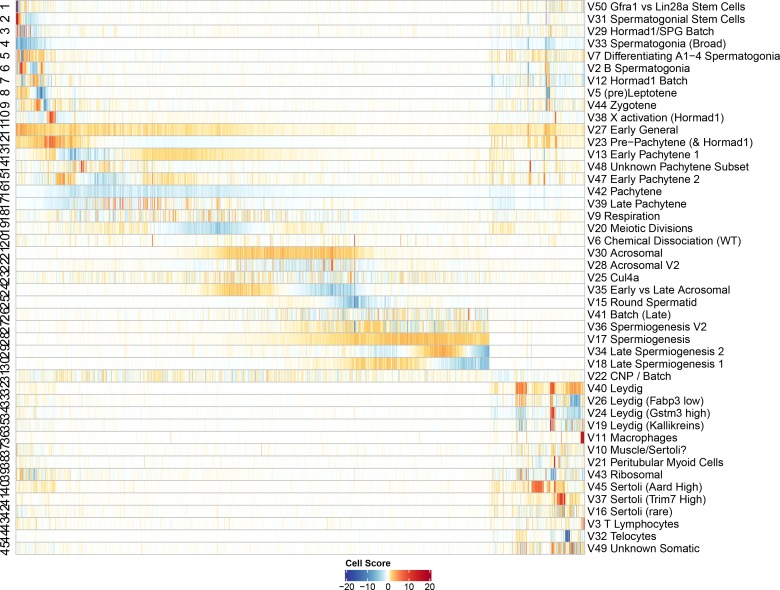
Heatmap of SDA component scores. Cell scores for all SDA components except single cell components. Each column corresponds to an individual cell and each row is a component. The columns and rows are both ordered by pseudotime, except for the somatic cells/components in which the components are ordered alphabetically and cells are ordered by cluster label assigned by hierarchical clustering applied to all cells (method ward.D2, k = 25). Absolute cell scores greater than 20 have been rounded down for plotting.

**Figure 4—figure supplement 2.**
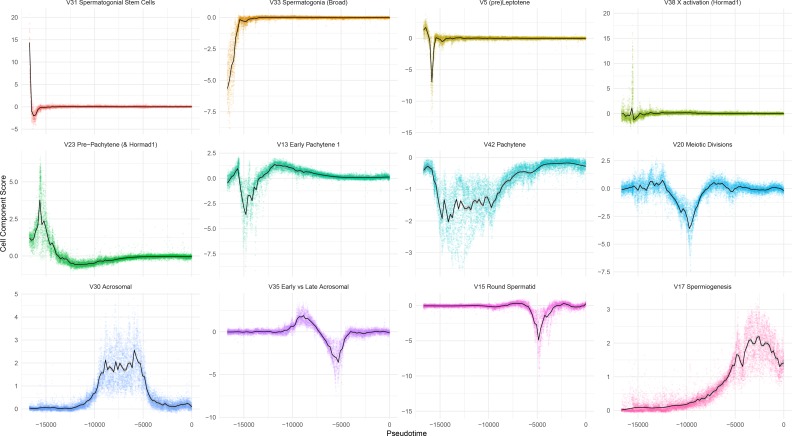
Overview of Individual SDA Components. Cell scores plotted as a function of pseudotime, for 12 representative SDA components.

**Figure 4—figure supplement 3.**
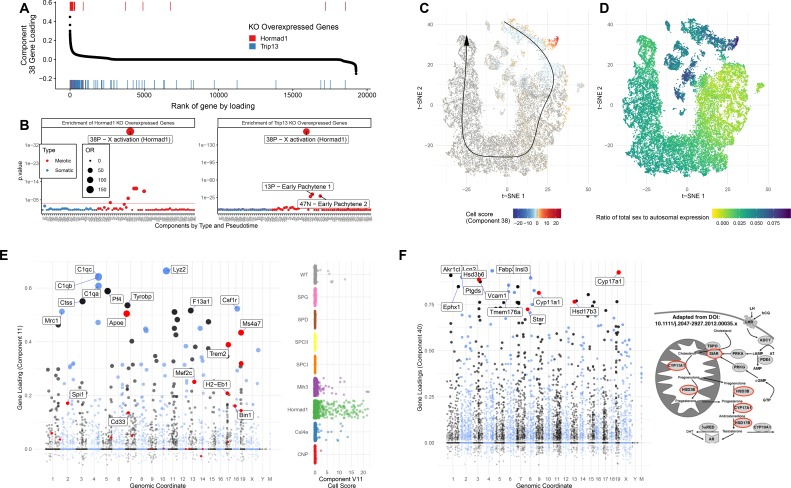
Detailed Analysis of Individual SDA Components. (**A**) Comparison of genes overexpressed in *Hormad1^-/-^* DropSeq and genes IDs previously identified as overexpressed in both *Trip13^-/-^* and *Hormad1^-/-^* mutants. Component 38 (X Activation) gene loadings are shown ordered by rank (high-to-low) with the genes previously identified as overexpressed in *Hormad1^-/-^* and *Trip13^-/-^* mice highlighted as rug plots. (**B**) Fisher’s test was used to test for enrichment of genes previously identified as overexpressed in *Hormad1^-/-^* and *Trip13^-/-^* mice in the top 500 genes of each component. Positive and negative loadings for each component are analyzed separately; thus 38N is the negative gene loadings for component 38 and 38P the positive ones. The positive loadings of component 38 are highly and specifically enriched for these genes. Component enrichments are further colored red and blue to indicate the primary cell type with loading on each component (red = germ cell, blue = somatic cell). (**C**) Cell scores for component 38 in t-SNE space. The cells with component 38 active are localized to a group of cells which diverge from the pseudotime-line just before pachytene. (**D**) MSCI in t-SNE space. The cells with active component 38 also have a high ratio of sex to autosome expression ratio, showing that not only do these cells fail to silence sex linked genes but they are actively overexpressed. (**E**) Gene loadings and cell scores for component 11 (Macrophages). Genes with GWAS signals for Alzheimers disease are highlighted in red. (**F**) Gene loadings for component 40 (Leydig cells), with key genes of testosterone synthesis highlighted in red. The pathway of testosterone synthesis is shown with genes that have high loadings in component 40 highlighted (Adapted from Stojkov et al., 2013).

**Figure 4—figure supplement 4.**
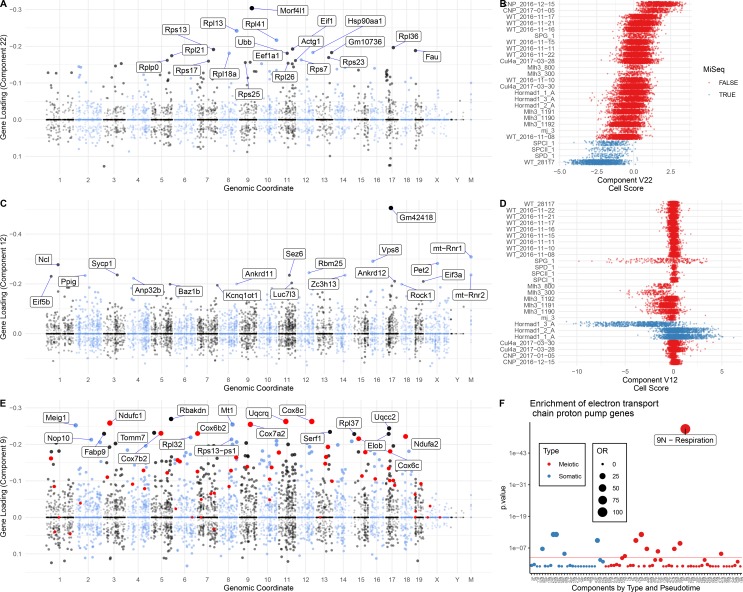
Components representing batch effects and cellular respiration. (**A and B**) Gene loadings and cell scores for component 22. Experimental batches with lowest cell scores were all sequenced on MiSeq rather than HiSeq and many of the genes with the highest loadings are ribosomal proteins suggesting this is a technical batch effect component of sequencing platform. (**C and D**) Example cell and gene loadings for a likely batch effect driven by the use of different individual mice. Note that for the first 2 *Hormad1-/-* libraries, generated from a mouse of 4 months old, the cell loadings are positive, while for the last library, generated from a mouse 4 months and 3 days old, the cell loadings are negative. (**E**) Gene loadings for component 9. Genes that are (non-assembly) components of the electron transport chain proton pump genes are highlighted in red. This gene set is defined by the genes that match the regex ‘Uqc|Cox|Ndu’. Pseudogenes, and genes with ‘assembly|like’ in their name were excluded.(**F**) Enrichment of genes that are (non-assembly) components of the electron transport chain proton pump genes in the top 500 genes from each component.

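Ribosomal protein genes (89 named Rpl or Rps, pseudogenes left out) took 2.79 ± 0.840% of all UMIs in the wild-type libraries sequenced on a MiSeq (SD, n = 2) and 1.53 ± 0.155% in those sequenced on a HiSeq (SD, n = 9). In Mlh3 libraries the shares were 3.31 ± 0.837% (SD, n = 2) and 2.89 ± 0.441% (SD, n = 4). With platforms permuted within strain, MiSeq libraries were higher by 0.841 percentage points (two-sided exact permutation test over 825 regroupings, p = 0.0145). Restricted to the 8 ribosomal genes named for the component, the difference was 0.0992 percentage points (exact permutation p = 0.0606), with shares of 0.371% and 0.182% in wild-type but 0.345% and 0.336% in Mlh3. The Cul4a, CNP and sorted libraries were left out, since each of these groups used 1 platform or had 1 library.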

In addition to identifying soft clusters and their markers, by multiplying the cell scores and gene loadings, SDA can impute very sparse, noisy, expression data. In principle, harnessing the correlation structure of gene coexpression across cells can improve predictions, overcoming the sparsity of the initial data. Indeed, our dataset has 93.8% zero values and a median of 1,312 UMI transcripts per cell. Nonetheless, SDA imputation is able to estimate expression of individual genes even when in many cells zero reads are observed (Figure 5A). It is not possible to determine the true expression vector for an individual cell, so we use cross-validation to test whether imputation improves expression estimates. Specifically, we assign each read to either a training or test set. 

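After the filters, the matrix of 36,622 cells by 19,042 genes held 95.7% zeros, and the median cell had 668 UMIs. The medians of single libraries ranged from 286 UMIs (CNP replicate 2) to 4159 (Mlh3 replicate 3). The paper's matrix had 19,262 genes.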

We predict gene expression based on the training set, using the SDA approach, or another approach (e.g. the dedicated single cell imputation method MAGIC; van Dijk et al., 2018), and then evaluate our ability to rank gene expression using the test set (Materials and methods). SDA imputation outperforms approaches using the raw data, for essentially all cells in the test data (Figure 5B&C, Figure 5—figure supplement 1C). While providing the most sparse representation (Figure 3C), SDA still imputes equally well, compared to other matrix factorizations and to MAGIC (van Dijk et al., 2018) (Figure 5C, Figure 5—figure supplement 1A). Further, when compared to NNMF, SDA provides additional biological insights for the same number of components (Materials and methods; Figure 5D,E,F & Figure 5—figure supplement 1B). In addition to obviating the need for further clustering and differential expression analyses, an advantage of using matrix factorization for imputation is the much smaller memory footprint required to store the results: on our dataset MAGIC data is 2.9 Gb whereas the SDA matrices are just 18 Mb (12.6 Mb when loadings with PIP <0.5 are set to 0).

**Figure 5.**
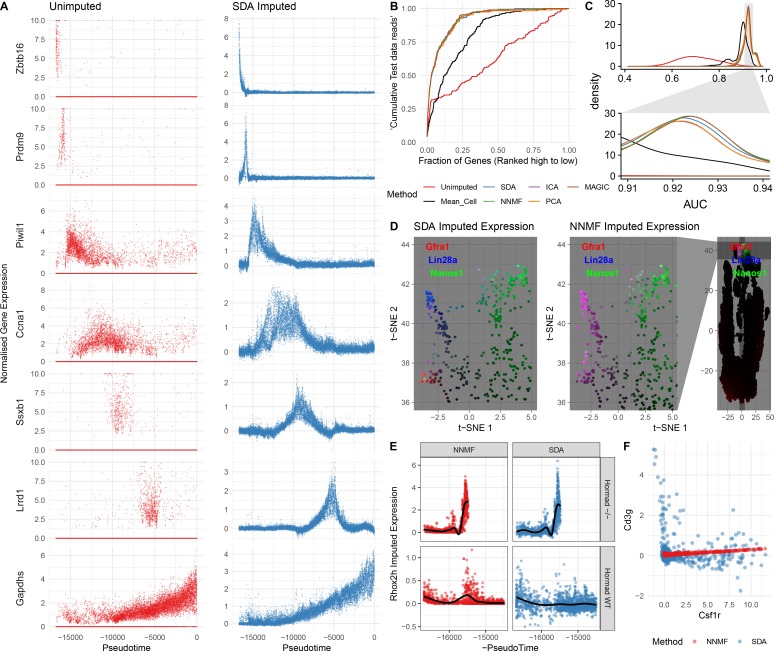
Evaluation of imputation using the SDA model. (**A**) Here, we illustrate the ability of SDA-based imputation (Materials and methods) of gene expression values in single cells to improve the signal/noise ratio of expression, for seven genes with strong developmental regulation. Note in the imputed expression ‘dropouts’ at 0 are recovered and there is less outlying expression. (**B**) To test the utility of SDA-based imputation, we created separate training/test data (Materials and methods). From the training data we constructed seven predictors of gene expression in the test data for each cell (‘Unimputed’ using the training data directly, ‘Mean Cell’ using the mean across all cells, matrix factorisation approaches SDA, PCA, ICA, NNMF, and a dedicated imputation approach, MAGIC). We compared the ability of each predictor to rank the gene expression in the test data for each cell, quantified as the area under the Rank Prediction Accuracy Curve (RPAC). Shown is an example RPAC for these predictors when applied to the test data for a single cell. (**C**) Comparison of AUCs (Area under the RPAC curve) for all cells using various methods (same color scheme as part B). (**D**) SDA produces multiple components for spermatogonia. Shown are zoomed in versions of the t-SNE projection (with full t-SNE for context): cells are colored by expression using a three channel ternary color scheme with the amount of blue, green, red representing the respective expression levels of *Lin28a*, *Nanos1*, and *Gfra1*. By assigning only one component for undifferentiated spermatogonia, NMF predicts *Gfra1* and *Lin28a* are expressed in the same cells resulting in a pink hue (See also Figure 5—figure supplement 1B, no correlation for SDA component 50 Gfra1 Stem Cells). For selection of component see Materials and methods. (**E**) Imputed expression of X chromosomal gene *Rhox2h* from either the SDA or NNMF decomposition, split into cells we know to be either WT or Hormad^-/-^ genotype. NNMF predicts a peak in *Rhox2h* expression even in the WT cells, in which X chromosome activation due to *Hormad1* KO does not occur. (**F**) NNMF does not assign separate components for the innate and adaptive immune cells (See also Figure 5—figure supplement 1B, no correlation for the SDA component 3 Lymphocytes). NNMF does not predict high expression of the adaptive immune cell marker *Cd3g* (T-cell surface glycoprotein CD3 gamma chain), and when it predicts any expression it increases linearly with the innate immune cell marker *Csf1r* (Macrophage Colony-Stimulating Factor 1 Receptor, or *Cd115*). SDA on the other hand correctly predicts that *Cd3g* and *Csf1r* are not coexpressed in the same cells.

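Cd3g (chromosome 9, 44969572 to 44980431 in GRCm38) encodes a subunit of the T cell receptor complex and Csf1r (chromosome 18, 61100598 to 61132149) the receptor for a macrophage growth factor. Of 36,622 cells, 3 had a Cd3g UMI and 87 a Csf1r UMI, and 0 had both. The cells with a Cd3g UMI were 1 macrophage-like, 1 round spermatid-like and 1 unnamed cell. If the genes were independent, 0.00713 cells with both would be expected at this depth, so their separation could not be tested from the raw counts, and a count of 0 allows a share of up to 0.00819% of cells with a UMI of both, which does not limit the cells that express both. Over every deposited barcode the counts were 10, 159 and 0, with 0.0327 expected. A Csf1r UMI was found in 13 of 25 macrophage-like cells (52%, median 879 UMIs) and in 18 of 718 Leydig-like cells (2.51%, median 1103.5). As background, it was found in 0.127% of round spermatid-like cells (median 1844). Csf1r is among the macrophage genes of Supplementary file 3, from which classes were mostly named, so its share in macrophage-like cells is not independent evidence.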

**Figure 5—figure supplement 1.**
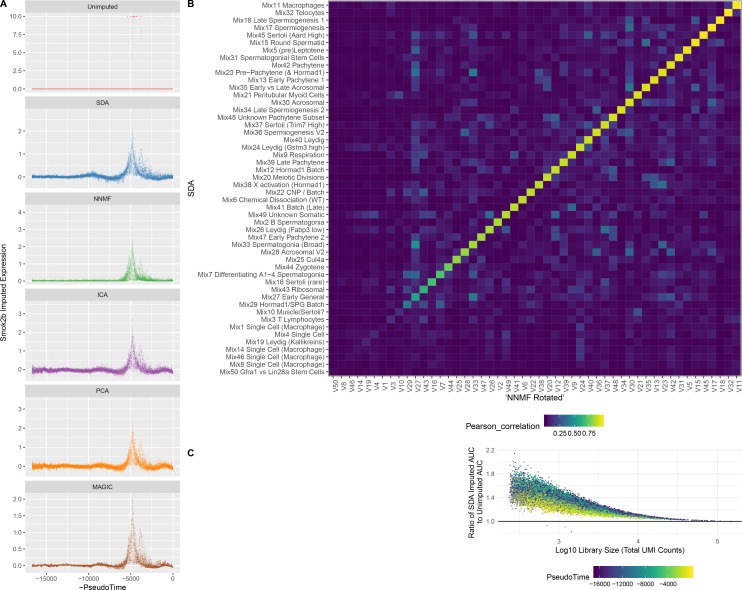
Imputation from SDA and Other Matrix Factorization Methods. (**A**) Imputed expression of an example gene (*Smok2b*) for different methods, to illustrate the similar predictions as shown in Figure 5B and C. (**B**) Overall, NNMF infers similar components to SDA. The heatmap shows Pearson correlations between different pairs of gene loading vectors from SDA and NNMF (with procrustes rotation applied, Materials and methods). (**C**) The fold improvement in AUC when comparing SDA imputation to the unimputed data, plotted as a function of cell library size. The gain in accuracy from SDA imputation is inversely correlated with library size that is the cells with low UMI count have most to gain.

Overall, of 50 components, six represent batch effects, five are components with only a single cell, 13 are observed only in somatic cell types, 23 only in germ cells, and three components load on both somatic and germ cells (Figure 3—figure supplement 1). Within somatic cell components, we observe components corresponding to Sertoli cells (n = 4), Leydig cells (4), macrophages (1), T lymphocytes (1), telocytes (1), peritubular myoid cells (1) as well as an interesting component that seems expressed in all interstitial cells (1). Among germ cell-specific components, we observe components corresponding to processes active in spermatogonia (5), preleptotene spermatocytes (1), leptotene/zygotene (2), pachytene (5), diplotene (1), and spermiogenesis (7). Thus, we find multiple sub-components within existing recognized meiotic stages, adding considerable resolution relative to bulk-sequencing approaches. For some analyses below, we considered positively and negatively weighted genes within a component separately, in case these represent different modes of regulation, within the same groups of cells. We provide a web application to enable interactive exploration of gene expression and components at http://www.stats.ox.ac.uk/~myers/testisAtlas.html.

Prior to single cell studies such as our own, previous approaches to germ cell transcriptional profiling provided a single, static summary of pachytene expression from bulk sequencing of purified cells (da Cruz et al., 2016; Soumillon et al., 2013). Here, we are able to decompose pachytene gene regulation into five components (13, 39, 42, 47, and 48). Although component cell loadings overlap in pseudotime, they differ dramatically in their dynamics (Figure 4A&B). For instance, component 13 and 47 loadings fluctuate between positive and negative, while component 42 loading is constantly negative when active (Figure 3—figure supplement 1). The genes with strong loadings within expression components do not necessarily associate with a single, coherent functional process, nor even a set of co-translated transcripts. Instead, components 13, 39, 42 and 48 each involve both a substantial number of genes required for meiosis, but also genes required for postmeiotic processes, including sperm tail formation (Supplementary file 3).

### Components reflect known biology but also highlight sets of genes with mysterious purpose

Five components correspond to processes in spermatogonia. Component 31 represents undifferentiated spermatogonia expressing *Zbtb16* (aka *Plzf*) (Buaas et al., 2004) and *Foxo1* (Goertz et al., 2011), while component 50 splits these into two subpopulations one expressing, *Gfra1* (He et al., 2007) and *Glis3* (Kang et al., 2016), and the other *Nanos3* (Suzuki et al., 2009), *Lin28a* (Zheng et al., 2009) and *Foxf1* (Figure 5D). 

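Spermatogonia-like cells of the whole-testis libraries numbered 127, with a median of 1429 UMIs, and 5 libraries had at least 10 of them. These were 3 Mlh3 and 2 Cul4a libraries and none of wild-type, so the levels per library of this class are levels in mutants. Zbtb16 (chromosome 9, 48654297 to 48836222 in GRCm38) was at 117 ± 95.2 CPM (SD, n = 5) and was found in 11.8% of these cells, against 0.390% of pachytene-like cells (median 2606 UMIs). Foxo1 (chromosome 3, 52268336 to 52353221) was at 91.3 ± 30.2 CPM (SD, n = 5) and in 16.5% of cells. Nanos3 was at 45.8 ± 36.3 CPM and Lin28a at 56.4 ± 27.6 CPM (SD, n = 5), with 0 UMIs of either in 249 leptotene/zygotene-like cells. Gfra1 had 6 UMIs, Foxf1 had 4 and Glis3 had 1 in all 127 cells, so the split of these cells into subpopulations was not detectable at this depth.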

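Among the same 127 spermatogonia-like cells, Stra8 (chromosome 6, 34920163 to 34939344 in GRCm38) was the most abundant of the genes Glis2, Nanos1, Kit and Stra8, at 1025 ± 271 CPM (SD, n = 5 libraries). Leptotene/zygotene-like cells, from wild-type and mutant libraries, had 501 ± 396 CPM (SD, n = 10). Nanos1 was at 78.4 ± 54.1 CPM (SD, n = 5) and in 15.0% of spermatogonia-like cells, with 0.0434% in pachytene-like cells. Kit (chromosome 5, 75574916 to 75656722) was at 104 ± 76.2 CPM (SD, n = 5). It was not specific to germ cells, since Leydig-like cells had 179 ± 82.1 CPM (SD, n = 8, all mutant libraries). Glis2 had 3 UMIs, too few for a level.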

Component seven likely represents A_1-4_ spermatogonia expressing *Glis2*, *Nanos1*, *Kit,* and *Stra8*. 

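Esx1, an X-linked homeobox gene, was at 75.2 ± 56.2 CPM in spermatogonia-like cells (SD, n = 5, all mutant libraries). It was at 35.4 ± 47.5 CPM in leptotene/zygotene-like cells (SD, n = 10) and 29.0 ± 11.7 CPM in round spermatid-like cells (SD, n = 15). Pou4f1 was at 29.2 ± 18.3 CPM in spermatogonia-like cells (SD, n = 5), from 6 UMIs. Ctcfl had 2 UMIs in spermatogonia-like and 5 in leptotene/zygotene-like cells.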

Component two includes *Ctcfl*, *Pou4f1*, and *Esx1* - likely representing intermediate and type B spermatogonia and component 33 is a broader spermatogonial component enriched in genes involved in spermatogonial differentiation (Supplementary file 3).

During meiosis an extended prophase I (lasting 14 days in mice) is itself divided into stages: Leptotene, Zygotene, Pachytene, and Diplotene (Oakberg, 1956). During prophase homologous chromosomes pair to enable genetic recombination and balanced segregation during meiotic divisions. In the earlier stages homologous chromosomes begin to associate aided by meiosis-specific cohesin and telomeric tethering to the nuclear envelope (Boateng et al., 2013; Ishiguro et al., 2014). Several hundred *Spo11*-induced programed double-strand breaks (DSBs) then occour at *Prdm9*-marked sites (Baudat et al., 2010; Keeney et al., 1997; Myers et al., 2010; Parvanov et al., 2010). Each DSBs is resected to form single stranded DNA, enabling homology search and repair within the context of a proteinaceous scaffold named the synaptonemal complex (Zickler and Kleckner, 2015).

As an illustrative example, we focus on component 5, marking Leptotene. In this component, many of the genes required for these coordinated processes have high (top 500) loadings, including *Prdm9* itself; components of the meiotic cohesin complex *Rad21l*, *Smc1b*, *Smc3*, *Stag3* and *Esco2* (Rankin, 2015); components of the telomere tethering complex *Terb1*, *Terb2*, *Spdya,* and *Sun1* (Ding et al., 2007; Tu et al., 2017; Wang et al., 2019); genes involved in creating DSBs *Mei1*, *Ccdc36* (*Iho1*), *Spo11* partner *Top6bl* (*Gm960*), and regulator *Atm* (Lukaszewicz et al., 2018; Reinholdt and Schimenti, 2005; Robert et al., 2016; Stanzione et al., 2016; Vrielynck et al., 2016); proteins required for the creation and processing of the ssDNA intermediates and their regulators: *Mcm8*, *Dmc1*, *Rad51*, *Rad51ap2, Atr*, *Brca2*, *Tex15*, *Meilb2* (*Hsf2bp*), *Meiob*, and *Spata22* (Brown et al., 2015; Brown and Bishop, 2015; Dai et al., 2017; Kovalenko et al., 2006; Lee et al., 2015; Martinez et al., 2016; Pacheco et al., 2018; Ribeiro et al., 2018; Widger et al., 2018; Xu et al., 2017; Yang et al., 2008; Zhang et al., 2019); class I crossover (ZMM group) proteins *Shoc1* (*Zip2* orthologue), *Tex11* (*Zip4* orthologue), *Msh5*, *Hfm1* (*Mer3* orthologue) and regulator *Brip1* (*FancJ*) (Adelman and Petrini, 2008; Guiraldelli et al., 2018; Guiraldelli et al., 2013; Rakshambikai et al., 2013; Sun et al., 2016); as well as components of the synaptonemal complex *Sycp1*, *Sycp2*, *Sycp3*, *Syce2*, *Syce3*, *Tex12*, and *Six6os1* (*4930447C04Rik*) (Gómez-H et al., 2016; Syrjänen et al., 2014). 

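Leptotene/zygotene-like cells were compared with the mean of the other germ classes in 4 wild-type and 3 Mlh3 libraries, with counts summed per library and class (31 sums) and the library as a block. The class held 120,536 UMIs in these libraries. Of the 36 genes the text names for this component, 34 were tested among 17,447 genes, and 19 passed an adjusted p of 0.05 with a log2 fold change of at least 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 21 passed, and 32 were higher. The list was chosen on these samples, so neither count is independent evidence. Without Dmc1, Sycp1 and Rad51ap2, which had also served to name the class, 16 of 31 passed. The median log2 fold change of the list was 2.10, from -0.05 (Spdya) to 5.98 (Rad51ap2). Prdm9 (chromosome 17, 15543079 to 15564354 in GRCm38) had a log2 fold change of 5.18 (standard error 0.56, adjusted p = 1.29e-17 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), from 27 UMIs in the class and 24 in all other germ cells. Over all genes, 697 were called higher and 1320 lower. On simulated counts the same procedure recovered 120 of 200 changed genes with 95 false calls, all of them lower in the class, so that calls of lower expression are uncertain. DESeq2 called 27 of the list, the largest move among the alternatives.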

(Figure 3D–F; Supplementary file 3).

Strikingly, this component is highly enriched for GWAS hits of recombination rate in humans (Halldorsson et al., 2019). Of the 24 significant GWAS loci identified with confidently associated causal genes, more than half (13) rank within the top 300 genes of this component, and almost all (20) rank within the top 1300 genes (p=5.2×10^−18^, OR = 77.8 and p=2.4×10^−20^, OR = 70.1 respectively by Fisher's exact test [FET], Figure 3F). One hit, *Msh4*, is not ranked highly in this component (2,734^th^ out of 19,262). However, MSH4 is known to function as a heterodimer with MSH5, ranking 34^th^ (Rakshambikai et al., 2013). 

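In the same comparison, Msh4 (chromosome 3, 153857149 to 153906138 in GRCm38) had a log2 fold change of -0.62 (adjusted p = 0.936 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and rested on 4 UMIs in leptotene/zygotene-like cells, with 289 in the other germ classes. In DESeq2 its log2 fold change was 0.09, so its direction is not set. Msh5 (chromosome 17, 35028605 to 35046745) had 14 UMIs and a log2 fold change of 3.15 (adjusted p = 7.20e-06 from that test).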

Unlike GWAS single cell RNA-seq does not rely on the presence of (perhaps rare, small effect) genetic variants for target discovery, while automatically identifying genes rather than SNPs affecting unknown causal genes. For example a previous GWAS (Kong et al., 2014) had identified a SNP in the intron of *Ccdc43*, however our expression data strongly suggested the adjacent gene *Meioc* (*aka C17orf104*) as the causal gene (ranked 183^rd^ vs 13,651^st^ in component 5), providing additional evidence relative to reports that *Meioc* is responsible for maintaining an extended meiotic prophase (Abby et al., 2016; Soh et al., 2017). Indeed the lead SNP in this region in a more recent GWAS is in the promoter of *Meioc* (Halldorsson et al., 2019). 

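Ccdc43 (chromosome 11, 102684686 to 102697782 in GRCm38) had 2 UMIs in leptotene/zygotene-like cells and 209 in the other germ classes, a log2 fold change of 0.29 (adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its neighbour Meioc was not analysed here.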

The strong enrichment of genes involved in recombination in this component suggests other highly ranked genes of unknown function could also play key roles in this process. 

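Hsf2bp (chromosome 17, 31944769 to 32036349 in GRCm38) was counted 23 times in leptotene/zygotene-like cells and 1614 times in the other germ classes. Its log2 fold change was 0.32 (standard error 0.38, adjusted p = 0.922 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so no excess in this class was detectable. Ankrd31 was not analysed here.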

During the preparation of this manuscript, two such genes were identified: *Ankrd31* (ranked 102^nd^) plays a role in controlling the number, timing, and location of double strand breaks in meiosis (Boekhout et al., 2019; Papanikos et al., 2018), while *Hsf2bp* (now *Meilb2*, ranked 194^th^) was found to be a master regulator of meiotic recombinases (Zhang et al., 2019).

One striking candidate gene is *Zcwpw1*, which ranks 3^rd^, after *Prdm9*. This gene does not have a known function, but contains two protein domains: CW and PWWP, known to bind H3K4me3 and H3K36me3 respectively (He et al., 2010; Rona et al., 2016). 

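Zcwpw1 (chromosome 5, 137787798 to 137822621 in GRCm38) had 85 UMIs in leptotene/zygotene-like cells and 435 in the other germ classes. With a log2 fold change of 3.43 (standard error 0.28, adjusted p = 3.59e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), it ranked 133rd of all tested genes by fold change, where Prdm9 ranked 9th. Its log2 fold change was 3.96 in DESeq2 and 3.43 without a filter on low counts. Component loadings were not recomputed, so the ranks have another basis than those of the paper.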

PRDM9 deposits both H3K4me3 and H3K36me3 at sites it binds (Powers et al., 2016), and this methyltransferase activity is essential for its role in double strand break positioning (Diagouraga et al., 2018), suggesting these marks may be recognized by downstream protein(s). An obvious hypothesis is that ZCWPW1 might co-localize to recombination hotspots, by binding the histone modifications deposited by PRDM9. Further work will be required to test this, and the potential role of ZCWPW1 in meiotic recombination.

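In wild-type pachytene-like cells (10 libraries), Cdk1 was at 154 ± 41.9 CPM and Sycp3 at 588 ± 113 CPM (SD, n = 10), while meiotic division-like cells had 104 ± 31.1 and 236 ± 52.7 CPM (SD, n = 9). Leptotene/zygotene-like cells had more Sycp3, at 3808 ± 1691 CPM (SD, n = 4). Cenpe was at 399 ± 250 CPM in pachytene-like and 561 ± 97.6 CPM in meiotic division-like cells, a difference within the spread between libraries. Of the piRNA genes, Tdrd1 was at 119 ± 34.3 CPM in pachytene-like and 36.2 ± 17.3 CPM in meiotic division-like cells, Tdrd9 at 83.0 ± 34.3 and 41.3 ± 22.0 CPM, and Piwil2 at 64.0 ± 31.1 and 20.7 ± 9.99 CPM. Ccna1, Plk1, Tdrd5, Piwil1 and Dmc1 had served to name the classes and are not reported as results.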

The early pachytene components 13 and 47 are enriched for genes involved in the meiotic cell cycle (e.g. *Ccna1*, *Cdk1*), chromosome pairing and segregation (e.g. *Sycp3*, *Dmc1*, *Hormad1*), nuclear division (e.g. *Cenpe*, *Plk1*), and piRNA processing (e.g. *Tdrd1*, *Tdrd5, Tdrd9, Piwil1* and *Piwil2*). 

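Among genes of the microtubule and spindle apparatus, Dcdc2b was at 22.6 ± 15.1 CPM in wild-type pachytene-like cells (SD, n = 10) and 4.52 ± 4.02 CPM in meiotic division-like cells (SD, n = 9). Ccdc88a was similar in both, at 466 ± 256 and 490 ± 62.3 CPM. Among splicing genes, Srek1 was highest in pachytene-like cells, at 183 ± 58.0 CPM against 62.8 ± 30.0 CPM in meiotic division-like cells. Srrm2 and Tra2a were at 342 ± 34.9 and 119 ± 39.9 CPM in pachytene-like cells but higher in leptotene/zygotene-like cells, at 715 ± 120 and 238 ± 137 CPM (SD, n = 4). The small cluster of cells that the component marks was not separated here.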

The next component in the temporal sequence, 48, is restricted to a small cluster of cells in t-SNE space, and enriched for many genes involved in axoneme/cilia assembly (multiple members of the *Cfap* family and dynein genes) and a smaller number of genes involved in microtubule/spindle formation (e.g. *Dcdc2b*, *Ccdc88a*, *Knl1*) and RNA splicing (e.g. *Srrm2*, *Tra2a*, *Srek1*). Components 42 and 39 (pachytene/late pachytene) are enriched for distinct genes, enriched for similar biological functions - such as meiotic cell cycle, cilium assembly, piRNA processing, and translational suppression. These two components, as well as component 47, are significantly enriched for genes that are targets of the transcription factor MYBL1 (as determined by ChIP-Seq, Figure 7—figure supplement 1).

The pachytene components have a striking lack of genes loading on the X or Y chromosome (Figure 6E), due to meiotic sex chromosome inactivation (MSCI), which is part of a broader mechanism silencing unsynapsed chromatin (MSUC) (Turner, 2015; Turner, 2007). 

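X-linked transcripts were counted relative to autosomal ones on the summed counts of each class and library. In the 10 wild-type libraries with at least 10 cells of both classes, X UMIs were 0.111 ± 0.0342% of autosomal UMIs in pachytene-like cells and 1.68 ± 0.166% in round spermatid-like cells (SD, n = 10). The ratio was higher in round spermatid-like cells in 10 of 10 libraries (two-sided exact sign-flip permutation test, p = 0.00195, the smallest possible). The difference was 1.57 percentage points and moved most, to 1.41, with a Leiden resolution of 1. Y UMIs were 0.00165 ± 0.00153% and 0.0363 ± 0.0157% of autosomal UMIs (SD, n = 10), again higher in round spermatid-like cells in 10 of 10 libraries (exact sign-flip permutation test, p = 0.00195). In meiotic division-like cells the X ratio was 0.524 ± 0.0529% (SD, n = 9) and in elongating spermatid-like cells 1.99 ± 0.110%. The paper attributes the lack of sex-linked genes in pachytene components to meiotic sex chromosome inactivation.

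**Figure D1:**
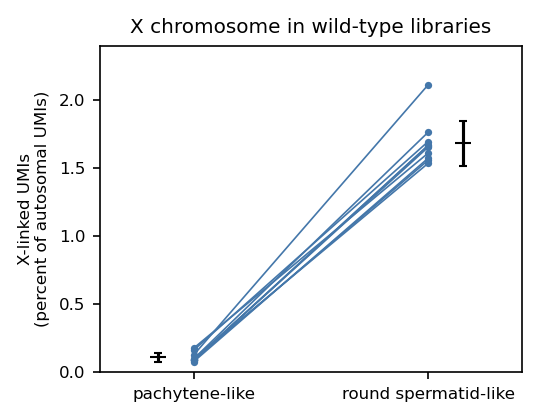
X-linked UMIs as a percent of autosomal UMIs (vertical axis) in pachytene-like and round spermatid-like cells (horizontal axis) of 10 wild-type libraries. Each line joins the values of 1 library, and in every library the round spermatid-like value is the higher, from 1.54 to 2.11% against 0.0785 to 0.178%.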

MSCI is an evolutionarily conserved phenomenon essential for proper spermatogenesis in mammals. 

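Before pachytene, X-linked genes were expressed. In the 11 wild-type and Mlh3 libraries with at least 10 cells of both classes, X UMIs were 1.93 ± 0.408% of autosomal UMIs in spermatogonia-like and leptotene/zygotene-like cells together and 0.121 ± 0.0669% in pachytene-like cells (SD, n = 11). The pre-pachytene ratio was higher in 11 of 11 libraries (two-sided exact sign-flip permutation test, p = 0.000977, the smallest possible). Among alternatives, the minimum filter on UMIs and genes moved the difference most, from 1.81 to 1.61 percentage points.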

As previously reported (Chen et al., 2018; Green et al., 2018; Lukassen et al., 2018) we observe MSCI from the start of pachytene (Figure 6A and Figure 4—figure supplement 3D). Although previous bulk RNA-seq studies suggested that some genes escape MSCI (da Cruz et al., 2016; Soumillon et al., 2013), we were unable to confidently identify any genes escaping MSCI. 

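Wild-type pachytene-like cells held 2,586 X-linked UMIs among 2,416,561 in all. Of the 135 X-linked genes with at least 5 of these UMIs, 80 (59.3%) were at least 2-fold higher in Sertoli-like cells, and they carried 72.1% of the X-linked UMIs. For autosomal genes with as many pachytene UMIs, the shares were 14.4% of 10,603 genes and 3.73% of UMIs. The genes with the most UMIs were Akap4 (144 UMIs, 59.6 CPM), Tsga8 (100 UMIs, 41.4 CPM) and H2afb1 (70 UMIs, 29.0 CPM), at 318, 179 and 320 CPM in Sertoli-like cells. Tmsb4x, with 32 UMIs, was at 1233 CPM in Sertoli-like cells. The same X-linked genes were also higher in other cells than in pachytene-like cells: 82 of the 135 were at least 2-fold higher in round or elongating spermatid-like cells and 89 in spermatogonia-like or leptotene/zygotene-like cells. Akap4 reached 744 CPM and Tsga8 1189 CPM in round spermatid-like cells. RNA from Sertoli cells and from spermatids is therefore not separated by these counts.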

A small number of sex-chromosome transcripts identified in pachytene cells were observed; however, these genes were highly expressed in neighboring Sertoli cells, suggesting low-level contamination as the most likely explanation. Moreover, our data indicate that previously identified ‘escapees’ are actually expressed after MSCI, yet fully silenced within MSCI (Figure 6C and Figure 6—figure supplement 1B).

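Of the 28 genes listed in Figure 6—figure supplement 1B, 22 were matched by symbol. Together they had 508 UMIs in wild-type pachytene-like cells (210 CPM), 21,644 UMIs in round spermatid-like cells (3800.1 CPM) and 7313 CPM in elongating spermatid-like cells. All 22 were higher in round or elongating spermatid-like cells than in pachytene-like cells. Akap4 rose from 59.6 CPM to 2294 CPM in elongating spermatid-like cells. Only Gm2012 had 0 UMIs in pachytene-like cells, where 3 UMIs would correspond to 1.24 CPM. The other 21 had at least 2 UMIs there, so the counts set the level in pachytene low but not at zero, and whether these UMIs come from the cells or from free RNA was not tested gene by gene. The paper states that the escapees are expressed after, and silenced within, the inactivation of the sex chromosomes.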

**Figure 6.**
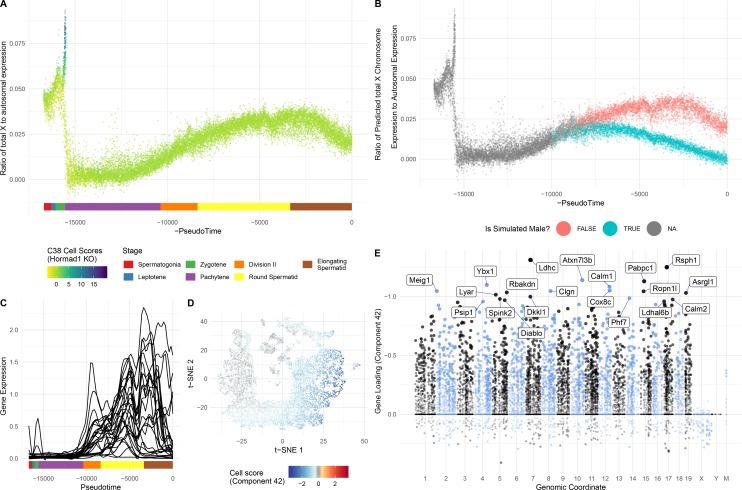
Insights into sex chromosome biology from SDA. (**A**) Pseudotime analysis provides quantitative, high-resolution insights into meiotic sex chromosome inactivation (MSCI). The sum of imputed expression for all genes on the X chromosome divided by that of the autosomes (y-axis) drops to almost 0, showing near-complete MSCI before gradually partially recovering. A similar profile is observed for genes on the Y chromosome (Figure 6—figure supplement 1A). (**B**) We do not observe that haploid cells obviously split into two populations due to lack of sex chromosome transcript sharing, in part A. Here were simulate what we might expect to see if there was indeed a lack of sharing (Materials and methods). (**C**) No evidence supporting prior report of genes escaping MSCI. Smoothed expression values (unimputed, gam smoothing with formula ‘y ~ s(x, bs = ad)") are shown for each gene reported to escape MSCI (da Cruz et al., 2016) excepting *H2al1e*, *H2al1c*, and *Gm10096* which were below our dataset’s expression detection threshold. Expression profiles for individual genes are separated in Figure 6—figure supplement 1B. (**D**) Component 42 (Pachytene) cell scores in t-SNE space. (**E**) Component 42 gene loadings. This component represents genes active during the pachytene stage of meiosis; note the striking lack of sex chromosome gene loadings, due to MSCI.

**Figure 6—figure supplement 1.**
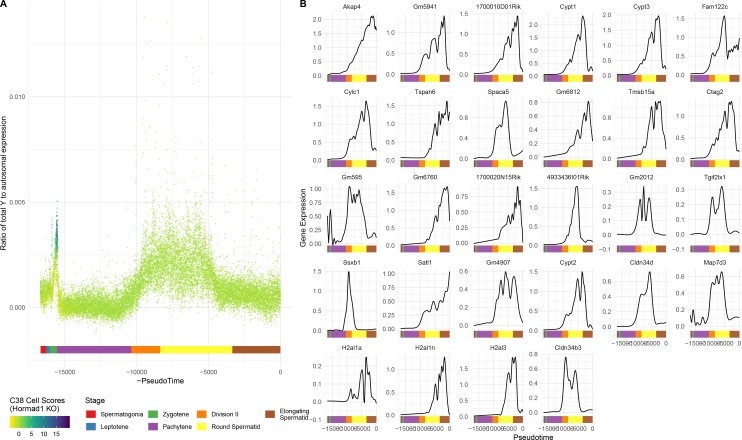
Single-gene analysis of MSCI. (**A**) As for Figure 6A, but Y chromosome instead of X. (**B**) As for Figure 6C, but each gene is shown individually.

In addition to MSCI there is the potential for lack of sex chromosome transcripts later in post-meiotic cells as they have haploid genomes possessing either an X or a Y chromosome but not both. However, cytokinesis does not fully complete in spermatogenesis resulting in synchronized chains of hundreds of cells, connected by µm-wide cytoplasmic bridges through which mRNA (or perhaps even mitochondria) could be shared (Greenbaum et al., 2011). The extent to which mRNA sharing occurs is unknown, but it is a property of interest to evolutionary biology as most models predict a strong fitness benefit to fathers who can mask haploid selection in their gametes (Otto et al., 2015). 

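If haploid spermatids did not share transcripts, a cell would hold X-linked or Y-linked UMIs, but not both. In the 9 wild-type libraries with at least 50 round spermatid-like cells, 2,438 cells had 83,137 X-linked and 1,610 Y-linked UMIs, the latter from 58 genes. An X-linked UMI was found in 2,434 cells (99.8%) and a Y-linked UMI in 995. All 995 cells with a Y-linked UMI had an X-linked one too, against 997.6 expected from independent draws at each cell's depth, a ratio of 0.997. The mean log2 of this ratio over libraries was -0.0035 (two-sided exact sign-flip permutation test, p = 0.758). Simulated cells without sharing gave a ratio of 0. In 100 control draws of autosomal genes matched to the Y-linked ones, the mean log2 ratio was -0.02 (from -0.11 to 0.03), and 64 draws lay at or below the Y value. Because nearly every cell had an X-linked UMI, the X ratio was also compared in a test chosen after these counts were seen. X UMIs were 1.61 ± 0.0690% of autosomal UMIs in cells with a Y-linked UMI and 1.68 ± 0.0851% in cells without (SD, n = 9), lower with a Y-linked UMI in all but 1 library (exact sign-flip permutation test, p = 0.00781). Between them the ratio fell by 0.0711 percentage points, little beside the ratio itself. Free RNA and doublets would also put X-linked and Y-linked UMIs in the same barcodes.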

Here, we find that, with respect to sex chromosome transcription, the genetically haploid cells are predominantly phenotypically diploid (Figure 6A & B, and Figure 6—figure supplement 1A) suggesting that cytoplasmic mRNA is efficiently shared, consistent with studies of individual genes (Braun et al., 1989) and recent scRNA-seq reports (Chen et al., 2018; Green et al., 2018). However, there remains a possibility that some genes are not shared, such as has been observed for autosomal genes in a mutant heterozygous context: the t-complex responder mutant (Smok^Tcr^) which functions as an antidote in the poison-antidote meiotic drive system of the t-complex (Véron et al., 2009) and Spam1 which causes transmission ratio distortion in Robertsonian (Rb) translocation-bearing mice (Martin-DeLeon et al., 2005).

Component 20 is particularly interesting, containing genes likely to be functional during meiotic divisions and perhaps afterwards. It contains a number of genes known to be expressed in diplotene and/or key regulators of cell division, in addition to the *Ssx* family of genes (discussed further below) and also shows very strong enrichment of genes characterized by the presence of a DUF622 domain (18 in the top 88 genes) (Supplementary file 3). This rodent-specific gene family arose from duplication of the gene *Dlg5* (Church et al., 2009). It was previously shown that many, autosomal, DUF622 genes experience similar epigenetic changes to the sex chromosomes during spermatogenesis (Moretti et al., 2016). 

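The share of UMIs on the 18 genes with a DUF622 domain and 5 Ssx genes was 0.0975 ± 0.0124% in wild-type meiotic division-like cells and 0.00442 ± 0.00236% in pachytene-like cells (SD, n = 9). It was higher in meiotic division-like cells in 9 of 9 libraries (two-sided exact sign-flip permutation test, p = 0.00391, the smallest possible), as it was against the 0.0652 ± 0.00709% of round spermatid-like cells. The DUF622 genes alone had 0.0861 ± 0.0105% and 0.00415 ± 0.00218%. The difference of 0.0931 percentage points from pachytene-like cells was smallest, at 0.0338, with the minimum filter only. The genes were chosen on these samples.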

Another component (9) is most active at a similar time to 20, and is very highly enriched for genes of the electron transport chain (p=7.4×10^−53^, OR = 104, FET) (Figure 4—figure supplement 4E&F).

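Of the 43 respiration genes that Supplementary file 3 lists for this component, 42 were found. They took 1.44 ± 0.386% of UMIs in wild-type meiotic division-like cells and 1.01 ± 0.186% in round spermatid-like cells (SD, n = 9), with the former higher in 9 of 9 libraries (two-sided exact sign-flip permutation test, p = 0.00391, the smallest possible). Pachytene-like cells had the highest share, at 1.89 ± 0.331%, above meiotic division-like cells in 9 of 9 libraries (exact sign-flip permutation test, p = 0.00391). The difference between meiotic division-like and round spermatid-like cells was 0.430 percentage points and moved most, to 0.667, with the minimum filter only.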

We identified seven post-meiotic components characterizing wild-type biology. Round spermatid component 30 contains many genes associated with the acrosome, an organelle which forms a nuclear cap containing hydrolytic enzymes used in fertilization (Ito and Toshimori, 2016) (Supplementary file 3). 

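RNA of Lrrc34 (chromosome 3, 30624267 to 30647869 in GRCm38), one of the genes tested by immunofluorescence, was at 384 ± 89.0 CPM in wild-type pachytene-like cells (SD, n = 10), 628 ± 55.9 CPM in meiotic division-like cells (SD, n = 9) and 562 ± 83.8 CPM in round spermatid-like cells (SD, n = 11). The last 2 values differed by less than the spread between libraries. In elongating spermatid-like cells it was at 77.9 ± 36.9 CPM (SD, n = 11).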

For one high loading gene, *Lrrc34*, we verified by immunofluorescence that the protein is indeed localized to the acrosome of round spermatids (Figure 2B). Component 35, which is essentially concurrent to component 30 in pseudotime, is the most mysterious of all components that we detected. Dozens of protein-coding genes in this component are highly enriched in testis expression but have no known function (Supplementary file 3). This component also harbors a substantial number of genes with no apparent ortholog in humans. The existence of such a set of poorly characterized genes likely reflects the difficulty of studying postmeiotic male germ cells - which cannot be differentiated in vitro, host numerous cell-type specific processes, and express many rapidly evolving genes.

The spermiogenesis components 17, 18 and 34 all contain many genes known to be expressed at the latest stages of spermatogenesis, before transcriptional arrest due to replacement of histones with protamines (Sassone-Corsi, 2002) (Supplementary file 3). In addition, *Abhd5* (aka CGI-58), a protein previously detected in testis lipid droplets (Wang et al., 2015), has high loadings specifically in these late components (17 and 18) and we show by immunofluorescence that it serves as an excellent marker of the residual body (Figure 2B).

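Abhd5 (chromosome 9, 122351608 to 122381524 in GRCm38) was at 117 ± 27.6 CPM in wild-type pachytene-like cells (SD, n = 10), 127 ± 31.6 CPM in meiotic division-like cells (SD, n = 9), 235 ± 61.2 CPM in round spermatid-like cells and 411 ± 148 CPM in elongating spermatid-like cells (SD, n = 11). It was also counted in Sertoli-like cells, at 302 CPM over all wild-type libraries.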

In addition to components for the germ cell transcriptional programs we identified components for at least five different somatic cell types: Sertoli, Leydig, Macrophages, Peritubular Myoid Cells, and T-lymphocytes. We also find a component representing an abundant somatic cell type expressing *Tcf21* but not *Acta2*, described by Green et al. (2018) as an unknown mesenchymal celltype, which we identify as telocytes based on coexpression of *Cd34* and *Pdgfra* (Kuroda et al., 2004; Marini et al., 2018). 

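Acta2, a smooth muscle actin gene used as a marker of myoid cells, had 4 UMIs in the 67 telocyte-like cells, at 72.2 CPM and in 2.99% of cells, and was at 46.9 CPM in Leydig-like cells, where 6.51% of cells had a UMI (median 1105). Its UMIs in telocyte-like cells are too few to set it above or below that background. The telocyte-like class was small here, with 22 wild-type, 31 Mlh3, 12 Cul4a and 2 CNP cells.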

Some components clearly mark multiple cell types that resolve separately in t-SNE space, while others mark groups of cells that may contain cryptic heterogeneity obscured by overlapping gene expression patterns (Figure 4—figure supplement 3F and Figure 3—figure supplement 1). We were also able to infer components for batch effects such as differences in sequencing machines and different individual mice (Figure 4—figure supplement 4A–D).

### Validation and interrogation of SDA components by de novo inference of transcription factor binding sites and comparison to ChIP-seq data

We hypothesized that many of the SDA components represent dynamic and finely tuned transcriptional programs. If this is true, then genes within each component would be expected to have an excess of shared transcription factor binding sites within their cis-regulatory regions. We used an existing approach (Altemose et al., 2017; Davies et al., 2016) to discover de novo motifs enriched in the promoter regions of the top 250 positive and negative genes (separately) for each component (Materials and methods, Supplementary file 5). We compared the resulting motifs with known motifs from the HOCOMOCO database, resulting in 16 groups of matched motifs, including one group of identified de novo motifs not clearly associated with any known transcription factor, but most similar to the binding target of ATF1 (Figure 7A, Figure 7—figure supplement 2).

**Figure 7.**
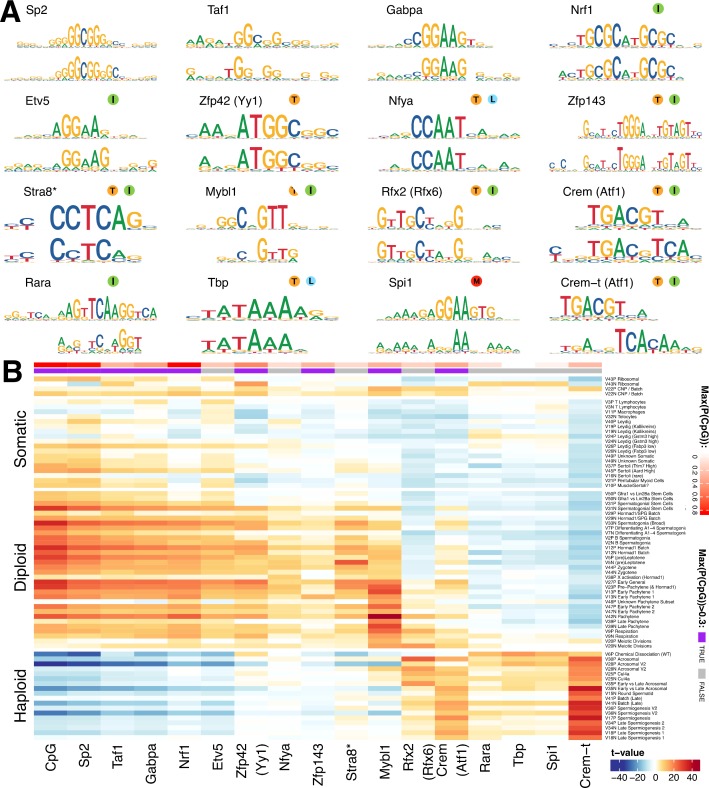
Components show shared *cis*-regulatory features. (**A**) Motifs discovered from the promoter sequences of genes with high component loadings. In each motif logo pair the lower logo shows the de novo inferred motif and the upper logo shows the motif in the HOCOMOCO database best matching the de novo motif. Orange ‘T’ indicates this transcription factor is highest expressed in testis in the GTEx database (half T indicates second highest). Green ‘I’ indicates that a mouse knockout of this gene is infertile. Blue ‘L’ indicates a mouse knockout of this gene is embryonic lethal. Red ‘M’ indicates this gene is required for macrophage development. The notation ‘Crem-t (Atf1)’ indicates that we suspect that the true transcription factor recognizing the motif is not the closest matching database-motif (Atf1). * the (upper) STRA8 motif shown is from Kojima et al., rather than the HOCOMOCO database (**B**) Association of gene loadings with the probability each de novo identified motif is found in the genes for each component. Coloring is a Z-score from a correlation test between gene loadings and motif probabilities,where red (blue) indicates positive (negative) association. The germ cell components (rows) are ordered by pseudotime. The correlation was calculated for positive and negative parts of the component separately and in the cases where the component is mainly one-sided the other side has been omitted, as have the single cell components. The additional column ‘CpG’ shows the same association test, but with count of promoter CpG dinucleotides, for each component. Across the top of the panel, color bars indicate the maximum probability of there being a CpG at any one position in the denovo motif, and whether that probability is greater than 0.3. See Figure 7—figure supplement 2 for an analogous plot using the HOCOMOCO motif probabilities. We find high and specific enrichment of ChIP-seq targets of STRA8, MYBL1, RFX2 and CREM in the gene loadings of components associated with those motifs, validating our interpretation that covariation of expression of genes within many components reflects shared transcriptional regulation (Figure 7—figure supplement 1).

**Figure 7—figure supplement 1.**
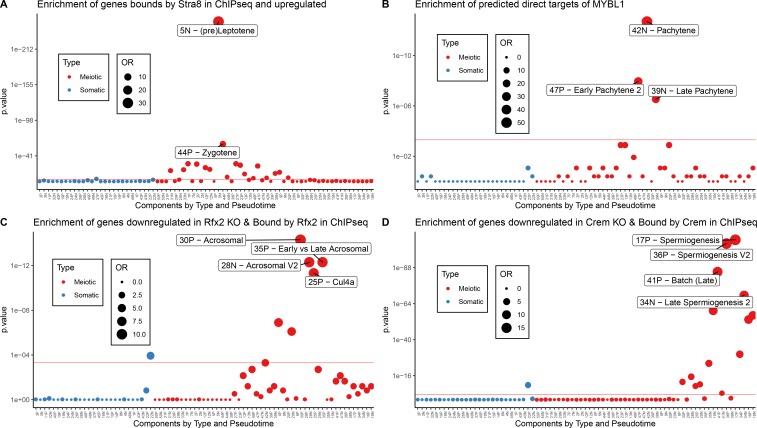
Validation of Motif Inference Using ChIP-seq Data. As part of the validation that some SDA components represent biological co-expression we tested for enrichment of ChIP-seq defined target genes (Materials and methods) of well-known meiotic transcription factors (**A**) STRA8, (**B**) MYBL1, (**C**) RFX2, and (**D**) CREM. Enrichment was calculated using Fisher’s test against the top 500 genes in each component (positive and negative loadings separately). OR = Odds Ratio. Red line represents bonferroni corrected p=0.05.

**Figure 7—figure supplement 2.**
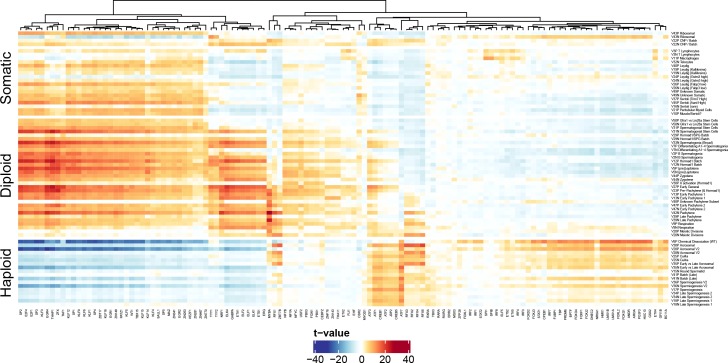
Validation of Motif Inference from SDA Component Loadings. As described in Figure 7, we performed de novo identification of transcription factor binding sites with enrichment in the *cis*-regulatory regions of genes loading highly on each SDA component. Here we validate these motifs by quantifying the association of SDA component gene loadings with the probability that each motif is found near the corresponding component genes promoters. The coloring of the heatmap is the test statistic (t-value) from a correlation test between gene loadings and motif probabilities. The t-value follows a *t* distribution under the null hypothesis of no correlation. Motif probabilities are calculated using the MotifFinder package, and based on the HocoMoco matched motifs. For probabilities based on the de novo motifs see Figure 7 in the main text. The components (rows) are ordered by pseudotime.

Although identified independently, the identified motifs include the binding targets of multiple master regulators of spermatogenesis: *Stra8* (Kojima et al., 2019), *Mybl1* (Bolcun-Filas et al., 2011), *Rfx2* (Kistler et al., 2015), and *Crem* (Nantel and Sassone-Corsi, 1996). In addition, we identified the target of *Spi1* (aka *PU.1*), a known master regulator of macrophage differentiation (Rosa et al., 2007), specifically in the macrophage component 11. High and specific enrichment of ChIP-seq targets of STRA8, MYBL1, RFX2 and CREM validated our interpretation - that covariation of expression of genes within many components reflects shared transcriptional regulation (Figure 7—figure supplement 1).

In our initial analysis, we frequently identified the same motif (e.g. Sp2) in multiple components. Therefore, for each motif-component combination we calculated the association between motif presence at the promoters of genes and the gene loadings (Figure 7B). In addition to some relatively specific enrichment (e.g. *Stra8* in Leptotene component 5, *Mybl1* in Pachytene component 42, and *Rfx2* in Acrosomal component 30), this revealed an obvious ‘switch’ with one group of transcription factors appearing to regulate early meiosis (prior to the meiotic division), and another group regulating meiosis post-division, with only the database Crem and Rfx2 motifs strongly spanning this divide. Moreover, most meiotic motifs spanned several components. This implies that promoter motifs might offer ‘broad-scale’ control, but differences at ‘fine scales’ among individual components might frequently also be driven by transcription factor binding to more distant enhancer regions, mRNA degradation by microRNA, or other post-translational mechanisms. Hence, additional work will be required to fully delineate the mechanisms controlling meiotic transcription.

Strikingly, many of the pre-division motifs as well as MLX/CREM contain CpG dinucleotides (Figure 7), with most, including the non-CpG exceptions (NFYA and ETV5) also being sensitive to DNA-methylation in their binding (Domcke et al., 2015; Wang et al., 2017). None of the post-division motifs contain CpGs, excepting one ATF like motif that we believe is instead Crem-t (see below). Indeed, we found an even stronger pattern of association simply using the count of CpG occurrences as a pseudo-motif (Figure 7B), indicating a major shift away from expression of genes whose promoters contain CpG islands, following the meiotic divisions. To find potential effectors of this switch we looked in the component most active at the stage of meiotic division, component 20. 

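The 5 Ssx genes listed for this component took 0.0114 ± 0.00384% of UMIs in wild-type meiotic division-like cells and 0.000270 ± 0.000349% in pachytene-like cells (SD, n = 9), with the former higher in 9 of 9 libraries (two-sided exact sign-flip permutation test, p = 0.00391). For one of them, Ssxb1, meiotic division-like cells had 179 UMIs (51.2 CPM), pachytene-like cells 3, round spermatid-like cells 122 (21.4 CPM) and elongating spermatid-like cells 9.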

We found an enriched family of testis-specific proteins specifically expressed at this time, and characterized by the presence of both the SSXRD and KRAB-related domains. The SSXRD domain has been studied in the context of synovial sarcomas where it was found to associate with the CpG binding protein CXXC2 (KDM2B) which is a component of a non-canonical polycomb complex (Banito et al., 2018). Interestingly another non-canonical polycomb component, *Dcaf7*, also has a high loading in component 20 (Hauri et al., 2016). It has previously been observed that H3K27me3, a mark deposited by polycomb complex 2, increases dramatically between pachytene and the round spermatid stage (Sin et al., 2015). 

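Dcaf7 (chromosome 11, 106036872 to 106059324 in GRCm38) was at 329 ± 83.2 CPM in wild-type meiotic division-like cells (SD, n = 9), above the 197 ± 39.7 CPM of pachytene-like cells (SD, n = 10). It was lower afterwards, at 94.1 ± 35.3 CPM in round and 24.3 ± 15.6 CPM in elongating spermatid-like cells (SD, n = 11).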

The KRAB-related domain has been studied as part of PRDM9 (the only other gene outside of the X-chromosome cluster to contain both the KRAB-related and the SSXRD domains), where it has been shown to interact with a number of proteins including the CpG binding CXXC1 (Imai et al., 2017; Parvanov et al., 2017).

As we inferred these motifs de novo we were able to discover previously unknown motifs. Indeed, we identified a motif in the late components, with partial similarity to the ATF1/CREM motifs but containing an additional CAA tail while mainly lacking the central CpG dinucleotide (Figure 7A). Speculatively, this may represent the binding motif of the tau isoform of CREM known to be active in late spermatogenesis (Sassone-Corsi, 2000). Consistent with the more general pattern of CpG occurrence we find this ATF1/CREM-t motif highly associated with post-division components: in fact it is the most strongly associated motif in multiple such components (Figure 7B).

### Joint analysis of 5 mouse strains identifies pathology-related components

The flexibility of the SDA modeling framework allows the identification of sets of genes that show significant covariation in small numbers of cells. Thus, a joint analysis of mutant and wild-type cells using SDA could potentially decompose expression variation into separate technical effects, variation due to normal biological processes, and variation due to pathology, identifying mutant-specific components in the context of wild-type cells. We set out to evaluate the utility of single-cell sequencing to identify pathology in each mutant strain, combining results from both classical and SDA approaches.

Increased apoptosis is an important mechanism underlying many genetic forms of male infertility in mice. Apoptotic cells can be identified from single-cell RNA-seq data as having an excessive proportion of total transcriptome derived from mitochondrial genes (Ilicic et al., 2016). Cells from *Mlh3*^-/-^ and *Hormad1*^-/-^ animals showed higher rates of apoptosis compared to wild-type, *Cul4a* and *Cnp* (2% vs 14.5%, Figure 1—figure supplement 1). 

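Mitochondrial transcripts took 13.95 ± 5.27% of the UMIs of a barcode in Mlh3 libraries (SD, n = 6; range 5.12 to 21.1) and 2.01 ± 0.816% in wild-type libraries (SD, n = 11; range 1.19 to 4.11). The difference gave p = 8.08e-05 in a two-sided exact permutation test, the smallest that these libraries allow. Cul4a libraries averaged 1.78 ± 0.434% (SD, n = 2) and CNP libraries 2.15 ± 0.146% (SD, n = 2), neither apart from wild-type (exact permutation p = 0.692 and 0.782). Mlh3 was above Cul4a by 12.2 and above CNP by 11.8 percentage points (exact permutation p = 0.0357 each, the smallest possible). These values cover every deposited barcode. Over all barcodes of a strain, 65.6% had more than 10% mitochondrial UMIs in Mlh3, 0.605% in wild-type, 0.924% in Cul4a and 0.388% in CNP. Most of these UMIs came from the rRNA genes mt-Rnr1 and mt-Rnr2. Without them, barcodes averaged 1.44% in Mlh3, 0.125% in wild-type, 0.291% in Cul4a and 0.163% in CNP. With the rRNA genes left out the difference of Mlh3 from wild-type, 11.9 percentage points in all, was 1.37, the largest move of any alternative, and Cul4a lay 0.148 points above wild-type (exact permutation p = 0.0385). The paper reads the mitochondrial fraction as a measure of apoptosis.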

Pseudotime analysis provided an even finer level of resolution for staging the time of onset of developmental problems in each strain (Figure 8A). By performing joint pseudotime analysis on all strains simultaneously, it is in theory possible to fine map the timing of developmental defects. Our our pseudotime-ordered set of 16,950 germ cells spans the entire ~34.5 day (Oakberg, 1957) development process from Type A spermatogonia to mature spermatozoa, suggesting a mean difference in developmental age between pseudotime-adjacent cells of 3 minutes. Although further work is needed to clarify the mapping of pseudotime to real time, that mapping estimates the difference in the mean time of arrest of *Hormad1^-/-^* cells and *Mlh3^-/-^* cells to be 12 days. This difference is reflected in the SDA components as well; *Mlh3^-/-^* animals possess cells that load on pachytene components 47, 42 and 39, while *Hormad1^-/-^* animals do not.

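Among named cells of the Mlh3 libraries, 1148 were pachytene-like. They came from clusters 9 (46.6%), 22 (24.5%) and 21 (20.0%), while wild-type pachytene-like cells came from clusters 22 (45.6%) and 9 (41.6%). The same clusters thus held pachytene-like cells of both strains in different proportions. Substages of pachytene were not separated.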

**Figure 8.**
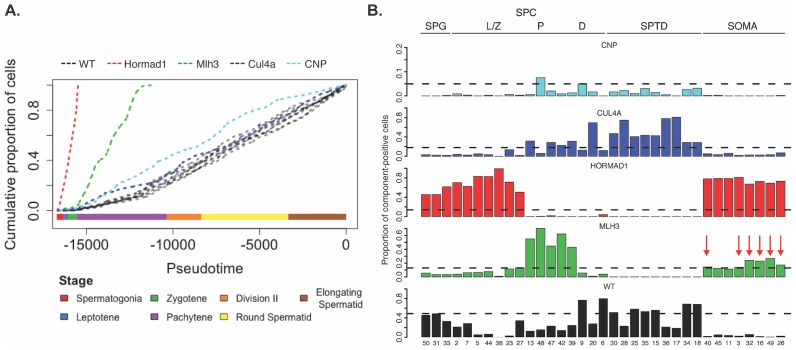
Characterization of mouse mutants with testicular phenotypes using pseudotime and SDA. (**A**) The cumulative distribution of cells along pseudotime from each mouse strain. The data clearly indicate that *Hormad1^-/-^* cells arrest prior to *Mlh3^-/-^* cells in the pachytene stage of spermatogenesis, while *Cul4a^-/-^* and *CNP* mice show quantitative deviation from WT in the abundance of postmeiotic cells. (**B**) As a way to summarize the SDA analysis of each strain, we plot the proportion of cells with strong component loadings from each strain separately. If cells are randomly distributed across components then we would expect the fraction of cells from each mutant to be the proportion of total cells sequenced from that mutant (dashed horizontal lines). Instead there are clear enrichments of component loadings in particular mutants, providing a fingerprint of pathology for those strains. SDA components are sorted by developmental stage, as indicated by horizontal lines across the top of the panel. SPG = spermatogonial components; L/Z = leptotene/zygotene components; P = pachytene components; D = diplotene components; SPTD = components in spermiogenesis; SOMA = somatic cell components.

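Spermatid-like cells made up 64.7 and 68.8% of named germ cells in the 2 Cul4a libraries (mean 66.7 ± 2.92%, SD), against 70.5% in wild-type. The difference of -3.74 percentage points was not larger than the spread between wild-type libraries (two-sided exact permutation test, p = 0.859; smallest possible p 0.0128). Its size depended on the clusters: with a Leiden resolution of 1 it was -17.0 percentage points (exact permutation p = 0.0128), and with HiSeq libraries of mechanical dissociation only it was 2.26 percentage points in the other direction (exact permutation p = 0.422). In the CNP libraries the shares were 54.5 and 38.3% (mean 46.4 ± 11.5%, SD), a difference of -24.0 percentage points from wild-type (exact permutation p = 0.0385). Without CNP replicate 1 the difference was -32.1 and without replicate 2 it was -15.9 percentage points, with exact permutation p of 0.0833 and 0.333, where 1 library against 11 allows no p below 0.0833. Which CNP mouse each number stands for is in doubt, since the files of replicates 1 and 2 hold 992 and 3,389 barcodes where the paper's sample list gives about 3400 and 1000 cells. Cul4a and CNP differed by 20.3 percentage points (exact permutation p = 0.333; smallest possible p 0.167). The paper concludes that postmeiotic cells deviate in abundance in both strains. All shares leave out the unnamed cells.

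**Figure D2:**
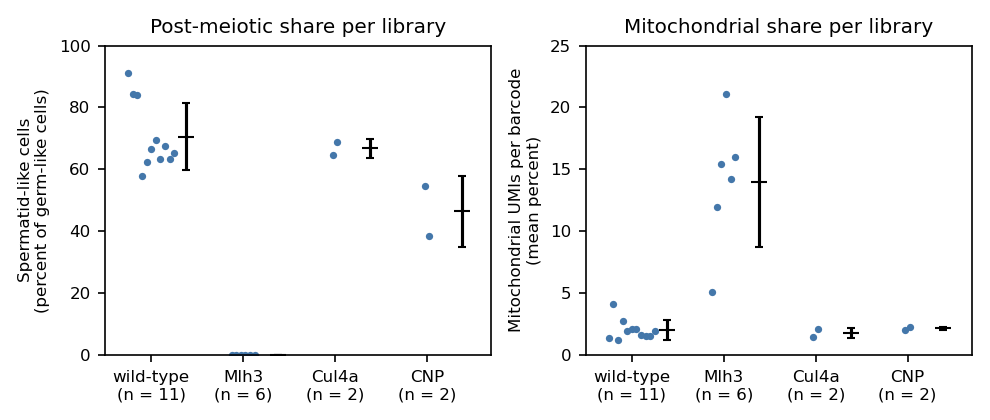
Share of spermatid-like cells among named germ cells, in percent, by strain. Each dot is 1 library (11 wild-type, 6 Mlh3, 2 Cul4a and 2 CNP) and the bars give the mean and SD. Every Mlh3 library lies at 0%, and both CNP libraries lie below the lowest wild-type value of 57.9%.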

HORMAD1 is a meiosis-specific protein that regulates chromosome recombination, synapsis, and segregation. HORMAD1 normally marks un-synapsed chromosomes (including sex chromosomes). While HORMAD1 is removed by TRIP13 on synapsis, it persists on asynapsed chromosomes, which then undergo MSUC, leading to MSCI for the sex chromosomes (Shin et al., 2010; Wojtasz et al., 2009). In *Hormad1^-/-^* spermatocytes, double-strand break formation and early recombination are disrupted as marked by the reduction of yH2AX, DMC1, and RAD51 foci (Shin et al., 2010). Hard clustering analysis (Figure 1F & G) showed a deficit of post-pachytene *Hormad1^-/-^* germ cells, consistent with the expectation that *Hormad1^-/-^* mutant cells experience apoptosis during meiosis I due to pachytene checkpoint failure (Daniel et al., 2011). Along with this arrest phenotype, the *Hormad1^-/-^* leptotene/zygotene cells form a distinct cluster outside of the leptotene/zygotene cells of all other strains (Cluster 30, Figure 1—figure supplements 2 and 3). A list of significant differentially expressed genes between the cluster 30 and neighboring cluster 32 included a number of sex chromosome genes (Supplementary file 2). Consistent with these observations, we found one SDA component (38) with much higher gene loadings on the sex chromosomes than autosomes (Figure 9A, Figure 4—figure supplement 3C, Supplementary file 3), and with cell loadings that are specific to *Hormad1*^-/-^. We find that not only does *Hormad1^-^*^/-^ fail to silence previously expressed sex-linked genes, but many previously *un*expressed sex-linked genes such as *Rhox2h* obtain high expression (Figure 9B). Interestingly, there are also multiple autosomal genes with high loadings. This may be due to ectopic expression of sex-linked transcription factors; for example, *Zfy1* and *Zfy2* were previously shown to cause pachytene arrest when misexpressed (Royo et al., 2010). We find a very strong association between genes in this component and genes overexpressed in mice which have mutations in either *Hormad1* or *Trip13* (p = 2.2×10^−39^, OR = 184 and p = 1.3×10^−157^, OR = 115, respectively by FET) (Ortega, 2016; Figure 4—figure supplement 3A&B).

**Figure 9.**
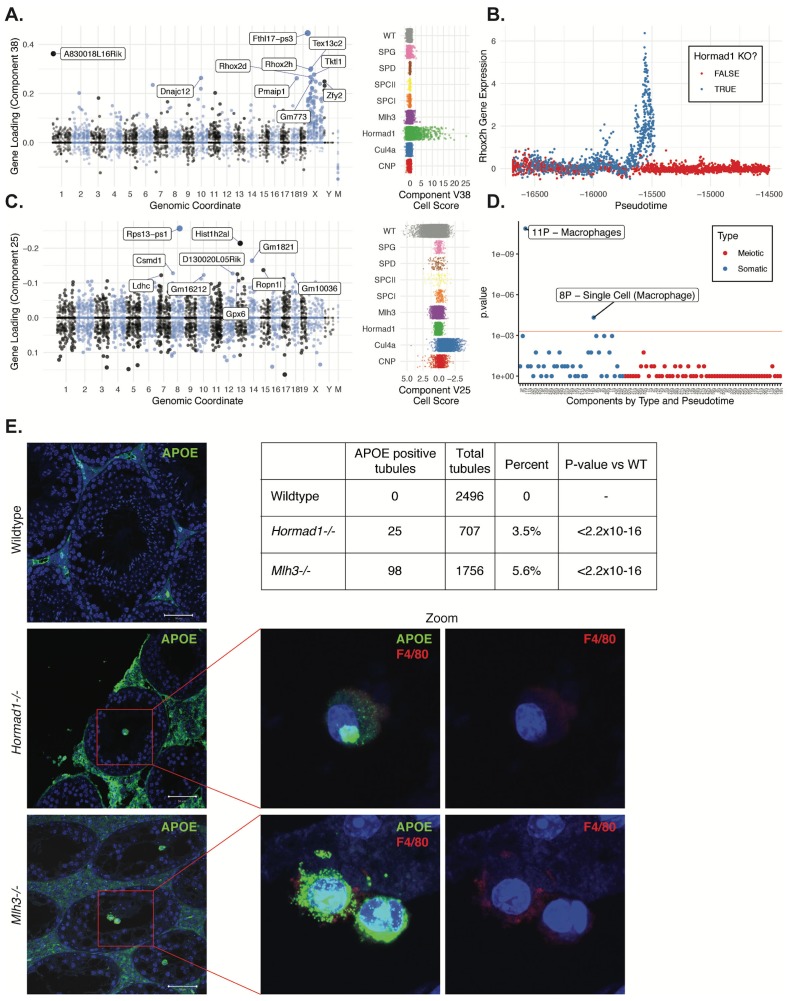
Dissection of strain-specific pathology. (**A**) SDA component 38 is comprised largely of genes on the X chromosome, with a gene loading direction that indicates failure of X inactivation. As illustrated by the cell scores (loadings) for this component, it is restricted to *Hormad1^-/-^* cells. (**B**) Pseudotime analysis indicates that *Hormad1^-/-^* cells diverge developmentally from all other strains around leptotene/zygotene. In this illustration, the X-linked gene *Rhox2h* is shown to have low or no expression in all cells prior to meiosis, and then rapidly increased expression specifically in *Hormad1^-/-^* cells until this lineage arrests. (**C**) Component 25 is the component most strongly enriched for *Cul4a^-/-^* cells. (**D**) We identified six components with shared enrichment for both *Mlh3^-/-^* and *Hormad1^-/-^* cells; these components contained genes with numerous significant GO associations related to Alzheimer’s disease (AD) pathology (main text, Figure 8B). For each SDA component, we tested for association between known AD genes and genes with either positive (P) or negative (N) loadings on that component. AD genes are highly enriched for expression in component 11, corresponding to macrophages. (**E**) Further investigation of protein expression of AD genes revealed APOE+ (green) cells within the tubules of *Mlh3^-/-^* and *Hormad1^-/-^* but not WT. These cells showed nuclear morphology different from native germ cells or Sertoli cells, and stain positive for the macrophage marker F4/80. The inset table summarizes raw data on the frequency of APOE+ tubules obtained by microscopy. The frequency of APOE+ tubules is more common in each mutant strain when compared to WT by Fisher’s exact test. Scale bar = 50 µm.

CUL4A is a major component of the E3 ubiquitin ligase complex called CRL4 which is known to regulate cell cycle, DNA replication, DNA repair, and chromatin remodeling (Dubiel et al., 2018). Studies on *Cul4a^-/-^* mice noted that some spermatocytes arrest at the pachytene stage of meiosis I induced by the pachytene checkpoint, whereas remaining spermatocytes complete meiosis but the resulting spermatozoa present oligoasthenospermia and severe malformations (Yin et al., 2011). The molecular basis of observed abnormal phenotypes in spermatozoa remains unclear. We identified a single SDA component (25) that was highly specific to *Cul4a^-/-^* cells (Figure 9C and Supplementary file 3). This component corresponds to dozens of genes that are overexpressed in *Cul4a^-/-^* mutants when compared to all other strains, with GO enrichments related to spermatid development, motility and capacitation. These findings are consistent with the observed phenotype of *Cul4a^-/-^* mice and provide new leads to investigate mechanisms of pathology.

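In Cul4a round spermatid-like cells, 670 of the 759 called genes were higher and 89 lower than in wild-type. Among the alternatives the number ranged from 156 in DESeq2 (106 higher, 50 lower) to 1906 with a Leiden resolution of 1, and 180 and 348 genes were called without Cul4a replicate 1 and 2. Of the called genes, 460 had both Cul4a libraries on one side of all 11 wild-type libraries. This held for 8.28% of all tested genes, where chance gives 2.56%. In pachytene-like cells 1685 genes were higher and 501 lower (DESeq2 839 and 424), but after thinning to the median wild-type depth 375 were higher and 452 lower, so that the balance turned. In elongating spermatid-like cells 458 were higher and 117 lower (DESeq2 49 and 75, where it turned as well). The clusters that held most cells of each class differed between Cul4a and wild-type. Of the pachytene-like cells of Cul4a, 80.2% lay in cluster 21, and of its elongating spermatid-like cells 49.8% lay in cluster 16. The Cul4a libraries were also deeper than any wild-type library.
The gene with the smallest adjusted p in all 3 classes was the processed pseudogene Rps13-ps1 (chromosome 8, 87047689 to 87048226 in GRCm38), which can share reads with Rps13. In round spermatid-like cells it had 1262 UMIs in Cul4a, 230 ± 19.4 CPM (SD, n = 2), and 1 UMI in wild-type, a ratio of 1201 with a 95% counting interval from 215 to 47,477 (adjusted p = 3.25e-29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In elongating spermatid-like cells it had 505 UMIs in Cul4a and 0 in wild-type, at least 161-fold higher against a floor of 3 counts over the wild-type group. Grtp1 (chromosome 8, start 13172022), 0.0664 Mb from Cul4a itself, fell from 428 UMIs in wild-type to 4 in round spermatid-like cells of Cul4a, a log2 fold change of -6.40. In pachytene-like cells Grtp1 had 0 UMIs in Cul4a, at least 378-fold lower than the 402 ± 68.6 CPM of wild-type (SD, n = 10). Bloc1s6 was raised in round (97.9 against 2.33 CPM, log2 fold change 5.12) and elongating spermatid-like cells (log2 fold change 4.85). Among the leading genes of pachytene-like cells, Pfn1 and Dazl had log2 fold changes of 2.76 and 2.81, and Dapp1 had 3 UMIs in Cul4a, a ratio of 96.7 lower (32.7 to 472). Cul4a itself had a log2 fold change of 0.15 in round spermatid-like cells (adjusted p = 0.855) and 1.40 in pachytene-like cells (adjusted p = 1.43e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).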

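Supplementary file 3 lists 6 genes for component 25, chosen on these samples. All 6 passed the threshold in Cul4a round spermatid-like cells, also adjusted over the list alone, with 5 higher and 1 lower; DESeq2 called 4. Hist1h2al (chromosome 13, 51202727 to 51203065 in GRCm38) was at 156 ± 34.7 CPM (SD, n = 2) against 1.16 ± 2.07 CPM in wild-type (SD, n = 11), a log2 fold change of 6.99 (standard error 0.35, adjusted p = 8.04e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It is annotated as a pseudogene of a histone family, and reads of its near-identical copies may be counted on it. Tagln2 was at 45.2 and 1.12 CPM (log2 fold change 4.84), Csmd1 at 38.4 and 1.68 CPM (4.31) and Jakmip2 at 128 and 26.5 CPM (2.15). Lpo had 91 UMIs in Cul4a and 0 in wild-type, at least 28.9-fold higher. Map2k7 (chromosome 8, 4238740 to 4247897) was lower, at 10.5 ± 0.0498 CPM against 111 ± 26.7 CPM, a log2 fold change of -3.39 (standard error 0.30, adjusted p = 5.66e-13 from that edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). As a set, the 6 genes were higher in Cul4a by fry (p = 8.14e-09 in round spermatid-like, 6.80e-09 in meiotic division-like, 1.07e-06 in elongating spermatid-like and, for 5 genes, 2.05e-06 in pachytene-like cells). In CNP round spermatid-like cells the set gave p = 0.802 and in Mlh3 pachytene-like cells p = 0.832. The paper concludes that this component is specific to Cul4a mutants. Its Materials and methods also count component 25 among the technical components, in a group whose leading genes were mainly ribosomal genes or pseudogenes.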

MLH3 is an essential protein required for crossover formation in early meiosis and for binding of MLH1 to meiotic chromosomes. Studies on *Mlh3^-/-^* testes have shown depletion of spermatocytes and some spermatogonia due to apoptosis in diplonema induced by a reduction of chiasmata and a loss of recombination nodules (Lipkin et al., 2002). 

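Pachytene-like cells of 6 Mlh3 and 10 wild-type libraries were compared by edgeR's quasi-likelihood test. The class pooled clusters that the strains held in different proportions, so part of the differences may come from the mix of clusters. Mlh3 itself had a log2 fold change of -1.36 (standard error 0.24, adjusted p = 1.42e-05 with Benjamini-Hochberg adjustment), at 64.4 ± 59.1 CPM in Mlh3 (SD, n = 6) and 142 ± 44.1 CPM in wild-type (SD, n = 10), where a 3′ tag outside the deleted part is counted either way. Of the 1832 genes past the threshold, 907 were higher and 925 lower in Mlh3. For 285 of them every Mlh3 library lay on the same side of every wild-type library, and this held for 2.31% of all tested genes, where chance gives 0.0250%. The genes with the smallest adjusted p among these 285 are transcripts of spermatids, and the 5 named here had served to name elongating spermatid-like cells. Prm2 (chromosome 16, start 10791380 in GRCm38) had 0 UMIs in Mlh3 and 835 ± 345 CPM in wild-type (SD, n = 10), at least 2189-fold lower against a floor of 3 counts over the Mlh3 group (adjusted p = 1.11e-26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Prm1 and Tnp1 also had 0 UMIs, at least 1543-fold and 1010-fold lower. Smcp had 1 UMI against 905 in wild-type, a ratio of 2973 (95% counting interval 532 to 117,550). Tnp2 was at 6.38 CPM against 351 CPM, a log2 fold change of -6.77. Of the lower genes, 93.7% were at least 2-fold higher in wild-type spermatid-like than in wild-type pachytene-like cells. When genes with that excess in spermatid-like cells were left out of the fit, while genes of somatic cells were kept, 867 genes were called, 768 higher and 99 lower. Without Mlh3 replicate 1, a choice made after its composition was seen, 1772 genes were called, and with each wild-type library left out in turn between 1595 and 1821.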

Interestingly, in contrast to *Hormad1^-/-^*, we found no obvious transcriptional phenotype in *Mlh3^-/-^* cells either by SDA analysis or by comparison of expression levels between hard-clustered wild-type and mutant cells (other than differential expression of *Mlh3*). Instead, *Mlh3^-/-^* spermatocytes might simply trigger apoptosis through existing checkpoint protein machinery assembled earlier in development. Using the simple pseudotime analysis described above, we can estimate that if a transcriptional response was triggered, it might last less than approximately half an hour, for it to be missed in our sample of cells (Figure 8A). Similarly, the cells from *Cnp* mutant mice did not form distinct clusters, nor did they show SDA component loadings distinct from wild-type cells. 

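In CNP, 54 genes were called in pachytene-like cells (5 higher and 49 lower than in wild-type) and 99 in round spermatid-like cells (4 higher and 95 lower). At an unadjusted p under 0.05 the counts were 911 and 1016. The calls rested on both CNP libraries: in pachytene-like cells 34 genes were called without CNP replicate 1 and 6 without replicate 2, and in round spermatid-like cells 11 and 22. The single library is then assumed to vary like the other groups. Of all tested genes, 4.50% in pachytene-like and 5.68% in round spermatid-like cells had both CNP libraries on one side of every wild-type library, where chance gives 3.03 and 2.56%. Ribosomal protein genes, many with pseudogene copies that can share their reads, were prominent among the leading genes. In pachytene-like cells Rps27a and Rps13 had 0 UMIs in CNP, at least 28.0-fold and 31.9-fold lower than in wild-type, and Rpl7a also had 0, at least 18.3-fold lower. Rps7 had 1 UMI, a ratio of 101 lower (95% counting interval 18.2 to 4008). Hsp90aa1 was at 539 ± 146 CPM in CNP (SD, n = 2) and 2713 ± 501 CPM in wild-type (SD, n = 10), a log2 fold change of -2.31 (standard error 0.31, adjusted p = 3.08e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In round spermatid-like cells the leading genes were Rps7 (3 UMIs, ratio 37.5 lower, 12.8 to 182), Impdh2 (2 UMIs, ratio 36.8, 10.2 to 304), Tpt1 (log2 fold change -4.22), Naca (log2 fold change -2.69) and Eif1 (-2.99). The paper lists Rps7, Rps13, Tpt1 and Eif1 for a component that it proposes to be a batch effect of the sequencing platform. Both CNP libraries were sequenced on a HiSeq, as were most wild-type libraries. Over whole libraries Rps13 was at 4.61 ± 2.87 CPM in CNP (SD, n = 2) and 322 ± 183 CPM in wild-type (SD, n = 11). A batch was not separated from the strain as a cause. Cnp itself had 1 UMI in CNP and 12 in wild-type pachytene-like cells and 2 in each group of round spermatid-like cells, too few for a fold change, and passed in neither class. Among clusters, 78.4% of the pachytene-like cells of CNP lay in cluster 9, which also held wild-type cells.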

Although the presence of multinucleated giant cells, hypocellular seminiferous tubules and infertile phenotype in these mice point to a serious defect in spermatogenesis, it seems difficult to determine which stages are affected using single-cell expression data. One possible explanation of missing important biological signals may be that *Cnp* mice present a partial arrest phenotype which masks the developmental abnormalities. Another possible explanation is that droplet-based sequencing library preparation may undersample the cells with aberrant transcriptional signatures, for example due to failure of oil droplets to encapsulate the giant cells.

### Invasion of macrophages into the seminiferous tubules is a convergent phenotype of meiotic arrest mutants

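Somatic-like cells made up 38.8 ± 28.4% of named cells in Mlh3 libraries (SD, n = 6; range 14.4 to 92.8) and 2.51 ± 1.19% in wild-type libraries (SD, n = 11; range 1.01 to 5.41). The difference of 36.3 percentage points gave p = 8.08e-05 in a two-sided exact permutation test, the smallest possible. It moved most, to 78.2 percentage points, when cells were filtered on UMIs and genes only, but 2 clusters with 2878 and 959 Mlh3 cells, led by hemoglobin or mitochondrial genes, were then named Sertoli-like, so that this value does not measure somatic cells. Under the other alternatives it lay between 22.1 (HiSeq libraries of mechanical dissociation only) and 36.7 percentage points. Without Mlh3 replicate 1, which was left out in a test chosen after its share of 92.8% was seen, it was 25.5 percentage points. A larger somatic share per library also follows where germ cells are missing. Component loadings were not recomputed.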

Despite the differences in cell composition or component loadings among mutant strains, we identified six somatic components (3, 16, 49, 40, 26, and 32) showing a specific enrichment for *Mlh3^-/-^* and *Hormad1^-/-^* cell loadings when compared to all other strains (Figure 8B). Hypothesis-free GO enrichment analysis of these components (Materials and methods) revealed a recurrence of amyloid related GO terms with qvalue <0.01, with these terms being the highest enriched term in three components (26N, 49N, 16N, Supplementary file 6). 

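Levels of amyloid-related genes that Supplementary file 6 lists for these terms were read over all whole-testis libraries. The 8 libraries with a Leydig-like level were 6 of Mlh3 and 2 of Cul4a. The Sertoli-like and pachytene-like levels include wild-type libraries, so class and strain are not separated between them and the Leydig-like levels. Itm2b was at 1844 ± 648 CPM in Leydig-like cells (SD, n = 8), 432 ± 212 CPM in Sertoli-like cells (SD, n = 11) and 300.2 ± 77.4 CPM in pachytene-like cells (SD, n = 20). App was at 298 ± 99.1 CPM in Leydig-like, 195 ± 138 CPM in Sertoli-like and 13.1 ± 11.7 CPM in pachytene-like cells. Itm2c was at 231 ± 78.0 CPM in Leydig-like and 118 ± 68.3 CPM in Sertoli-like cells, against 26.5 ± 17.2 CPM in pachytene-like cells. Psen2 was at 56.6 ± 37.4 CPM in Leydig-like and 1.66 ± 3.24 CPM in pachytene-like cells. Fyn was highest of the 2 main somatic classes in Sertoli-like cells, at 144 ± 106 CPM against 27.2 ± 20.3 CPM in Leydig-like cells. Igf1r, C3 and Casp4 had at most 25 UMIs in any somatic class. Clu had served to name Sertoli-like cells and was nearly as abundant in Leydig-like cells, at 2772 ± 491 CPM (SD, n = 8).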

Excessive production of amyloid-beta, a primary cause of Alzheimer’s disease, was not previously reported in these mutants, and the possible physiological role of such production is unclear. We tested multiple antibodies to human amyloid-beta that failed to work on our tissue. 

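Macrophage-like cells were rare, with 7 wild-type, 8 Mlh3, 10 Cul4a and 0 CNP cells among all cells kept. Per library they made up 0.497 ± 0.610% of named cells in Mlh3 (SD, n = 6) and 0.0869 ± 0.164% in wild-type (SD, n = 11), a difference of 0.410 percentage points (two-sided exact permutation test, p = 0.0203). Without Mlh3 replicate 2, which was left out in a test chosen after its share of 1.68% was seen, the difference was 0.174 percentage points (exact permutation p = 0.0783), so the excess rests largely on this library. Over 7 alternatives the difference ranged from 0.146 percentage points with HiSeq libraries of mechanical dissociation only (exact permutation p = 0.311) to 0.682 percentage points with the filter on UMIs and genes only (exact permutation p = 0.000162), under which the macrophage-like cluster held 65 Mlh3 and 8 wild-type cells. A share of named cells also rises where germ cells are missing. Among the named somatic cells after all filters, 8 of 788 were macrophage-like in Mlh3, 7 of 183 in wild-type and 10 of 179 in Cul4a. On that basis Mlh3 showed no excess. No library had 10 such cells, so levels in them have no replicate error. Apoe (chromosome 7, 19696109 to 19699188 in GRCm38), an Alzheimer's disease gene, had 593 UMIs in the 25 macrophage-like cells, or 21,686 CPM, and was found in 96% of them (median 879 UMIs). It was at 2833 CPM in telocyte-like cells, 2090 CPM in Leydig-like cells (69.2% of cells, median 1105 UMIs) and 123.9 CPM in Sertoli-like cells. In round spermatid-like cells it was at 19.5 CPM and in 4.50% of cells (median 1868 UMIs).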

To further evaluate the expression of Alzheimer’s disease (AD)-related genes across all five mouse strains, we tested individual SDA components for enrichment of expression of AD risk genes identified in a recent GWAS, identifying component 11 (macrophages) as specifically and strongly enriched (p=1.3x10^−11^, OR=65.9 by FET, Figure 9D and Figure 4—figure supplement 3E). Immunofluorescence staining for the protein product of one well-studied AD gene, *Apoe*, in wild-type animals showed low levels of specific staining, confined to the interstitial space (Figure 9E). Both *Mlh3^-/-^* and *Hormad1^-/-^* displayed interstitial cell with more intense staining of APOE, as well as a greater abundance of APOE+ cells. More surprisingly, we also found a rare population of APOE+ cells within the tubules of *Mlh3^-/-^* and *Hormad1^-/-^*, that was never observed in wild-type. We screened 4959 tubule cross-sections to establish more precise estimates of APOE+ cell frequency in these three lines (Materials and methods). When compared to the frequency in wild-type tubules (0/2496 tubules), we see higher frequencies of intratubular APOE+ cells in *Mlh3^-/-^* (25/707 tubules, 3.5%, p<2.2×10^−16^) and *Hormad1^-/-^* (98/1756 tubules, 5.6%, p<2.2×10^−16^). These APOE+ cells displayed a nuclear staining and morphology that are distinct from normal germ cells and Sertoli cells, and appeared more similar to APOE+ cells outside of the tubules. These APOE+ intratubular cells stained for F4/80, a well-established macrophage antigen, perhaps surprisingly, given that it suggests that in these mutants, immune cells can transit the blood-testis barrier and enter an area typically regarded as immune-privileged. Intratubular macrophages have rarely been described previously, again nearly always in the context of testicular defects (Frungieri et al., 2002; Goluža et al., 2014; Holstein, 1978). Co-staining of F4/80 with an antibody for activated CASPASE-3, a marker of apoptosis, failed to identify any double positive cells, excluding the possibility that intratubular F4/80 protein expression was somehow an artifact of an apoptotic cell population. The mechanisms by which macrophages transit the blood-testis barrier, and the corresponding cues for migration, await further investigation.

## Discussion

The extensive cellular heterogeneity of the testis has limited the application of genome technology to the study of its gene regulation and pathology. Here, we described how the SDA analysis framework can be applied to single-cell RNA-sequencing data of the testis to overcome the challenge of heterogeneity by summarizing gene expression variation into components that reflect technical artifacts, cell types, and physiological processes. Rather than clustering groups of *cells*, SDA identifies components comprising groups of *genes* that covary in expression, and represents a single cell transcriptome as a sum of such components. This revealed previously uncharacterized complexity, with multiple different components even within recognised meiotic stages such as pachytene. This finer granularity suggests new biological interactions, for example the extremely high expression of *Zcwpw1*, a reader of specific histone modifications, within the same component as *Prdm9*, which induces identical modifications. We also identified components, both meiotic and non-meiotic, corresponding to interpretable pathology and specific to one or more mutant strains.

Other matrix factorization methods have been previously applied to soft cluster high dimensional gene expression data for example ICA, PCA (Alter et al., 2000; Green et al., 2018), Bayesian Factor Analysis (Bernardo, 2003) and Non-Negative Matrix Factorization (NNMF) (Brunet et al., 2004; Kim and Tidor, 2003) which naturally has a degree of sparsity in both the cell scores and gene loadings due to the positivity constraint. More recently these methods have also been applied to single cell RNAseq data (Duren et al., 2018; Kotliar et al., 2018; Saunders et al., 2018; Shao and Höfer, 2017; Welch et al., 2019; Zhu et al., 2017, reviewed in Stein-O'Brien et al., 2018). Here, we have reported some comparisons between SDA and these standard methods. NNMF is often motivated by the positive nature of the original data, in addition to potentially increased interpretability for purely positively additive components. However, we note that latent factors, such as those utilized by SDA, which allow negative loadings have the potential to better capture transcriptional repression. In our tests, SDA retains similar imputation performance to NNMF, while providing a more compact (in terms of sparsity) representation of the data – aiding our interpretation of components found. Beyond matrix factorization, there are other frameworks with similar goals that have been applied successfully to single cell data. One set of methods are those based on neural networks, such as self-organizing maps (Löffler-Wirth et al., 2015) and deep-network autoencoders (DCA) (Eraslan et al., 2019). DCA, much like t-SNE, creates a nonlinear embedding of the high dimensional data resulting in a lower dimensional set of scores for each cell. This approach does not, however, provide the equivalent to gene loadings and so one would have to do additional differential expression analysis on a hard clustering of the latent embeddings in order to find genes associated with the latent dimensions. To assist comparison of SDA to other methods with overlapping objectives, we have summarized resource usage of SDA across a variety of run parameters, and input data sizes (Supplementary file 7).

By performing de novo motif analysis, we observed that it is possible to identify transcription factors critical for the meiotic program without prior knowledge, as well as other motifs not currently well characterized. It seems very likely that our analysis of promoters is only a first step towards what is possible here via – for example – analysis of enhancers and other regulatory sequences, and we hope that future data will allow this, working towards identifying the full set of transcription factors, and their targets, used in mammalian spermatogenesis. The apparent dramatic change away from the use of factors binding CpG dinucleotides, and whose binding is often disrupted by methylation of such dinucleotides, after the first meiotic division, is one area for such further research – whether this involves *Ssx* genes, DUF622-containing genes, and/or other factors. More generally, in combination with temporal information from pseudotime analysis, it will be possible to create a model of the cascade of gene regulation, and by comparison across species, better understand the constraints on the precise timing and ordering of regulatory events.

Finally, we note that gene expression components (for example those identified by SDA) represent an attractive way to build a dictionary of pathology of the testis. The construction of new component models using a larger panel of mutants with known pathologies will accelerate the interpretation of idiopathic mutants, and, ultimately, could provide a framework for a much more advanced diagnosis of human infertility than is currently in practice.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	C57BL/6J	Jackson Laboratory	Cat# 000664	
Genetic reagent (*M. musculus*)	B6.129-Mlh3tm1Lpkn/J	Jackson Laboratory	Cat# 018845	Lipkin et al., 2002
Genetic reagent (*M. musculus*)	B6;129S7-Hormad1tm1 Rajk/Mmjax	Jackson Laboratory	Cat# 41469-JAX	Shin et al., 2010
Genetic reagent (*M. musculus*)	B6;129-Cul4a^-/-^	PMID:21624359		Liang Ma Lab (WUSTL)
Genetic reagent (*M. musculus*)	C57BL/6J CNP eGFP BAC TRAP	this paper		Joseph Dougherty Lab (WUSTL)
Genetic reagent (*M. musculus*)	B6;CBA-Tg(Pou5f1-EGFP)2Mnn/J	Jackson Laboratory	Cat# 004654	
Antibody	Rabbit polyclonal anti-LRRC34 (G-15)	Santa Cruz Biotechnology	Cat# sc-99549, RRID:AB_2137597	(1:100) dilution
Antibody	Mouse monoclonal anti-NOP132/NOL8 (D-7)	Santa Cruz Biotechnology	Cat# sc-390011	(1:100) dilution
Antibody	Mouse monoclonal anti-UKHC/KIF5B (F-5)	Santa Cruz Biotechnology	Cat# sc- 133184, RRID:AB_2132389	(1:100) dilution
Antibody	Mouse monoclonal anti-ABHD5 (E-1)	Santa Cruz Biotechnology	Cat# sc- 376931	(1:100) dilution
Antibody	Rat monoclonal anti-F4/80 (BM8)	Santa Cruz Biotechnology	Cat# sc-52664,RRID:AB_629466	(1:100) dilution
Antibody	Rabbit polyclonal anti-cleaved Caspase-3 (Asp175)	Cell Signaling Technology	Cat# 9661	(1:400) dilution
Antibody	Mouse monoclonal anti-ApoE (HJ6.3)	David Holtzman Lab (WUSTL), PMID: 23129750		(1:1000) dilution
Antibody	Goat polyclonal anti-VIMENTIN (C-20)	Santa Cruz Biotechnology	Cat# sc-7557, RRID:AB_793998	(1:100) dilution
Antibody	Goat polyclonal anti-ACYP1 (K-13)	Santa Cruz Biotechnology	Cat# sc-160129, RRID:AB_2242291	(1:100) dilution
Antibody	Goat polyclonal anti-CCDC62 (N-15)	Santa Cruz Biotechnology	Cat# sc-240210	(1:100) dilution
Antibody	Goat polyclonal anti-UNC80 (L-16)	Santa Cruz Biotechnology	Cat# sc-165859	(1:100) dilution
Antibody	CF594 donkey anti-goat	Biotium	Cat# 20116, RRID:AB_10559039	(1:300) dilution
Antibody	Alexa Fluor 488 donkey anti-mouse	Life Technologies	Cat# A-21202, RRID:AB_141607	(1:300) dilution
Antibody	Alexa Fluor 488 donkey anti-rabbit	Life Technologies	Cat# A-21206, RRID:AB_2535792	(1:300) dilution
Antibody	Alexa Fluor 594 donkey anti-mouse	Life Technologies	Cat# A-21203, RRID:AB_2535789	(1:300) dilution
Antibody	Alexa Fluor 594 donkey anti-rabbit	Life Technologies	Cat# A-21207, RRID:AB_141637	(1:300) dilution
Sequence-based reagent	Drop-seq beads	ChemGenes	Macosko201110	PMID:26000488
Sequence-based reagent	Drop-seq reagents	PMID:26000488		
Commercial assay or kit	NexteraXT	Illumina	Cat# FC-131–1024	
Commercial assay or kit	Medimachine	BD Biosciences	Cat# 340588	
Commercial assay or kit	50 um Medicon	BD Biosciences	Cat# 340591	
Chemical compound, drug	Hoechst 33342	Invitrogen	Cat# H3570	
Software, algorithm	Zen	other	RRID:SCR_013672	https://www.zeiss.com/microscopy/us/products/microscope-software/zen.html; RRID:SCR_013672
Software, algorithm	STAR	PMID:23104886	https://github.com/alexdobin/STAR	Dobin et al., 2013
Software, algorithm	Drop-seq_tools	PMID:26000488	http://mccarrolllab.com/dropseq/	Macosko et al., 2015
Software, algorithm	Picard Tools	other	http://broadinstitute.github.io/picard/	
Software, algorithm	Samtools	other	http://samtools.sourceforge.net	
Software, algorithm	Seurat	PMID: 29608179	http://satijalab.org/seurat/	Butler et al., 2018
Software, algorithm	SDA	PMID: 27479908	https://jmarchini.org/sda/	Hore et al., 2016
Software, algorithm	SDAtools	PMID: 27479908	https://github.com/marchinilab/SDAtools (archived at 10.5281/zenodo.3233974)	Hore et al., 2016
Software, algorithm	TomTom	PMID: 17324271	http://meme-suite.org/tools/tomtom	Gupta et al., 2007
Software, algorithm	MotifFinder	PMID: 29072575	https://github.com/MyersGroup/MotifFinder (archived athttp://dx.doi.org/10.5281/zenodo.3234026)	Altemose et al., 2017
Software, algorithm	ggseqlogo	PMID: 29036507	https://omarwagih. github.io/ggseqlogo/	Wagih, 2017
Software, algorithm	edgeR	PMID: 19910308	https://bioconductor.org/packages/release/bioc/html/edgeR.html	Robinson et al., 2010

### Mice

All animal experiments were performed in compliance with the regulations of the Animal Studies Committee at Washington University in St. Louis under protocol #20160089. Mice were housed in a barrier facility under standard housing conditions with *ad libitum* access to food and water and a 12 hr:12 hr light/dark cycle. All single-cell RNA sequencing experiments were carried out with sexually mature animals (ages of mice in this paper vary from 11 to 38 weeks) except for *Pou5f1-EGFP* transgenic animal testes which were collected at post-natal age (P) 7. For specific age of mouse at the time of testes collection for different batches, please refer to Supplementary file 1. Samples for histological studies were also collected at the time of testes collection for single-cell RNA sequencing. The mouse lines used in this paper are the following:

1. C57BL/6J male mice were used for Hoechst-FACS and total testis single-cell RNA sequencing experiments.
2. B6;CBA-Tg(*Pou5f1*-EGFP)2Mnn/J reporter mice were used for enriching and isolating spermatogonia type A cells. Testes from five mice at post-natal age P7 were pooled to generate single-cell suspension and FACS sorted for GFP positive cells, followed by Drop-seq.
3. B6.129-*Mlh3^tm1Lpkn^*/J heterozygotes were bred to maintain the colony and male homozygotes were used for Drop-seq experiments.
4. B6;129S7-*Hormad1^tm1Rajk^*/Mmjax heterozygotes were bred to maintain the colony and male homozygous knockouts were used for Drop-seq experiments.
5. B6;129 *Cul4a*^-/-^ mice were used for generating Drop-seq data
6. C57BL/6J CNP-EGFP BAC-TRAP mice were used for Drop-seq data

### Single-cell suspension preparation

#### Mechanical dissociation of testes

Two different types of testicular dissociation protocols were used in this paper: enzymatic and mechanical. Both enzymatic and mechanical protocols were previously published in Getun et al. (2011) and Geisinger and Rodríguez-Casuriaga (2010). These methods were modified appropriately for single-cell RNA sequencing. For mechanical dissociation method, fresh testes were decapsulated in 1X DMEM and cut into small pieces (approximately 2–3 mm^3^). These tissue fragments were transferred to a 50 µm Medicon, a tissue disaggregator and tissue fragments were dissociated in 1 mL 1X DMEM for 5 min on Medimachine. The resulting single-cell suspension was aspirated from Medicon with a 3 mL needless syringe. This dissociation/aspiration step was repeated three times and total of 3 mL single-cell solution was retrieved. Then the single cells were filtered through sterile 40 um strainers twice and triturated for 1 min with a wide orifice disposable Pasteur pipet. Cells were spun down at 500xg for 10 min at 4°C and re-suspended in 2 mL 1X DMEM. Finally, cells were filtered once more with sterile 50 um filter, adjusted to 100 cells/µl concentration, and placed on ice until processed for Drop-seq. Single-cell RNA sequencing experiments were performed within ~30 min of testes collection for mechanical dissociation.

#### Enzymatic dissociation of testes

Solutions necessary for enzymatic dissociation were prepared fresh prior to testes collection and these solutions are as follows: 120 U/mL collagenase type I in 1X DMEM; 50 mg/mL trypsin in 1 mM HCl; 1 mg/mL DNase I in 50% glycerol. For enzymatic dissociation method, decapsulated fresh testes were collected in 15 mL conical tubes, one testis per tube. Each testis was dissociated in 6 mL of collagenase type I solution and 10 µl of DNAse I solution with horizontal agitation at 120 rpm for 15 min at 37°C. Tubules were decanted for 1 min vertically at room temperature and supernatant was discarded. Another 4 mL of collagenase type I solution, 50 µl of trypsin solution and 10 µl of DNAse I solution were added to each tube and incubated with horizontal agitation at 120 rpm for 15 min at 37°C. Testicular tubules were triturated with a plastic disposable Pasteur pipet with a wide orifice for 3 min. Another 30 µl of Trypsin solution and 150 µl of DNAse I solution were added and incubated for 10 min with horizontal agitation at 120 rpm. Then 400 µl Fetal Bovine Serum (FBS) was added to deactivate dissociation enzymes. Finally, collected single-cell suspension was passed through 40 µm filter twice and stored on ice until processing for Drop-seq. These cells were processed within 1.5 hr of the testes collection.

For digesting *Pou5f1*-EGFP mice testes, we adapted a protocol described previously (Garcia and Hofmann, 2012). Briefly, testicular tubules/fragments were incubated in 200 µg/mL trypsin solution for 15–20 min with intermittent pipetting followed by 300 µl FBS addition for inactivating trypsin. Single-cells suspension was filtered through 50 µm filters twice and stored on ice until FACS.

### Isolation of germ cell populations by flow cytometry

#### Hoechst-FACS for spermatocytes and spermatids

For isolation of major germ cell populations, we adapted a Hoechst-FACS protocol and sequential gating strategies described in Lima et al. (2017). Briefly, 10 µl Hoechst and 2 µl of propidium iodide (PI) were added to single-cell suspension obtained from one testis and incubated at room temperature for 20 min. Then single-cell suspension was filtered through a 50 um cell strainer. Cells were sorted and analyzed using Beckman Coulter MoFlo Legacy cell sorter and Summit Cell sorting software. First, debris were excluded based on forward scatter (FSC) and side scatter (SSC) plot pattern. Single cells were gated by adjusting FSC and pulse width threshold. Dead cells were gated and removed based on PI intensity. A minimum of 500,000 events were observed before proceeding to gating on different germ cell populations. Then, cell count histogram was plotted based on Hoechst blue fluorescence and observed three peaks, representing haploid (1C), diploid (2C), and tetraploid (4C) populations. Then Hoechst-blue and Hoechst-red fluorescence intensities were plotted to refine spermatocytes and spermatids populations.

#### Spermatogonia type A

For isolating spermatogonia type A cells from the *Pou5f1-EGFP* reporter mice, cells were analyzed and sorted with the same cell sorter and software described above section. Similar sequential gating strategies were followed. Debris were excluded, single cells were gated and dead cells were excluded. Then, GFP+ cells were gated on a plot of GFP vs FSC.

### Single-cell RNA sequencing library generation

#### Drop-seq procedure

Drop-seq sequencing libraries were generated according to the protocol described previously (Macosko et al., 2015). Cells and beads were diluted to co-encapsulation occupancy of 0.05. Two bead lots were used for generating Drop-seq data (For more details, see Supplementary file 1). Individual droplets were broken by perfluorooctanol, followed by bead harvest and reverse transcription of hybridized mRNA. After Exonuclease I treatment, aliquots of 2000 beads were amplified for 14 PCR cycles (all necessary PCR reagents and conditions were identical to Macosko et al., 2015). PCR products were purified using 0.6x AMPure XP beads and cDNA from each experiment was quantified by Tapestation analysis. 600 pg of cDNA was tagmented by Nextera XT with the custom primers, P5_TSO_Hybrid and Nextera 70X. The single-cell sequencing library from each batch was either pooled with another batch or sequenced separately on the Illumina HiSeq2500 at 1.4pM or MiSeq at 8pM, with custom priming (Read1CustSeqB Drop-seq primer).

### Histological methods

#### Collection and processing of testes

For histological studies, testes were collected in 4% paraformaldehyde (PFA), incubated overnight at 4°C and washed with 70% ethanol. For hematoxylin and eosin staining, testes were collected in modified Davidson fixative and after 24 hr incubation at room temperature, tissues were transferred to Bouin’s solution for another 24 hr incubation at room temperature. Fixed testes were dehydrated through a series of graded ethanol baths and embedded in paraffin. Then 5 µm sections were cut on clean glass slides.

#### Hematoxylin and Eosin (HE) Staining

Hematoxylin and Eosin staining was performed on each mouse line (Wildtype, *Mlh3^-/-^, Hormad1^-/-^, Cul4a^-/-^*, and *CNP-EGFP*) to assess overall morphology of testicular tissue. Slides were deparaffinized with xylene and rehydrated through a series of graded ethanol bath to PBS. Standard HE staining protocol was adapted from Belinda Dana (Department of Ophthalmology, Washington University in St. Louis) and followed with Hematoxylin 560% and 1% Alcoholic Eosin Y 515.

#### Immunofluorescence staining

Prior to immunofluorescence staining, antigen retrieval was performed by boiling slides in citric acid buffer for 20 min, and tissue sections were blocked in blocking solution (0.5% Triton X-100 +2% goat serum in 1X PBS) for an hour at room temperature. Primary antibodies were diluted to antibody-specific dilution (see Key Resources Table) and incubated overnight at 4°C in a humid chamber. Then, slides were incubated in secondary antibodies (1:300 dilution) at room temperature for 4 hr in a humid chamber. After the secondary antibody incubation, sections were stained with Hoechst (1:500 dilution), washed with 1X PBS and mounted with ProLong Diamond Antifade Mountant for visualization under confocal microscope.

### Computational methods

#### Preprocessing of Drop-seq data

Paired-end sequencing reads were processed, filtered and aligned as described in Macosko et al. (2015). The specific steps and tools for this process is further outlined in Drop-seq Computational Cookbook (http://mccarrolllab.com/wp-content/uploads/2016/03/Drop-seqAlignmentCookbookv1.2Jan2016.pdf). STAR aligner was used to map the processed reads to mouse genome (Dobin et al., 2013). A STAR indexed genome was generated using mm10 mouse genome and GRCm38 gene annotation (release version 76) with default setting. Following the alignment, digital gene expression (DGE) matrices were generated for each experimental batch (Macosko et al., 2015).

#### Quality control for Drop-seq data

Combined raw DGEs were processed through a series of quality control and normalization steps. Cells with fewer than 200 UMI counts or fewer than 50 genes expressed were removed. Cells were also removed if their total UMI count or number of genes expressed was more than one standard deviation below the mean for that experiment. A t-SNE reduction of this dataset revealed an amorphous homogeneous group characterized by a low library size, high mitochondrial gene expression and often co-expressed genes from early and late meiosis suggesting poor quality and or doublet cells and so these were removed. Cells with a normalized mt-Rnr2 expression of greater than two were also removed. After these steps 20,322 cells and 28,893 genes remained.

Genes in the lower third of expression means were then removed and cells were normalized by square root transformation of total transcript counts per cell and genes were normalized to unit variance. All expression values were capped to maximum of 10. This results in a final matrix of 20,322 cells by 19,262 genes with a sparsity of 93.8% and a median UMI count of 1312 per cell.

#### K-means clustering and differential expression analysis

K-means clustering was performed on the t-SNE result of SDA run (the version that removed likely components that represent batch effects and technical artifacts) using ‘kmeans’ in R, testing different numbers for ‘k’ (Figure 1—figure supplement 2) with maximum iterations set to 10,000. We first settled with ‘k = 42 which slightly over-clustered the data (i.e. created more clusters than necessary) and then merged clusters that are transcriptionally indistinguishable. Briefly, a classification hierarchy tree that places transcriptionally similar clusters together was built using BuildClusterTree() function in Seurat(v2.3.0). To test for which clusters to be merged, the out-of-bag error (OOBE) method from a random forest classifier was used (implemented in Seurat via AssessNodes() and MergeNode() functions). The classification error was computed for left or right cells on each node of the tree and top five nodes with high OOBE were merged to finally produce 32 clusters in ‘merged’ t-SNE plot in Figure 1—figure supplement 2. Then, differentially expressed markers for all k-means clusters were identified using FindAllMarkers() function in Seurat with ‘min.pct’ parameter set to ‘0.25’ where genes that are detected in a minimum fraction of 0.25 cells will be tested for differentially expressed genes. This differentially expressed genes list was used for assigning cell-types to each k-mean cluster and generating a list of potential novel cell-type specific markers by extracting top 10 differentially expressed genes for each cell-type and removing genes that were already annotated in the literature. A selected number of markers on this list was validated using immunofluorescence.

#### Somatic cell population heterogeneity analysis using seurat

Seurat (v2.3.0) was used to subset, re-cluster and visualize somatic cell population data from joint wild-type and mutant dataset. After subsetting somatic cells from the original k-means result joint data (clusters 1, 2, 3, 4, 5, 8 and nine from Figure 1—figure supplement 2A), the percentage of mitochondrial genes was re-calculated and then a linear transformation was applied (using ScaleData() function in Seurat) while regressing out unwanted source of variations (percentage of mitochondrial genes, number of transcripts, number of genes and batch). PCA was performed on the scaled data to reduce the dimensionality of the data. A number of statistically significant principle components (PCs) for clustering purpose was determined by plotting and examining the variability explained by each PC in decreasing order (using PCElbowPlot() function in Seurat). For clustering somatic cells, we used PC = 18 as an input for K-nearest neighbor (KNN) graph-based algorithm implemented in Seurat (FindClusters()) along with resolution parameter set to ‘0.5.’ We used t-SNE to visualize the data and clustering result. Differentially expressed genes (DEGs) were identified using Seurat’s FindAllMarkers() function with ‘min.pct’ parameter set to ‘0.25’ where genes that are detected in a minimum fraction of 0.25 cells are tested for DEGs. The DEGs list was used for performing gene ontology enrichment analysis to retrieve a functional profile for each somatic cluster. p-values were corrected using Benjamini-Hochberg.

#### Sparse Decomposition of Arrays (SDA)

SDA v1.1 (Hore, 2015; Hore et al., 2016) was then run on the post-QC final matrix with 50 components for 10,000 iterations to confirm convergence (although in practice the results are almost identical after just 1000 iterations). The number of components was chosen such that there were typically between 1 and 5 single cell components across runs. Briefly, SDA decomposes a DGE into a number of components represented by two matrices. The columns vectors of the first matrix indicate how much a given component is active in each cell and the rows of the second matrix indicate which genes are active in a given component. SDA convergence was confirmed using the change in free energy, as well as the change in fraction of posterior inclusion probabilities (PIPs, probability that a gene loading is not equal to zero i.e. not in the spike) less than 0.5. The distribution of PIPs, cell scores, and gene loadings were also assessed. SDA was also run four further times with different seeds as well as with different number of components to verify stability of the results. Those components with a single high loading in one cell (1, 4, 14, 18, 46) were removed to visualize relationships between the components. To visualize and quantify the biological relationships among cells, t-SNE (without initial PCA step) was run on a version of the component scores matrix with likely technical artifacts and batch components removed, using a ‘perplexity’ parameter of 50, and 1000 iterations (Rtsne package; Krijthe, 2015; der and Hinton, 2008; van der Maaten, 2014). Technical components were manually identified as meeting one or both of the following criteria: two batches of the same mouse line had opposite or very different cell scores (components 6, 12, 22, 28, 29, 41) and or if the highest loading genes were all or mostly ribosomal or pseudogenes (components 9, 25, 43). To assess uncertainty in the t-SNE embedding, t-SNE was also run multiple times with different seeds (Figure 3—figure supplement 5). We also performed dimensionality reduction using UMAP and confirmed that it gave a pseudotime embedding consistent with t-SNE (McInnes et al., 2018) (Figure 3—figure supplement 5).

Note that SDA components have arbitrary sign and must be interpreted through the combination of gene and cell signs. Gene loadings and cell scores with concordant signs results in a positive expression contribution from a component, whereas discordant signs results in negative contribution.

To generate a pseudo-timeline we used a similar approach to that implemented in SCUBA (Marco et al., 2014). We iteratively fit a principal curve through the t-SNE plot with increasing degrees of freedom from 4 to 9, using the curve from the previous run as the starting point using the princurve package in R (Hastie and Stuetzle, 1989). Each cell was then assigned to its closest position on this curve, to define pseudotime for that cell. Somatic cells and the *Hormad1^-/-^* X-activated cells (component 38 score >3) were excluded during pseudotime construction, but the *Hormad1^-/-^* X-activated cells were given pseudotimes *post-hoc*. Somatic cells were defined by thresholding the cell scores of somatic components (if the absolute cell score of a given cell passed any of the following component thresholds 26, 11, 3, 32, 45, 24 > 2; 37 > 1.5; 40 > 1; or mt-Rnr2 expression >3).

The temporal order of components was determined by using a weighted mean of the pseudotime values, where the weights are the cell scores of the component. In addition, only those cells with an absolute cell score of greater than two contribute to the mean. To calculate simulated haploid non- sharing (Figure 6) cells with pseudotime > −10000 were randomly split into two groups. The predicted X expression was calculated as Original X * PseudoTime/10000 + e, where is is a random normal error with mean 0 and s.d. of 3.

Computational analysis was performed using R (R Development Core Team, 2018). Gene ontology enrichment analysis was performed on the top 250 genes from each component (from each side) using the enrichGO function from the clusterProfiler R package in which p-values are calculated based on the hypergeometric distribution and corrected for testing of multiple biological process GO terms using the Benjamini-Hochberg procedure (Yu et al., 2012). Plots were created using the ggplot2 package and extensions ggrepel, ggforce, ggseqlogo, ggnewscale, ggrastr, RColorBrewer, viridis, and cowplot (Campitelli, 2019; Garnier, 2018; Neuwirth, 2014; Pedersen, 2016; Petukhov, 2018; Wagih, 2017; Wickham, 2016; Wilke, 2018). In addition the following R packages were used: data.table, Matrix (for sparse large matrix computations), biomaRt (for gene identifiers), shiny and shinycssloaders (for creating the interactive web application), ComplexHeatmap, bigmemory (for creating a low-memory shiny app), and MASS (for kernel density estimation) (Bates and Maechler, 2018; Chang et al., 2018; Dowle and Srinivasan, 2019; Durinck et al., 2005; Gu et al., 2016; Kane et al., 2013; Sali, 2017; Venables and Ripley, 2002).

Components were clustered by t-SNE, using either the absolute gene loadings or cell scores matrix (t-SNE perplexity = 2). Component names were then assigned based on known maker genes from the literature and cross checked for consistency against the distribution of components in t-SNE space. Components representing batch effects were identified by plotting cell scores by experimental batch and checking for biological subgroups with opposing cell scores.

We also ensured the KO cells were not unduly affecting the estimated components by separately performing an SDA analysis with only WT cells (normalized separately but with the same parameters). The same number of iterations, number of components, and random seed, were used. To account for rotations of the results we performed a procrustean rotation on the WT loadings matrix with the mixed loadings matrix as the target. Procrustes rotation was performed using the R package vegan (Lin and Boutros, 2019; Oksanen et al., 2019). We correlated the gene loadings of the Mixed WT and KO SDA analysis with the WT only analysis (after rotation) and found strong correspondence for those WT components which contained many cells (Figure 3—figure supplements 2–4).

#### Validation of SDA imputation

Imputed gene expression values (the posterior means of the SDA model) were computed as the matrix product of the cell scores and gene loadings matrix from SDA.

In order to formally quantify the accuracy of SDA imputation, we performed a cross validation study comparing the ability of SDA imputation to correctly predict single cell gene expression data in a withheld sample. First, we randomly split the post-QC RNA-sequencing reads from the full dataset into two batches: with 20% probability a read is assigned to the test dataset, and with 80% probability it is assigned to the training dataset. Next we create seven predictors of gene expression levels for each cell, using the training dataset: ‘Unimputed’ uses the training data directly (scaled by the total UMI counts for each cell), ‘Mean cell’ uses the sum of training reads for each gene across all cells to predict ranks (i.e. every cell has the same prediction), the matrix factorization approaches SDA, ICA, PCA and NNMF were run on the normalized training data (normalized as described above) and imputed values calculated as the matrix product of cell scores and gene loadings, MAGIC values were computed using the Rmagic package.

To compare the accuracy of the three predictors for gene expression imputation, we evaluate an objective function for each predictor and each cell, which we call the ‘rank prediction accuracy curve’ or RPAC. The RPAC for each predictor is created by rank ordering all genes in a single cell by the predicted level of expression of those genes, from high-to-low, after reversing normalisations (Figure 5). For each rank (abscissa), the ordinate is the cumulative fraction of test data reads for all genes up to that rank (i.e. all genes with higher predicted expression than the current rank). The RPAC is similar in spirit to a receiver operating characteristic (ROC) curve. The area under the curve (AUC) for each RPAC is informative about prediction accuracy; a completely random predictor is expected to produce an AUC of 0.5, while a method with some predictive utility will have an AUC >0.5. This allows us to prefer predictions with a higher AUC, although we note that (unlike for a ROC) even given perfect imputation, the maximum possible expected AUC is <1, because the test data is sparse and so shows considerable noise relative to the unknown truth.

In order to identify differences between SDA and NNMF (the most similar alternative method), for each gene we calculated imputed expression for both methods (not using single cell components from SDA), and calculated Pearson correlation between the two methods. We then looked for enrichment (by FET, p=0.05 after correction for multiple testing by Bonferroni) of the 500 least correlated genes in both SDA and NNMF components, finding seven enriched SDA components (3P, 16N, 4N, 10P, 50N, 46N, 8P) and 0 NNMF components. We show example genes from 3P and 50N in Figure 5D and F.

NNMF analysis was performed using the NNLM R package (Lin and Boutros, 2019) with 50 components, and a stop criterion of 10^−5^. ICA analysis was performed with the fastICA R package (Marchini et al., 2017) with 50 components. PCA was performed using the R package flashpcaR with 50 components and divisor and standardization set to ‘none’ (Abraham and Inouye, 2014). MAGIC was performed with default parameters using the R package Rmagic 1.5.0. (van Dijk et al., 2018).

#### Transcription factor motif analysis

To discover de novo motifs enriched within each component we used the MotifFinder software - an iterative Gibbs sampler described in Altemose et al. (2017); Davies et al. (2016). We ran the MotifFinder R package on the repeat masked promoter sequences from *Mus Musculus* GRCm38 of the top 250 positive and negative genes (separately) for each component. Sequences with greater than 10% masked bases were removed. For each component 10 different regions around the TSS were used (150, 200, 250 bp upstream and downstream of the TSS (separately), and 200, 300, 400, and 800 bp centered on the TSS). Each run was repeated nine times with different random seed motifs (each of length 6 bp). In each case MotifFinder was run for 1000 iterations or until convergence (defined as when standard deviation of the motif proportion is below 0.05).

The resulting de novo motifs were annotated with known motifs from the HOCOMOCO database (V11) using Tomtom from the MEME suite (Bailey et al., 2015; Gupta et al., 2007; Kulakovskiy et al., 2018). We subset the matches by taking the match with the minimum q-value for each HOCOMOCO target for those with a E-value of less than 0.001. This resulted in 123 different matches from 101 de novo motifs. These were manually grouped into 16 categories based on motif similarity. Within each group a single ‘most likely acting’ motif was chosen based on external suggestive evidence, including whether a knockout of the transcription factor (TF) causes infertility, if the TF is specifically expressed in testis by RNA-Seq data in GTEx (GTEx Analysis Release V7 (dbGaP Accession phs000424.v7.p2)), or if the TF is previously known to bind testis expressed genes by ChIP-Seq (Lonsdale et al., 2013).

To find good motifs with poor matches to currently known motifs we plotted the sum of the information content by the E value for each de novo motif. This identified a set of similar motifs with poor E values but large total information content – most of these matched best to ATF1.

In order to determine patterns of association of motifs with pseudotime, we performed correlation tests (using R’s cor.test) between the gene loadings of each component (positive and negative loadings separately) and the probability of the motif being present at the promoter of these genes. To find probability of motif presence per gene promoter, we used MotifFinder but fixed the position weight matrix to either one of our de novo motifs (Figure 7) or a motif from the HOCOMOCO database (Figure 7—figure supplement 2) and ran MotifFinder for 20 iterations. We assessed convergence through the change in proportion of sequences containing the motif.

We used published ChIP-Seq data for the transcription factors *Stra8* (Kojima et al., 2019), *Mybl1* (Bolcun-Filas et al., 2011), *Crem* (Kosir et al., 2012), and *Rfx2* (Kistler et al., 2015) to validate our conclusion that some SDA components correspond to genes coregulated by these transcription factors. We performed a Fisher’s exact test on the overlap of the genes suggested from the ChIP-Seq studies for each of the three transcription factors with the top 500 genes for each SDA component (positive and negative loadings separately). For *Stra8* the genes are those described as ‘STRA8-activated’ from supplementary table 1 of Kojima et al. For *Mybl1* the genes are those determined as potential direct targets of MYBL1 (those that were bound in ChIP and were mis-regulated in *repro9* mice, from Table 1 of Bolcun-Filas et al.). For *Crem* the genes were those that are “found in the cross-section between DE genes from Kosir et al. and genes bound by CREM in testis from Martianov et al’ (i.e. the top 50 genes from Kosir, et al. Supp Table 4). For *Rfx2* the genes are the genes from Kistler et al. that are bound by RFX2 by ChIP-seq and are statistically significantly downregulated at P30 (from their Table S1).

#### Component enrichment analysis

The goal of this analysis (shown in Figure 8B) is to simply assess whether cell scores for each component are randomly distributed across strains. In our straightforward approach, we assess the most hypothesis-free null expectation: that cell component loadings are completely randomly distributed across cells, regardless of cell type or mouse strain. We use the full set of cells assessed by SDA. Each strain, *i*, contributed *p_i_* proportion of cells to the total SDA dataset, represented by the dashed horizontal line plotted for each strain. Under our most naive assumption, the proportion of cell from strain *i* that load on component *j*, *f_ij_*, should be equal to *p_i_*. If *f_ij_* >*p_i_* we say that the component *j* is enriched in strain *i*.

#### Apolipoprotein E (ApoE) Immunofluorescence Signal Quantification

To quantify the frequency of ApoE protein signal in wild-type and mutant animals, we counted the total number of intact testicular tubules present on slides and the number of tubules with ApoE protein signal using a confocal microscope at 20x. A Fisher’s exact test was used to test the hypothesis that the frequency of ApoE-positive tubules was the same in wild-type, *Mlh3^-/-^* and *Hormad1^-/-^* strains.

### Data and software availability

Raw data and processed files for Drop-seq experiments are available under GEO accession number GSE113293.

R markdown files that enable simulating main steps of the analysis are available upon reasonable request. Custom R code used is available at www.github.com/MyersGroup/testisAtlas (Wells, 2019) and archived at DOI: 10.5281/zenodo.3233958.

SDA is available from https://jmarchini.org/sda/.

## Data Availability

Raw data and processed files for Drop-seq and 10X Genomics experiments are available in GEO under accession number GSE113293. The following dataset was generated: JungMWellsDJRuschJAhmadSMarchiniJMyersSConradDF2019A single-cell atlas of testis gene expression from 5 mouse strainsNCBI Gene Expression OmnibusGSE11329310.7554/eLife.43966PMC661586531237565

# Supplementary material for: Unified single-cell analysis of testis gene regulation and pathology in five mouse strains
**Source:** eLife. 2019 Jun 25;8:e43966. doi: 10.7554/eLife.43966
**Supplement:** Supplementary file 3. — A table of key genes from 26 example components.

Supplementary File 3: Key genes from example components of different stages

| **Stage (Component[s])** | **Seurat Cluster[s]** | **Example Key Genes** |
| --- | --- | --- |
| Undifferentiated Spermatogonia (50 & 31) | 6 | Negative C50 loadings:  Gfra1, Ccnd2, Glis3, Zfp462, Tex19.1, Dppa4  C50 loadings close to 0:  Zbtb16 aka Plzf, Sox4, Afp, Mageb4, Foxo1  Positive C50 loadings:  Nanos3, Lin28a, Foxf1, Pramef12, Sox3  (All have positive C31 loadings) |
| Differentiating Spermatogonia (7) | 6 | Glis2, Nanos1, Rcor2, Zswim5 |
| Spermatogonia (Broad) (33) | 6 | Uchl1, Dmrt1, Sohlh1, Dnmt3a, Dnmt3b, Dnmt1, Scml2, Msh2, Map7d2, Ung |
| Intermediate/B Spermatogonia (2) | 31 | Ctcfl, Esx1, Pou4f1 aka Brn-3a, Tex13b |
| (Pre)Leptotene (5) | 32 | DSB associated:  Prdm9, Setdb1, Dmc1, Gm960 (aka Top6bl), Brca2, Tex15, Ddb2, Brip1, Msh5, Mms22l, Meilb2 (Hsf2bp), Mcm8, Rad51, Ccdc36 (Iho1)  ZMM:  Shoc1 (AI481877), Msh5, Brip1  Cohesin & synaptonemal components:  Rad21l, Smc1b, Smc3, 4930447C04Rik (aka Six6os1), Tex12  Ctcfl regulated:  Prss50, Stra8, Ugt8a, Gal3st1  Telomere tethering:  Terb1, Terb2 |
| Zygotene (44) | 32 | Rad51ap2, Meiob, Spata22, Hfm1 |
| Early Pachytene (13) | 24, 25, 26 | Meiotic cell cycle: Ccna1, Ccnb3, Aurka, Plk1  piRNA associated  [Better known drosophila homologues in square brackets]:  Piwil1 [Miwi], Tdrd1 [Tudor], Tdrd5 [Tejas], Pld6 [Zucchini]  Protein folding: Hspa5, Calr, Hsp90b  Fertilization: Zpbp, Zpbp2, |
| Mid Pachytene (48) | 7, 24, 25 | Cilium/axoneme assembly: Cfap46, Cfap65, Cfap74,  Dnah2, Dnah12, Dnah14, Dnhd1, Ak7, Ccdc39, Mroh2a  Microtubule/spindle function: Dcdc2b, Ccdc88a, Knl1  Splicing: Srrm2, Tra2a, Srek1, Rbm5, Rbm25 |
| Pachytene and late pachytene (42, 39) | 22, 24, 26 | piRNA associated [Better known drosophila homologues in square brackets]:  Piwil1 [Miwi], Tdrd1 [Tudor], Tdrd5 [Tejas], Tdrd12 [Yb], Piwil2 [Mili], Mael [Maelstrom], Pld6 [Zucchini], Exd1 [Egalitarian], Ddx4 aka Mvh [Vasa], Tdrkh [Papi], Tdrd9 [SpnE]  Meiotic cell cycle: Calm1, Calm2, Calm3, Meig1, Lyar, Spata4, Cetn1, Mns1  Translational Repression:  Ybx1 (aka MSY2), Ybx3, Pabpc1  Cilium assembly:  Rsph1, Ropn1l, Dnah8, Dnaaf1, Cfap36, Bbof1, Ccdc39  Post-meiotic (fertilization and metabolism):  Ldhc, Dkkl, Clgn, Spink2, Catsperz, Fbp, Cct1, Cct3, Cct4, Cct7 |
| Diplotene & Divisions (20) | 22 | Cell cycle:  Ccnb1, Ccna1, Cdc25a, Aurka, Bora, Plk1, Rgcc, Fzr1  DUF622 containing:  1700001F09Rik, Gm3453, Gm10354, Gm3149, Gm8362, Gm3127, Gm17019, Gm4181, Speer4e, Speer4b, Gm9758, Gm8232, BC061237, Gm5458, 4930572O03Rik, Gm5800, Gm7361, Gm8220  SSXRD and KRAB-related domain containing:  Ssxb1, Ssxb2, Ssxb3, Ssxb5, Ssxb6  Others:  Tbpl1 (aka Tlf) |
| Spermatid - Acrosome (30) | 17, 19 | Acrosomal:  Spaca1, Spaca3 (aka Lyzl3), Spaca4, Spaca5 (aka Lyzl5), Spaca7; Lyzl1, Lyzl4, Lyzl4os, Lyzl6; Acrv1, Aep1, Spata9, Spata31, & Spata46  Sperm-oocyte interaction:  Izumo1, Izumo3, Zpbp, Zp3r  Others:  Catsper1, Catsper3, & Catsper4;  Tekt1, Tekt2, Tekt3, & Tekt4;  Creb3l4 aka Atce1, and 1700016D06Rik + Lrcc34 |
| Spermatid - Mysterious (35) | 17, 10 | Testis enriched genes of unknown function: Tex29, Lrrd1, Smco4, Heatr9, Hsfy2, Tepp, Spata31d1d, Tmem81, Spata25  Mitochondrial function: Crls1, Slc25a41 |
| Spermiogenesis (17 [& 18, 34]) | 13, 20, 21 | Histone Replacements:  Prm1, Prm2, Prm3, Tnp1, Tnp2  Others:  Smcp, Odf2, Gapdhs, Oaz3, H1fnt (aka H1t2), Pgk2, and Cabs1 4+ Abhd5 |
| Leydig (40) | 4, 5 | Testosterone Biosynthesis:  Star, Cyp11a1, Hsd3b1, Cyp17a1, Hsd17b3  Others:  Insl3, Ptgds |
| Sertoli (45) | 8, 3 | Aard, Defb36, Cst12, Ldhb, Tmsb4x, Cst9, Gstm6, Sin3b, Gsta4, Chchd10, Gstm7, Basp1, Wfdc10 |
| Macrophages (11) | 1 | Csf1r, Cd163, Cd68, Adgre1 (aka F4/80), Itgam (aka CD11b), Mrc1, Cx3cr1, Fcgr3, C1qa, C1qb, C1qc |
| T-cells (3) | 1 | Ptprc (aka CD45), Il2rg, Cd3g, Cd3d, Cd3e, Trbc2, Trac, Ms4a4b, and Cd2 |
| Telocyte (32) | 2 | Dcn, Cd34, Pdgfra, Col1a2, Col3a1, Col6a1, Col4a4, Col4a1, Col1a1, Lamb1, Lama2, Lamb2, Des |
| Peritubular Myoid (21) | 3 | Cnn3, Vegfa, Edn1 |
| Hormad1 KO (38) | 30 | X & Y linked:  Zfy1, Zfy2, Rhox2h, Rhox2d, Rhox2a, Rhox2c, Rhox2g  Autosomal:  Dnajc12, A830018L16Rik (aka C8orf34) |
| Cul4a KO (25) | 17, 10 | Hist1h2al, Csmd1, Jakmip2, Tagln2, Map2k7, Lpo |
| Respiration (9) | 22, 23, 26, 27 | Complex I (NADH:ubiquinone oxidoreductase)  Ndufa11, Ndufa12, Ndufa2, Ndufa3, Ndufa5, Ndufa6, Ndufa7, Ndufaf2, Ndufaf8, Ndufb10, Ndufb2, Ndufb4, Ndufb5, Ndufb7, Ndufb9, Ndufc1, Ndufs4, Ndufs6, Ndufv3  Complex III (Ubiquinol-cytochrome c reductase)  Uqcc2, Uqcr10, Uqcr11, Uqcrb, Uqcrh, Uqcrq  Complex IV (Cytochrome c oxidase) subunits  Cox17, Cox4i1, Cox5a, Cox5b, Cox6a1, Cox6b2, Cox6c, Cox7a2, Cox7b2, Cox7c, Cox8c  Cytochrome c:  Cyct  Complex V (ATP Synthase)  Atp5e, Atp5h, Atp5j, Atp5j2, Atp5k, Atpif1 |
| Batch Effect (22) | 17, 19, 28 | (all downregulated)  Ribosomal Proteins:  Rps7, Rpl11, Rps13, Rps12, Rps17, Rps23, Rpl18a, Fau (Rps30 fusion)  Others:  Tpt1, Kpna2, Eif1 |
| Batch Effect (12) | 31, 6 | Gm42418, Rbm25, mt-Rnr1, mt-Rnr2, Ncl, Pet2, Vps8 |

# Supplementary material for: Unified single-cell analysis of testis gene regulation and pathology in five mouse strains
**Source:** eLife. 2019 Jun 25;8:e43966. doi: 10.7554/eLife.43966
**Supplement:** Supplementary file 6.

| Component | GO Category | Genes | Adjusted p-value |
| --- | --- | --- | --- |
| 49N (Sertoli/Leydig) | GO:0042982  amyloid precursor protein metabolic process | Clu/Itm2b/App/Tmed10/Psen2/Apoe/Itm2c | 0.00072 |
| 26N (Leydig) | GO:0097242  amyloid-beta clearance | Clu/Ldlr/Igf1r/C3 | 0.00771 |
| 16N (rare Sertoli-like) | GO:1904645  response to amyloid-beta | Casp4/Lrp1/Igf1r/Fyn/Cacna2d1 | 0.00974 |

Supplementary File S6. GO Categories related to amyloid-beta metabolism show significant enrichment in components 49, 26 and 16. For each component we provide the component description, the GO category description, the genes from that category that were detected as a part of that component, as well as the multiple-test-corrected p-value corresponding to a test for enrichment.

How the deposited data were processed for this re-analysis (not part of the article)

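Single-cell suspensions of testes were profiled by Drop-seq, which captures transcripts at their 3′ ends. The authors processed the reads with the Drop-seq pipeline, aligned them to mm10 with STAR and deposited, for each library, a table of UMI counts per gene and barcode without normalization. All values of the 25 tables used here were whole, non-negative counts. The libraries were 11 of wild-type testis, 6 of Mlh3, 2 of Cul4a and 2 of CNP testis and 4 of sorted cells (spermatogonia, primary and secondary spermatocytes, and spermatids). A further mutant strain was not analysed here. The tables held 48,642 barcodes, 29,244 gene symbols and 65,063,387 UMIs. Gene symbols were matched to GENCODE vM21 (GRCm38) for chromosomes, coordinates and gene types. Symbols of the paper that did not match were not analysed here.

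Cells were filtered by the thresholds stated in the Materials and methods and clustered together. Counts were divided by the total of the cell and square-rooted, the genes of lowest mean expression were left out, as in the paper, and each gene was scaled to unit variance and capped at 10. Clusters came from 40 principal components, 20 neighbours weighted by shared neighbours and the Leiden algorithm at a resolution of 2. A cluster of at least 20 cells was named after the class whose markers had the highest mean log2 fold over the other cells, on summed counts with 20 CPM added. It needed at least 3 markers and 50 genes at 2-fold or more, and stayed unnamed where the 10 leading genes spoke for another class or where 2 classes that do not follow each other in spermatogenesis were within 0.25 of each other. The markers, the tests, the alternatives and the rule for naming genes were chosen before the data were examined; these thresholds for names were set after the clusters had been seen. The matrix factorization of the paper was not recomputed, so no component score or loading is reported.

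Tests took the library as replicate. Shares of cells, mitochondrial shares and levels over whole libraries were compared by exact permutation of the library labels, and classes within libraries by exact sign-flip permutation of the paired differences, both two-sided. Counts summed per library and class were fitted with edgeR's quasi-likelihood test after TMM normalization, over genes with at least 5 counts, from libraries with at least 10 cells of the class, with Benjamini-Hochberg adjustment. DESeq2 was the alternative. In the comparisons of mutants, all strains shared 1 fit, since groups of 2 libraries give little information on the spread. The other alternatives were edgeR's own filter on low counts, no filter, the sequencing platform as covariate, HiSeq libraries of mechanical dissociation only, a Leiden resolution of 1, the filter on UMIs and genes only, a block on replicate number, 50 cells per class, and each replicate left out. The procedures were tested on simulated counts with 200 changed genes per comparison. Each changed gene had a log2 fold change of 2, so the recovery of smaller changes was not measured.

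The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2 and igraph 0.11.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.

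Genes were named by rule: those that the text or Supplementary files 3 and 6 name at a claim, those labelled in Figure 1—figure supplement 1B, Figure 2A and Figure 6—figure supplement 1B, the disrupted genes Mlh3, Cul4a and Cnp, and for each differential test the 5 genes with the smallest adjusted p among those past the threshold with every mutant library on one side of every wild-type library. Lists of more than 10 genes were summarised. Some genes that the rule would name are not reported here. The hemoglobin genes and Rps13-ps1 as a signal over whole libraries were singled out after their values were seen.

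Depth limited the rare classes most. The median filtered cell held 668 UMIs, and a gene at 20 CPM was expected in few cells of the smaller classes. Where a group held 0 UMIs of a gene, a fold change is given only as a bound against 3 counts over the group, and with 1 to 3 UMIs as a ratio with its counting interval. The comparison of promoter CpG content with expression was left out, because no genome sequence was used. Histology, immunofluorescence and microscopy were not analysed here.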

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

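The tests of Rps13 reads and of a background shared with Mlh3 for Rps13-ps1, and the comparisons without Mlh3 replicate 1 or 2, were chosen after the results had been seen. Of 19 groups of 4 to 10 libraries checked for a library far from the others, 4 had one, where chance gives about 1 in 20.

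Mlh3 replicate 1 lay far from the other 5 Mlh3 libraries in its somatic share, with 92.8% of its named cells somatic-like. Its gap to the nearest library was 0.637 of the whole range. Most of its named cells were Leydig-like (386 cells). If free RNA had been read as Leydig cells, their markers would be scarcer there than in Leydig-like cells of other Mlh3 libraries. They took 2.11% of UMIs, 0.433 of the mean of the other libraries, but replicates 2 and 3 had 2.15 and 2.70% while replicates 4 to 6 had 6.14 to 7.19%, so the level does not set replicate 1 apart and free RNA and a true excess of Leydig cells cannot be told apart. Replicate 1 is 1 of the 2 Mlh3 libraries sequenced on a MiSeq. An uneven dissociation was not tested. Without it, Mlh3 still exceeded wild-type by 25.5 percentage points (two-sided exact permutation p = 0.000229, the smallest possible).

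Mlh3 replicate 2 lay far from the others in its macrophage-like share, at 1.68% of named cells, with a gap of 0.669 of the range. Its 136 cells after filters make such a share a matter of very few cells. Without it the difference from wild-type was 0.174 percentage points (two-sided exact permutation p = 0.0783), against 0.410 with it (p = 0.0203). No explanation was tested, and counting error alone is large at this size.

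WT2 lay far from the other 9 wild-type libraries in the excess of round spermatid-like over pachytene-like cells in X-linked UMIs (1.98 percentage points, gap 0.580 of the range) and in Y-linked UMIs (0.0734 percentage points, gap 0.655). It had 47 round spermatid-like and 10 pachytene-like cells and was the only enzymatic library among the 10, so few cells, the protocol and the animal are confounded. No explanation was tested. Its difference had the direction of all the others.

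Hemoglobin genes, which the paper does not discuss, averaged 174 ± 236 CPM in Mlh3 libraries (SD, n = 6; range 28.8 to 607) and 18.9 ± 26.0 CPM in wild-type (SD, n = 11; 0 to 88.2), with p = 0.0150 in a two-sided exact permutation test. If free RNA were spread over all barcodes, the 10 barcodes with the most hemoglobin UMIs would hold the share that their depth gives. The ratio of the seen to the expected share was lowest in Mlh3 replicate 4, at 0.917, and highest in replicate 6, at 7.61, among the 4 libraries with enough UMIs. In replicates 5 and 6 the top barcodes held 76.4 and 93.1%, where 20.4 and 12.2% were expected, which argues against free RNA as the whole source there, while in replicate 4 (28.3% against 30.8%) free RNA would do. WT9 and WT10 had 90 and 89.2% in their top barcodes, so blood cells may be carried along in any strain, and carry-over and a difference between strains cannot be told apart. A biological cause was not tested.

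Rps13-ps1, a processed pseudogene that the paper does not discuss, averaged 252 CPM in the 2 Cul4a libraries and was nearly absent elsewhere. If Rps13 reads had moved to it, Rps13 would have lost about the 252 CPM gained. Rps13 differed by -115 CPM (exact permutation p = 0.321), within the spread between wild-type libraries, so a shift of reads stays open. The Mlh3 libraries averaged 0.252 CPM, which argues against a variant that the Mlh3 line carries too. The samples of both lines are recorded with a B6;129 background. The lines need not share its variants, so a variant of that background stays open. The gene lies on chromosome 8, 73.9 Mb from Cul4a. A variant carried by the Cul4a line alone, or an effect of the mutation, was not tested.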

How the results depend on the processing

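The fits without Mlh3 replicate 1, the macrophage share without replicate 2, the fits without each wild-type library in turn, the leptotene comparison with singleton pairing in TMM and the X ratio by Y UMI were chosen after the data had been seen. Of 153 alternatives to 26 results, 101 gave the same direction and side of the threshold or a similar count, 7 were weaker, 1 was stronger, 38 moved by more than the spread or by over 1.5-fold and 6 reversed. In 11 results every alternative run kept the direction and side of the threshold or a similar value, although sizes moved where there was a test: the somatic excess of Mlh3 (36.3 points) ranged from 22.1 to 78.2, its mitochondrial excess (11.9) from 1.37 to 14.7 and the difference in DUF622 and Ssx genes (0.0931) from 0.0338 to 0.0672. Of 554 alternatives for 61 named genes, 506 were the same, 22 weaker and 26 reversed, and 39 genes kept their direction and call under every alternative run. Except where stated, the cause was not tested.

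With HiSeq libraries of mechanical dissociation only, which are fewer, the macrophage excess in Mlh3 was 0.146 percentage points (p = 0.311), and it was 0.174 without Mlh3 replicate 2 (p = 0.0783) and 0.462 without replicate 1 (p = 0.0256). With the HiSeq libraries the spermatid share of Cul4a was 2.26 points above wild-type (p = 0.422); with a Leiden resolution of 1 the latter was -17.0 points (p = 0.0128). Leaving out a CNP library, which leaves 1, gave -32.1 to -15.9 points for the spermatid share. The mitochondrial share of Cul4a was 0.148 points above wild-type without the rRNA genes (p = 0.0385) and between -0.536 and 0.0781 with 1 Cul4a library left out. That of CNP was -0.0375 points with the filter on UMIs and genes (p = 0.897). The log2 ratio for X and Y UMIs was 0.02 (0.0206) in cells with at least 1000 UMIs (p = 0.164). The ribosomal difference by platform was 0.0992 points over 8 genes (p = 0.0606). All p-values here are from two-sided exact permutation tests. The correlation of protocols was 0.924 with a pseudocount of 0.1, 0.915 over genes with at least 10 counts, 0.877 with sorted spermatogonia added and 0.893 to 0.939 with 1 enzymatic library left out.

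The numbers of differential genes moved more. DESeq2 called 1263 (839 higher, 424 lower) in Cul4a pachytene-like, 156 in round (150 of them shared) and 124 in elongating spermatid-like cells. edgeR's filter on low counts, which tests fewer genes, gave 437 in Mlh3 and 878 in Cul4a pachytene-like cells, 215 in Cul4a and 45 in CNP round and 183 in Cul4a elongating spermatid-like cells. No filter gave 259 in the last. HiSeq libraries of mechanical dissociation gave 96 in CNP pachytene-like cells, 1139 in Cul4a and 150 in CNP round and 967 in Cul4a elongating spermatid-like cells. A Leiden resolution of 1 gave 1140 in Cul4a pachytene-like and 1906 in round spermatid-like cells. Without genes at least 2-fold higher in spermatid-like cells, 867 were called in Mlh3 pachytene-like cells. With 1 mutant library left out, the ranges were 648 to 1147 (Cul4a pachytene), 6 to 34 (CNP pachytene), 180 to 348 (Cul4a round), 11 to 22 (CNP round) and 130 to 181 (Cul4a elongating), and for dissociation 1696 to 1955 with 1 enzymatic library left out. The lone library left is assumed to vary like the other groups.

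The block on replicate number has no basis in the data. Deviations from the group mean of log2 CPM in mutant and wild-type libraries of the same number correlated at -0.0744 to 0.179 (5 pairs) for Mlh3, -0.0747 for Cul4a and -0.259 for CNP in pachytene-like cells, and at -0.0862 to 0.0528 and -0.0226 to 0.219 in round spermatid-like cells, so the numbers do not pair the libraries. It left fewer libraries and gave 0.386 points for macrophages (p = 0.125), -41.3 for the spermatid share of CNP (p = 0.5, the smallest possible) and -0.593 for its mitochondrial share (p = 1). It gave 837 genes in Mlh3 and 578 in Cul4a pachytene-like cells, 447 in Cul4a (70 shared) and 546 in CNP round and 8 in Cul4a elongating spermatid-like cells. For Mlh3 the log2 fold change was 1.44 in Cul4a elongating and 1.21 in Cul4a round spermatid-like cells, for Jakmip2 0.96 in Cul4a pachytene-like and for Cul4a -0.37 in CNP pachytene-like cells.

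The single genes that reversed were not past the threshold, as reported or reversed. In CNP, Cnp (1 UMI in pachytene-like cells) and, in round spermatid-like cells, Mlh3 and Cul4a (4 UMIs each) were near the floor, so their fitted values are no measure of size. In Cul4a pachytene-like cells, Mlh3 was at -0.057 with edgeR's filter, -0.18 without a filter, -0.078 with HiSeq libraries only, -0.17 at a resolution of 1 and -0.073 to -0.0091 with 1 Cul4a library left out, and Jakmip2 at 0.27 at a resolution of 1 and -0.54 to 0.21 with 1 Cul4a library left out. In CNP pachytene-like cells, Cnp was at 0.13 with the platform as covariate, 0.12 with HiSeq libraries only and -4.84 to 0.49 with 1 CNP library left out, and Cul4a at -0.062 without a filter, -0.21 with HiSeq libraries only, -0.34 at a resolution of 1 and -0.21 to 0.00052 with 1 CNP library left out. In round spermatid-like cells, Mlh3 was at 0.27 at a resolution of 1 and -0.44 to 0.36 with 1 library left out in Cul4a, and at -5.52 to 1.87 in CNP. Cul4a was at -0.094 to 0.38 with 1 library left out in Cul4a and, in CNP, at 0.039 at a resolution of 1 and -1.10 to 0.05 with 1 library left out. In Cul4a elongating spermatid-like cells, Cnp was at -0.019 to 0.77 with 1 library left out.

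For pre-pachytene cells, a minimum of 50 cells left no value. The comparison of promoter CpG content was not run. Leaving out the few Scrublet calls moved little and says nothing on doublets. Depth limits the comparisons of CNP. There 64% of simulated changes (log2 fold change of 2) were recovered in pachytene-like and 71.5% in round spermatid-like cells. It also limits the leptotene comparison, where 60% were recovered.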

Differences from the paper's values

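After the filters, 36,622 cells were kept, where the paper's value is 20,322. With the filter on UMIs and genes only, the alternative set before the data were examined, 44,404 cells were kept, so it differed too. The tables used here leave out a strain that the paper's value includes.

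The paper reports no obvious transcriptional phenotype in Mlh3 cells other than the expression of Mlh3 itself. Here 1832 genes passed the threshold in pachytene-like cells, as did Mlh3 (log2 fold change -1.36), and the lowest number under any setting was 437. The units differ, since the paper compared cells by cluster and the pachytene-like class pooled several clusters. Cluster 22 held 45.6% of wild-type and 24.5% of Mlh3 pachytene-like cells, and cluster 21 held 6.49% and 20.0%. Part of the calls may come from this mix. Of the 1832 genes, 58 lower ones were not more abundant in spermatid-like cells and 130 higher ones not in somatic-like cells, each by 2-fold or more.

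According to the paper, the genes of component 25 are overexpressed in Cul4a mutants. Of the 6 genes, 5 were higher and Map2k7 was lower (log2 fold change -3.39).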

Other observations

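The tests of spermatid RNA in genes lower in Mlh3, of pseudogene copies and of depth for the lower genes in CNP and of the DNA around Cul4a were chosen after the results had been seen.

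The genes that differed in Mlh3 pachytene-like cells were weighed against chance and RNA from other cells. Of 100 splits of the libraries into groups of the same sizes, 1, the real one, gave as many genes, which excludes chance; the highest other number was 1318. RNA from spermatids, which the wild-type testis holds and the Mlh3 testis lacks, may explain the lower genes. Of them 93.7% were at least 2-fold higher in wild-type spermatid-like than pachytene-like cells, against 32.2% of genes tested. RNA from somatic cells may explain the higher genes, of which 85.7% were at least 2-fold higher in Sertoli-like or Leydig-like cells, against 48.6% of genes tested; among the lower genes the share was 71.7%, so this test separates the directions poorly. Outside these groups were 58 lower and 130 higher genes. An effect of the mutation in the cells stays open, as does a difference in pachytene substage, which was not tested.

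For the leptotene genes, 1 of 25 choices of the class, the real one, gave as many listed genes past the threshold. The paper chose the list on these samples, so the real class was bound to lead and chance is not excluded.

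The genes lower in CNP round spermatid-like cells may reflect reads shared with pseudogenes. Of 95 such genes, 50 (52.6%) had a named pseudogene copy, against 1.55% of genes tested, and 42 were named Rpl or Rps. The 92 genes so named had a median fitted log2 fold change of -2.38, and 85 were below 0. Lower depth per cell is argued against. Within wild-type libraries, the share of UMIs on the 95 genes in round spermatid-like cells of at most 822 UMIs, the CNP median, had a mean log2 ratio of 0.0487 to that in deeper cells (95% t interval -0.0271 to 0.125, n = 10), while CNP was at -1.95 to wild-type. For the 92 ribosomal protein genes the ratio was -0.0151 (-0.0796 to 0.0495), against -1.20 in CNP. Among round spermatid-like cells of 267 to 2032 UMIs, the 92 ribosomal protein genes took 0.572 ± 0.0636% of UMIs in CNP (SD, n = 2) and 1.27 ± 0.446% in wild-type (SD, n = 10), a difference of -0.702 percentage points (two-sided exact permutation p = 0.121). Both CNP libraries lay below the lowest wild-type one, at 0.855%. The transgene cannot be told apart from other features of the 2 libraries, such as their age and processing. The paper lists some of these genes, Rps7, Rps13, Tpt1 and Eif1 among them, for a component that it proposes to be a batch effect. No wild-type library had the 95 genes as low: the lowest was at a median log2 ratio of -0.25 (-0.246) to the other wild-type libraries. The 95 genes were chosen as lower in CNP than in wild-type, so this was largely set by the choice and decides nothing. Depth is argued against for the lower share of spermatid-like cells in CNP, since among cells of 267 to 2032 UMIs CNP had 45.7 ± 8.91% (SD, n = 2) and wild-type 72.5 ± 9.85% (SD, n = 11), a difference of -26.8 percentage points (two-sided exact permutation p = 0.0128, the smallest possible).

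Several explanations were tested for the genes that differed in Cul4a round spermatid-like cells. After thinning to the median wild-type depth, 156 of the 759 genes remained past the threshold (20.6%). Most were lost, as the deeper libraries as a cause would predict, but thinning also lowers the power to detect true changes, so depth cannot be told apart from them; the genes that remained are not due to depth alone. In pachytene-like cells 622 of 2186 genes remained (28.5%), and of the 827 past the threshold after thinning 375 were higher and 452 lower, where 1685 and 501 had been, so the balance turned. In elongating spermatid-like cells 83 of 575 remained (14.4%). In pachytene-like cells 475 of 2186 genes (21.7%) also passed in Mlh3 in the same direction. The samples of both lines are recorded with a B6;129 background. The lines need not share its variants, so this overlap cannot decide whether the background of the Cul4a line is the cause. DNA around Cul4a is argued against for most genes, since 2.37% of them lie within 20 Mb of it. For Grtp1, Csmd1 and Map2k7, which lie 0.0664, 2.79 and 8.87 Mb from Cul4a, it stays open. Within the window 10.1% of tested genes passed, against 4.33% elsewhere, and in elongating spermatid-like cells 13.4% against 3.94%, but in pachytene-like cells 11.9% against 13.5%. Segments of another strain's genome stay open as well. Neighbouring genes passed together 62 times, against a mean of 32.7 in 1000 random draws, a ratio of 1.90 (one-sided permutation p = 0.000999, the smallest possible), and in elongating spermatid-like cells the ratio was 1.73 (p = 0.00200). In pachytene-like cells of Cul4a, with the most genes past the threshold, it was 1.04 (p = 0.223), which goes against segments. Genes regulated together would also lie side by side, and Mlh3 pachytene-like cells gave a ratio of 1.25. Pseudogenes made up 18.8% of the genes past the threshold in round spermatid-like cells, against 7.08% of genes tested. In elongating spermatid-like cells the shares were 16.3% and 4.78%, and in pachytene-like cells 10.2% and 7.51%. Reads shared with pseudogene copies therefore stay open for part of the genes. An effect of CUL4A itself was not separated from these explanations.

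Comparisons of mutants with the same wild-type libraries share their error. Fold changes of Mlh3 and Cul4a in pachytene-like cells correlated at 0.271 over 3372 genes, where 20 simulations without shared change gave 0.297 to 0.383, so the correlation shows no shared effect. Of the calls, however, 537 were shared, 475 with the same sign, where independent calls would share about 247. The simulations held no changed gene and so give no expectation for shared calls, and genes with more power in both comparisons would also share them. Mlh3 and CNP correlated at 0.00723 (simulated mean 0.219), Cul4a and CNP at 0.0634 (0.166) with 11 shared calls, 1 of the same sign, and in round spermatid-like cells at -0.0736 (0.141) with 7 shared calls, 2 of the same sign.

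Cul4a was at 135 ± 27.9 CPM over whole Mlh3 libraries (SD, n = 6), and its log2 fold change in Mlh3 pachytene-like cells was 1.00 (adjusted p = 7.03e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).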
